# Targeted deletions of large syntenic regions in *Arabidopsis thaliana*

**DOI:** 10.1073/pnas.2419744122

**Published:** 2025-08-11

**Authors:** Ashot Papikian, Rachel J. Rattner, Jenni Kao, Neil Hauser, Nicholas Allsing, Allen Mamerto, Nolan T. Hartwick, Kelly Colt, Todd P. Michael

**Keywords:** CRISPR–Cas9, deletions, synteny, whole-genome duplication (WGD), dosage compensation

## Abstract

Plant genomes have undergone multiple rounds of whole-genome duplication (WGD) throughout their evolutionary history. As a result, many species, including *Arabidopsis thaliana*, retain duplicated genomic segments, or syntenic regions, which harbor large numbers of paralogous genes preserved from these ancient WGD events. We deleted four large, duplicated blocks, ranging from ~115 kb to ~684 kb using *Staphylococcus aureus* Cas9 to explore the effects of knocking out these blocks in *Arabidopsis*. Large deletions like these remain rare, especially in small and gene-dense plant genomes. Deletions were subsequently verified using whole-genome sequencing, which revealed minimal off-target effects. The number of deleted genes ranged from 16 to 60, and transposable elements ranged from 4 to 112 among the four deleted blocks. Two deletion lines showed distinct phenotypes resulting from the loss of many genes, while two others displayed no obvious defects, including for flowering time or hypocotyl elongation. Moreover, RNA-sequencing revealed that expression compensation, where deletions of paralogous genes lead to the upregulation of intact paralogues, was not a general response to the deleted regions under the conditions tested. Thus, it is possible to obtain viable plants when deleting large fragments that may be redundant or that contain nonessential genes. These results demonstrate that large chromosomal deletions can be used as a tool for genome engineering approaches, such as genome minimization in plants and allele replacement using homology-directed repair and other precision editing methods. Targeted deletions of large chromosome fragments will be a valuable tool for research and biotechnology applications.

## Significance

Plant genomes are shaped by ancient polyploidy events, leaving behind extensive duplicated regions whose biological roles remain largely uncharacterized. In this study, we demonstrate that targeted deletion of large, retained syntenic blocks in *Arabidopsis thaliana* results in viable plants, some with distinct phenotypes and widespread transcriptomic changes. These findings challenge the assumption that such regions are essential and highlight the potential redundancy or modularity within plant genomes. Our approach of removing entire duplicated blocks offers a powerful strategy to functionally dissect conserved genomic regions, investigate gene linkage and dosage effects, and accelerate the development of streamlined, minimal plant genomes. This work establishes a scalable framework for genome engineering with broad implications for plant biology, synthetic genomics, and biotechnology.

Flowering plants have undergone numerous whole-genome duplication (WGD) events (1–7), leading to the formation of a polyploid with multiple gene copies, or paralogues, which contribute to functional redundancy and expanded gene families. Over time, fractionation, the loss of DNA sequences following polyploidization, can return polyploid genomes to a diploid-like state (e.g., from tetraploid to diploid) (1–7). This process often results in the uneven retention or loss of duplicated chromosomal regions (homeologous regions) due to asymmetric fractionation, where one subgenome experiences more gene loss than the other. Duplicated genes may become subfunctionalized or neofunctionalized, contributing to genetic diversity and creating novel functions across paralogues (8–10). Despite plants being ideal for studying these effects due to their WGD history, the impacts of retained duplicated regions on plant traits following polyploidy events remain underexplored. Generating large deletions in these regions could help characterize their influence on phenotypes and inform strategies for genome minimization.

As a well-characterized model organism, *Arabidopsis thaliana* provides an ideal system for investigating the functional consequences of deleting duplicated genomic regions. Its genome is among the best annotated in plants, with a large number of genes experimentally validated, offering a robust framework for predicting phenotypic outcomes following gene loss. *Arabidopsis* has experienced three ancient polyploidy events defined as γ, β, and α, and has since returned to a diploid-like genomic state (1). Despite this, it retains 514 syntenic blocks, defined as regions of conserved gene collinearity that represent remnants of these ancient duplications (*Materials and Methods*). Each block corresponds to a homeologous region identified through collinear gene pairs. Importantly, genes essential for viability under laboratory conditions have been either experimentally identified or computationally predicted based on features associated with essential plant genes (11). This knowledge enables the strategic selection of syntenic regions with minimal or nonessential gene content, allowing us to generate deletions that are more likely to be viable while still providing insight into the evolutionary and functional significance of retained duplicated regions.

CRISPR/Cas9 systems have been widely adopted for efficient and precise genome editing across diverse organisms (12–17), including plants such as *Arabidopsis*, where deletions of varying sizes have been successfully generated (18–22). Large deletions have also been achieved in crops; for instance, a 245 kb deletion in rice (23) and a 1 Mb deletion in soybean (24), which demonstrates the scalability of CRISPR-based approaches for structural genome engineering. In this study, we employed a CRISPR/Cas9 strategy to delete duplicated genomic regions in *Arabidopsis* that were predicted to harbor fewer known lethal genes. We utilized the *Streptococcus pyogenes* Cas9 (SpCas9) orthologue *Staphylococcus aureus* (SaCas9). SaCas9 is smaller in size, recognizes distinct protospacer adjacent motif sequences, and functions with a unique guide RNA (gRNA) (25). It has been shown to work efficiently in both animal and plant systems (25, 26), and has been successfully used to mediate precise edits through homology-directed repair (HDR) and engineer large chromosomal rearrangements, such as inversions and translocations in plants (13, 26, 27). Therefore, we used SaCas9 to generate large deletions in *Arabidopsis* by deleting four syntenic genomic blocks of varying size. This allowed us to examine their functional impact and gain insight into the biological significance of retained duplicate regions derived from ancient polyploidy events in plant genomes.

## Results

### Identifying Syntenic Regions in *Arabidopsis* and Crops.

*A. thaliana* has undergone a γ whole-genome triplication (WGT) followed by two more recent WGDs, β and α. Although the genome has returned to a diploid-like state, it retains large blocks of duplicated genes, or syntenic blocks, from these ancient polyploidy events (Fig. 1 *A*–*D* and Dataset S1) (1). We identified 514 syntenic blocks ranging in size from ~21 kb to ~929 kb, with relatively consistent distribution across the genome (Fig. 1*A* and Dataset S1). As expected, syntenic blocks from the older γ WGT are more highly fractionated, averaging ~107 kb [±62 kb (SD)], compared to ~161 kb [±139 kb (SD)] for the more recent α/β WGDs (Fig. 1 *B* and *C*). α/β blocks also retain more genes on average (43 genes) than γ blocks (26 genes), consistent with their higher conservation rates (~35% vs. ~29%). We selected four syntenic blocks from the α/β WGDs to explore the functional consequences of deleting retained duplicated regions. Candidate regions were chosen based on size and filtered to exclude known or predicted lethal genes (11), increasing the likelihood of recovering viable mutants. The selected blocks were 1) Block 271: ~124 kb on Chromosome 3 (30 genes), paired with ~54 kb on Chromosome 5 (22 genes); 2) Block 324: ~152 kb on Chromosome 4 (32 genes), paired with ~216 kb on Chromosome 1 (46 genes); 3) Block 438: ~251 kb on Chromosome 5 (16 genes), paired with ~49 kb on Chromosome 3 (17 genes); and 4) Block 268: ~691 kb on Chromosome 3 (61 genes), paired with ~164 kb on Chromosome 5 (37 genes) (Fig. 1*D* and Dataset S1). These syntenic regions vary in size across related Brassicaceae species. For example, block 438 is smaller in canola but expanded in camelina, highlighting the lineage-specific dynamics of genome fractionation (Fig. 1*E*).

**Fig. 1.**
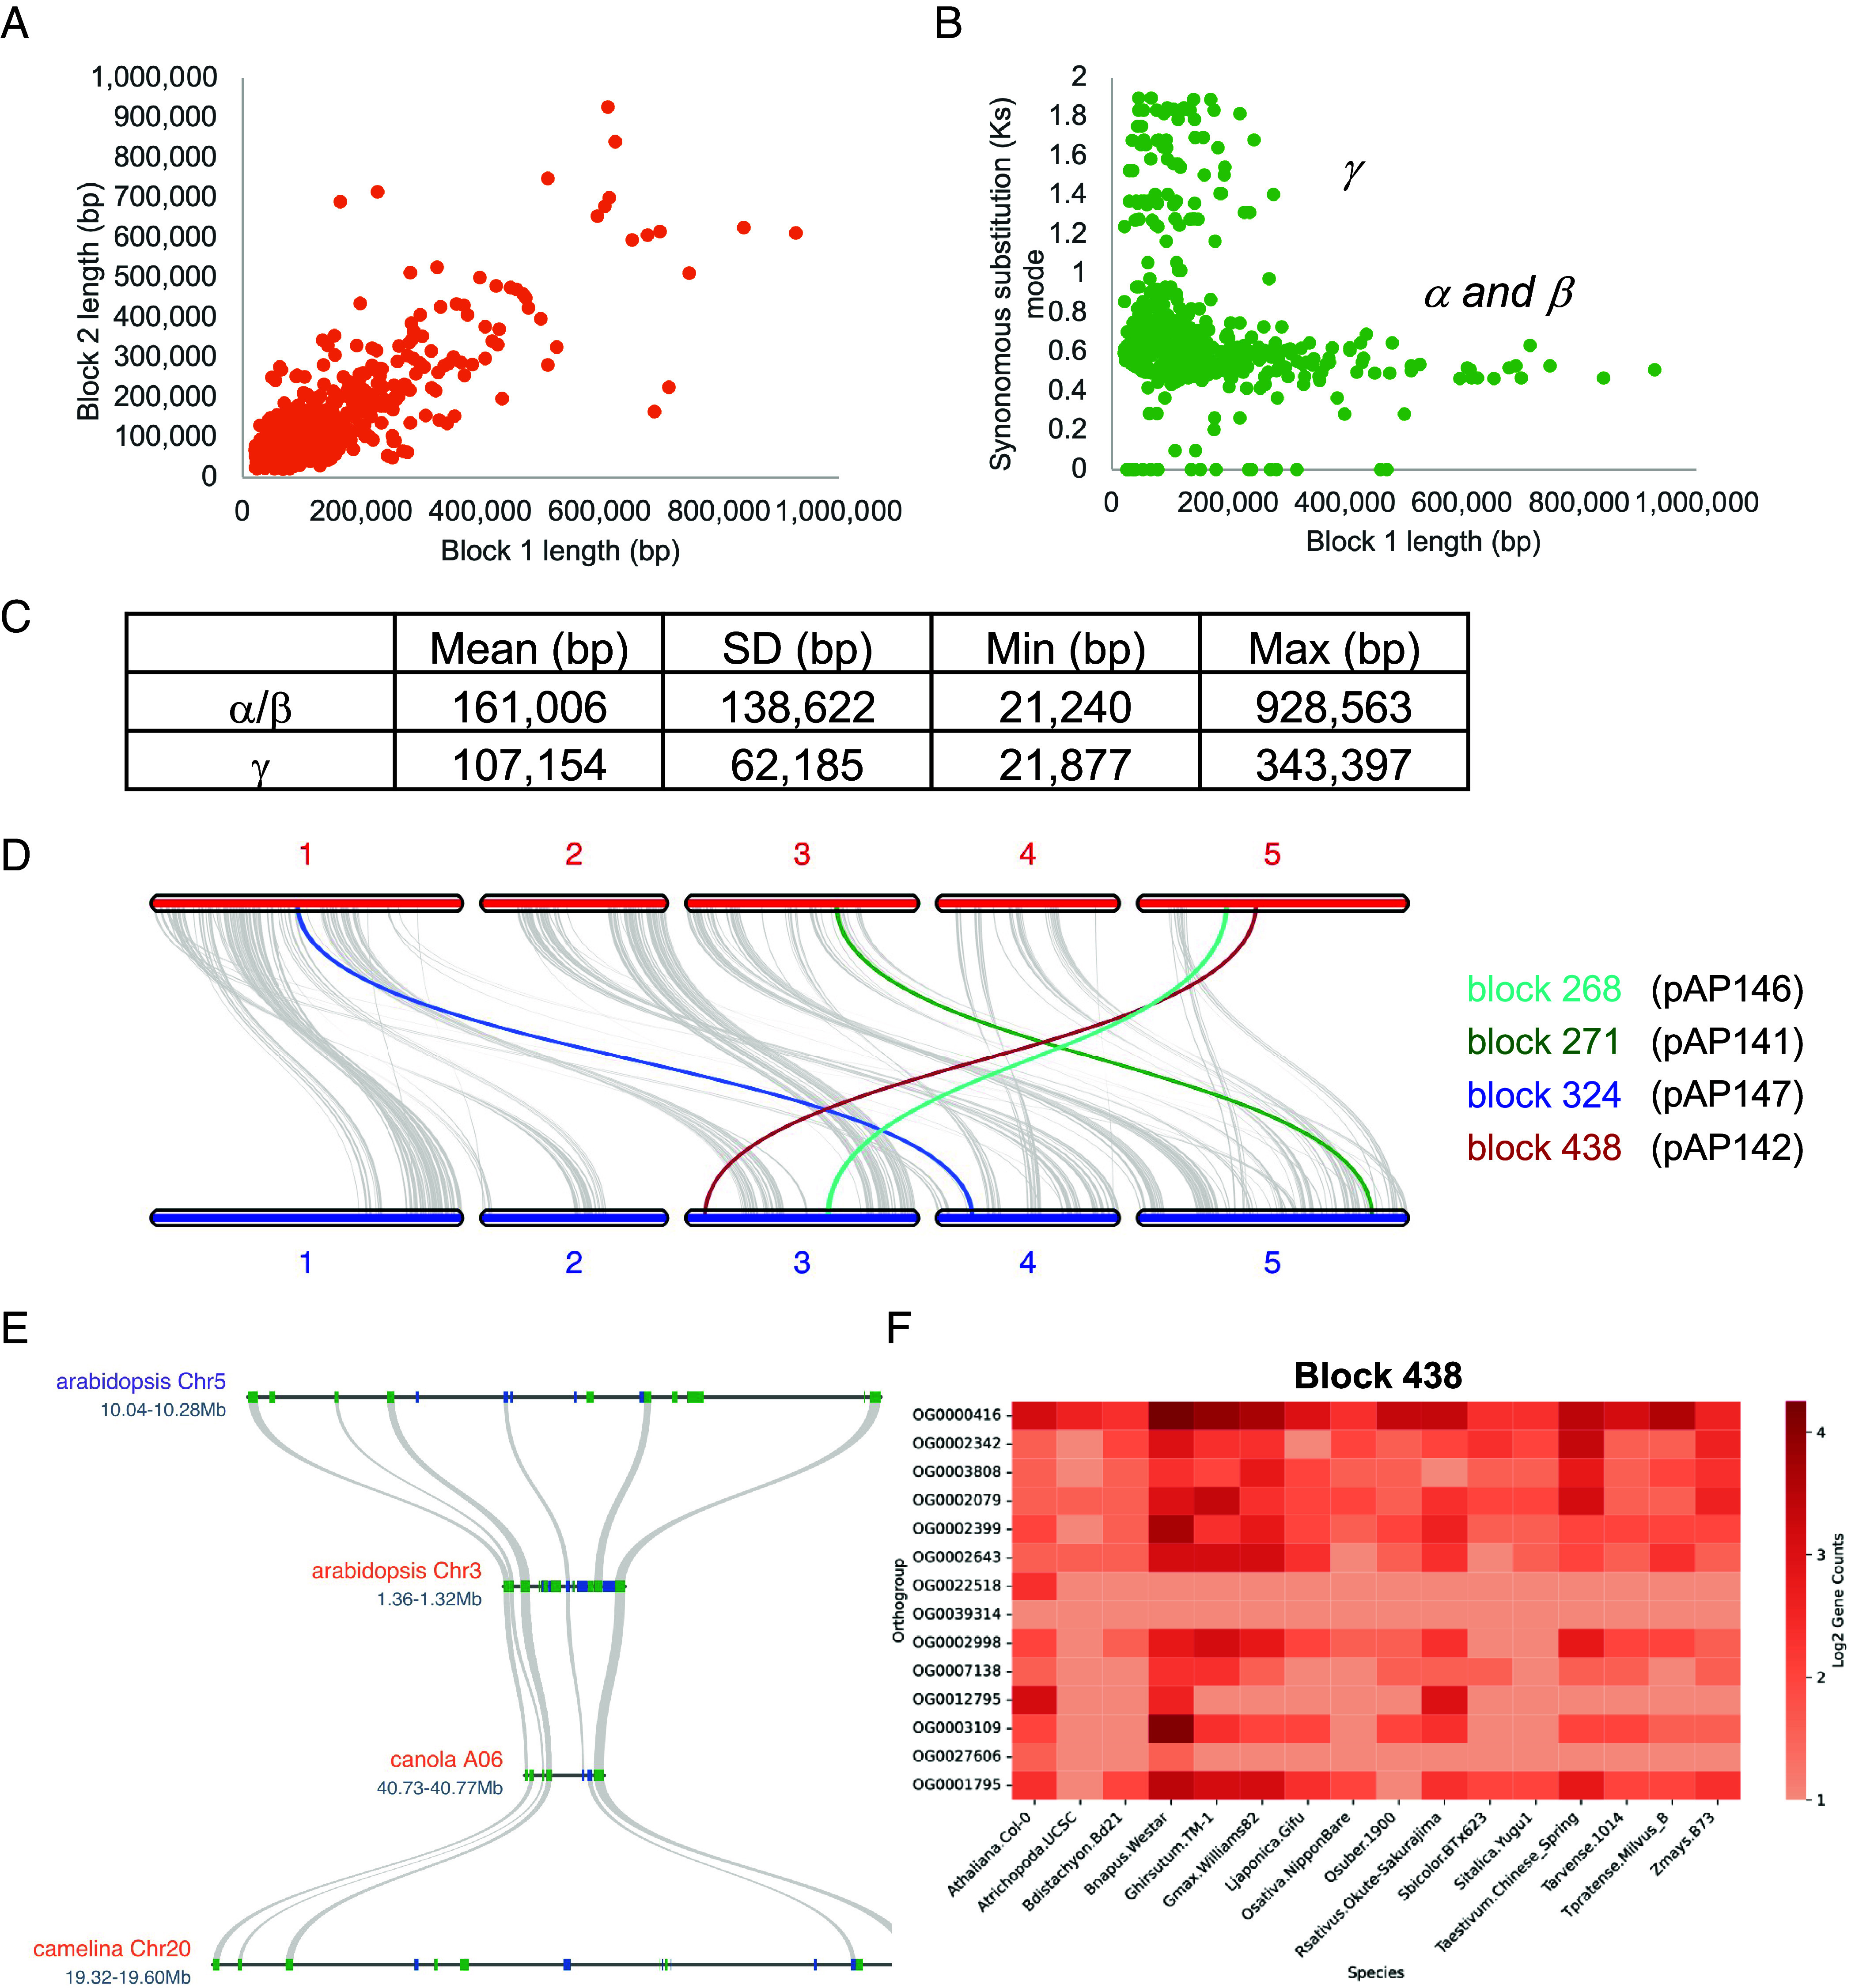
*Arabidopsis* syntenic blocks. (*A*) Scatterplot comparing syntenic block pairs across the *Arabidopsis* genome, which were defined as having at least five syntenic genes per 20 gene windows. (*B*) Synonymous substitution (Ks) rate was calculated for syntenic gene pairs and plotted as a function of block one length, which shows that blocks from the γ WGT are generally shorter since they are older than the α/β WGDs. The Ks mode was used to calculate duplication age. The age was then used to infer the polyploidy event from which the syntenic block arose. (*C*) Comparison of the syntenic block length between the γ WGT and α/β WGDs. (*D*) The four syntenic blocks across the *Arabidopsis* genome. Block 324 (blue ribbon), block 268 (cyan ribbon), block 271 (green ribbon), and block 438 (red ribbon); all syntenic blocks (gray ribbons). The constructs that were created to target each block are indicated in parentheses. (*E*) Comparison of block 438 with its pair (215) as well as one syntenic region in canola and camelina. (*F*) Heatmap representing the log-transformed (log_2_(count + 1)) gene counts across orthogroups (rows) and species (columns) for block 438. The color gradient indicates gene counts, where darker colors represent higher gene counts and lighter colors represent lower gene counts. Only orthogroups specific to the block were included.

While our initial analysis focused on genes retained within syntenic blocks, we recognized that not all duplicated genes remain associated with identifiable blocks. Extensive genome fractionation can disrupt the collinearity between homeologous regions, obscuring their syntenic relationships. Additionally, some genes may have been retained through tandem duplication or other duplication mechanisms (7). We analyzed orthogroups, gene families constructed across a panel of high-quality plant genomes, to capture this broader landscape of gene retention and potential redundancy. This approach allowed us to identify additional paralogues related to the genes within our deleted regions. Remarkably, some genes from the targeted blocks belong to orthogroups with over 40 members (Fig. 1*F* and *SI Appendix*, Figs. S1 and S2). These patterns of gene copy expansion in *Arabidopsis* were often mirrored across the broader plant genome panel, suggesting conserved evolutionary pressures on gene family expansion (Fig. 1*F* and *SI Appendix*, Figs. S1 and S2). The four syntenic regions selected for deletion, along with the number of genes and transposable elements (TEs) they contain, are summarized in Table 1. Detailed annotations, including gene functions, TE descriptions, and orthogroup membership, are provided in Dataset S2. Based on synteny and orthogroup analyses, we further categorized the genes in each deleted region as single-copy, syntenic paralogues, or members of multigene orthogroups (*SI Appendix*, Table S1). The majority of genes within these blocks possess at least one paralogue, either through synteny, tandem duplication, or orthogroup association, indicating that these regions may contain functionally redundant or dosage-sensitive genes. Their deletion offers a direct means to study the regulatory and phenotypic effects of removing retained duplicates, including potential gene dosage compensation, in which paralogues of deleted genes exhibit higher gene expression levels to mitigate effects resulting from deletions of duplicates.

**Table 1.** Deleted syntenic blocks

#	Block (#)	Chr (#)	Start (bp)	Stop (bp)	Length (bp)	Genes (#)	Tandem duplicates (#)	Lethal genes (#)	TEs/other annotations (#)	Syntenic genes (#)
1	271	3	16,628,704	16,753,190	124,486	27	19	0	8	7
1	488	5	24,228,178	24,282,157	53,979	15	5	2	1	7
2	438	5	10,030,493	10,281,880	251,387	16	3	0	34	7
2	215	3	1,318,096	1,367,508	49,412	17	0	3	0	7
3	268	3	14,954,587	15,645,446	690,859	60	6	0	112	11
3	425	5	7,002,453	7,166,904	164,451	29	2	4	10	11
4	324	4	6,415,287	6,567,629	152,342	32	14	0	4	12
4	66	1	11,858,251	12,073,833	215,582	46	13	2	12	12

Deleted syntenic blocks and their corresponding pairs. The first block in each of the four pairs was targeted for deletion. For blocks 271, 268, 438, and 324, the “Genes” column represents the number of genes deleted, and the “Genes” column for the corresponding block pairs represents the homeologous region of the deletion interval. The number of syntenic genes (CoGe) in each full block within a pair is equal since these syntenic paralogues define the regions of the paired blocks.

### Targeted Deletions of Four Large Syntenic Regions.

We employed the SaCas9 system to generate large deletions, designing two gRNAs flanking each targeted syntenic region (Fig. 2*A*). Deletion events were identified using PCR primers located outside the gRNA target sites, combined with assays to detect the presence or absence of left and right junctions and the wild-type (wt) allele, allowing us to screen for homozygous deletion lines. The efficiency of each gRNA pair was confirmed by amplifying the targeted junctions and validating gRNA activity through Sanger sequencing (*SI Appendix*, Figs. S3 and S4). We targeted four retained duplicated regions derived from ancient WGD events. Each region was selected based on size, gene content, and the absence of known or predicted lethal genes (Table 1 and Dataset S2). The targeted deletions included 1) Block 271 (pAP141): ~115 kb, containing 27 genes and 8 TEs; 2) Block 324 (pAP147): ~151 kb, with 32 genes and 4 TE/other elements; 3) Block 438 (pAP142): ~250 kb, comprising 16 genes and 34 TE/other elements; and 4) Block 268 (pAP146): ~684 kb, harboring 60 genes and 112 TE/other elements. 

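The stretch of genome lost from each line can be placed on the TAIR10.1 assembly from the spacers of its gRNA pair, taking a break 3 bases from each PAM. In pAP141 the spacers GGAGTTTCAACTCCGGTGTTA (PAM ATGGGT) and GGTAAGCTTGTCCGAGCTATG (PAM GTGGGT) lie on chromosome 3 and the breaks fall at 16632574 and 16747539, 115.0 kb apart. The left break lies in a coding exon of AT3G45330, a lectin receptor kinase gene, and leaves 6.6% of its coding bases, and the right break lies in a coding exon of AT3G45620 and leaves 24.0%, in each case the 3' end. The other 25 of the 27 genes listed for pAP141 in Dataset S2 lie wholly between the breaks. In pAP142 the spacers GAAGAGTCTCTCGTTTGTGCG (PAM GAGGGT) and GCTGATGGAGTATACCGATGT (PAM TCGGGT) place the breaks on chromosome 5 at 10029567 and 10279385, 249.8 kb apart, and 15 of the 16 listed genes lie between them. The left break falls between genes, 65 bases from DES1 (AT5G28030), a cysteine desulfhydrase gene. The right break falls in a coding exon of NEK3 (AT5G28290), a gene for a NIMA-related kinase, and leaves the 5' end with 70.4% of its coding bases. In pAP146 the spacers GCGATGAGAAACCTTCATCTA (PAM CAGGGT) and GAAGGCATAGTTGTCCCATAT (PAM TTGGGT) place the breaks on chromosome 3 at 14955298 and 15639167, 683.9 kb apart, around 59 of the 60 listed genes. The left break falls in a coding exon of AT3G42880 (PRK3), a receptor kinase gene, and leaves the 5' end with 37.4% of its coding bases. The pAP147 line was not analysed here.

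**Figure D1:**
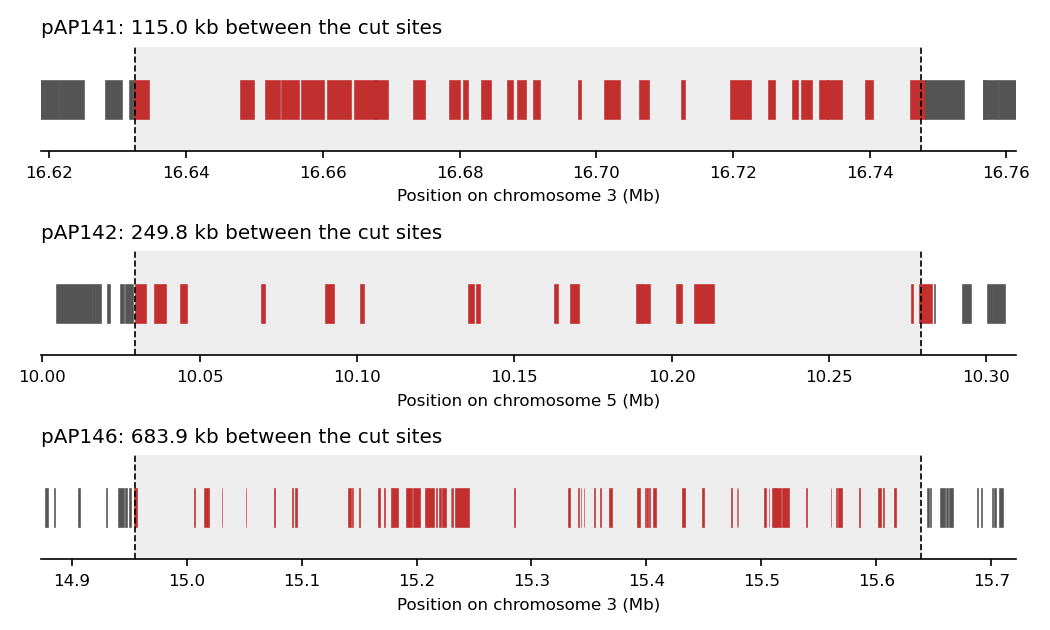
Map of the 3 intervals, with position on the chromosome in TAIR10.1 on the x axis and the genes of Dataset S2 drawn at their annotated places. The breaks placed from the spacers enclose 25 of 27, 15 of 16 and 59 of 60 listed genes.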

Most genes within these regions have no previously characterized phenotypes (Dataset S2), making them ideal candidates for exploring the functional consequences of deleting retained duplicated genomic segments.

**Fig. 2.**
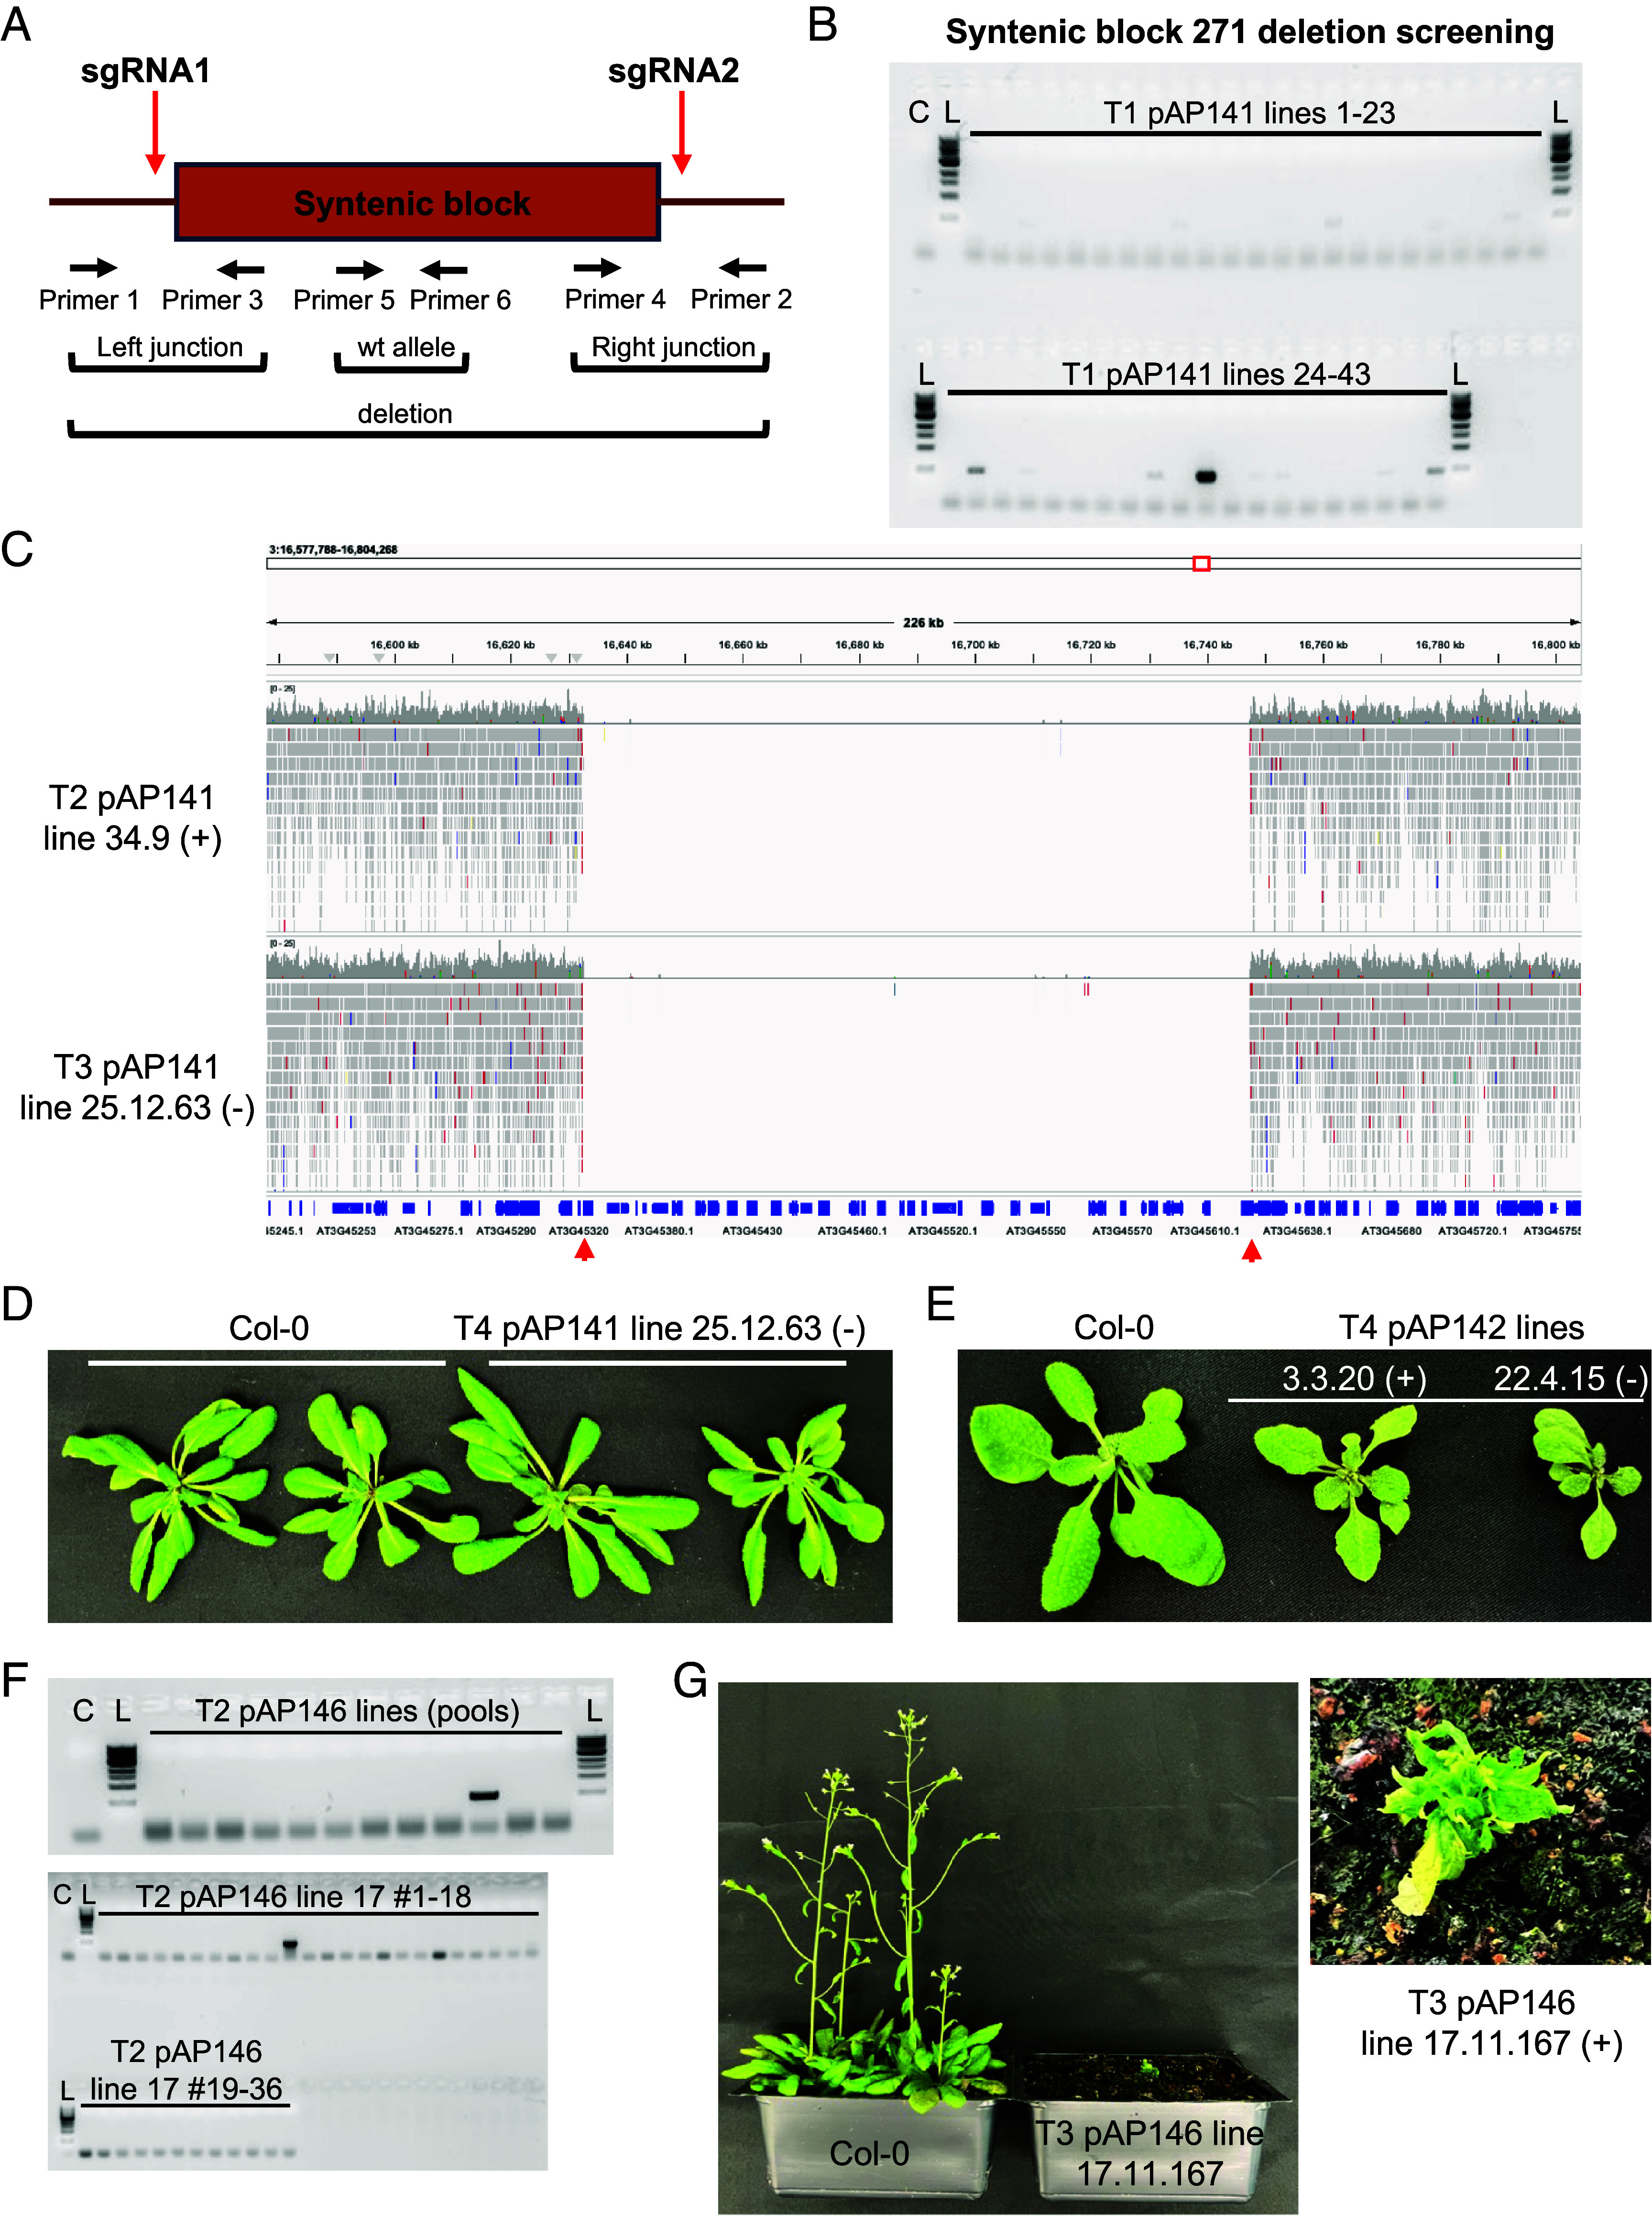
Deletion screening and characterization of deletion lines. (*A*) Schematic depicting the screening process to identify large deletions. Primers flanking gRNA sites were designed to detect whether a small PCR product can be obtained, signifying the presence of a deletion (deletion PCR, primers 1 + 2). Primers were also designed to amplify left and right junctions (primers 1 + 3 and 4 + 2, respectively), as well as to detect whether a wt allele is present in a sample (primers 5 + 6). (*B*) Gel displaying results from deletion PCR screening of 43 T1 pAP141 (construct targeting syntenic block 271) samples. C = Col-0, L = ladder. (*C*) Screenshot from the Integrative Genomics Viewer (IGV) showing whole-genome sequencing read alignments within syntenic block 271. Tracks from T2 and T3 samples are displayed. Red arrows represent designed gRNA spacers. (*D*) Two representative plants from Col-0 and a syntenic block 271 deletion line. (*E*) One representative Col-0 plant and plants from two independent syntenic block 438 deletion lines are displayed. (*F*) *Top* panel displays pooled screening of 12 pools of T2 pAP146 (construct targeting syntenic block 268) samples. The *Bottom* panel shows deletion PCRs of 36 individual plants from the positive pool. C = Col-0, L = ladder. (*G*) The first panel shows a comparison of Col-0 plants and a T3 homozygous line. The second panel shows a close-up view of a block 268 deletion line. “+” indicates samples containing the T-DNA, and “−” indicates null segregants.

In pAP141, initial screening of T1 plants identified a single deletion-positive line (line 34), verified by PCR and Sanger sequencing (Fig. 2*B* and *SI Appendix*, Fig. S5*A*). All T2 progeny from line 34 and progeny from an independent line (line 25) were homozygous for the deletion, with no amplification of wild-type junctions (Table 2 and *SI Appendix*, Fig. S5*B*). Whole-genome sequencing of these samples confirmed deletion integrity and specificity (Fig. 2*C* and *SI Appendix*, Fig. S6 *A* and *B*). Phenotypically, these lines were indistinguishable from Col-0 under laboratory conditions (Fig. 2*D* and *SI Appendix*, Fig. S6*C*), suggesting functional redundancy or tissue-specific phenotypic effects. In pAP147 lines targeting a ~151 kb deletion, several T2 plants showed deletion bands (*SI Appendix*, Fig. S7*A*). However, no homozygous plants were recovered from screening over 290 T3 individuals (*SI Appendix*, Fig. S7 *B* and *C*), despite confirmation of heterozygous deletions via Sanger sequencing and whole-genome analysis (*SI Appendix*, Figs. S7*D* and S8). The absence of homozygous samples suggests that essential gene(s) may reside within this region or that cumulative gene loss is lethal. For pAP142, seven of eight T2 pools (*Materials and Methods*) contained deletion-positive plants, and homozygous deletion lines were confirmed through PCR, Sanger sequencing, and whole-genome sequencing (*SI Appendix*, Figs. S9 and S10 *A* and *B*). Cas9-null segregants retained the deletion, indicating stable transmission. These lines displayed distinct phenotypes, including reduced size, serrated leaves, and pale green coloration, but were viable and fertile (Fig. 2*E* and *SI Appendix*, Fig. S10*C*). The observed phenotype was consistent with previously reported phenotypes (Dataset S2) for a mutant of a ribosomal gene (AT5G28060) (28, 29). Screening of 12 pooled T2 populations in pAP146 yielded one plant with the full ~684 kb deletion. PCR and sequencing confirmed junctions at expected gRNA sites (Fig. 2*F* and *SI Appendix*, Figs. S11 and S12*A*). Homozygous deletion plants exhibited severe developmental defects and sterility (Fig. 2*G* and *SI Appendix*, Fig. S12*B*). Despite the large gene loss, plants were viable under controlled conditions, with several observed traits matching known mutant phenotypes (e.g., AT3G42880, AT3G43210, AT3G43240) (Dataset S2).

**Table 2.** Deletion frequencies

Syntenic block	T2 line	Total plants screened	Number of plants with deletion
271	Line 25	34	6
271	Line 34	18	18
324	Line 1	44	1
324	Line 6	80	2
324	Line 17	77	4
438	Line 3	24	5
438	Line 13	14	2
438	Line 22	24	1
268	Line 17	36	1

Deletion frequencies of targeted syntenic blocks. The samples in this table [with the exception of line 34 (block 271) and line 17 (block 268)] represent single insertion lines. Lines targeting blocks 438 and 268 were initially screened in pools in the T2 generation. Individual plants from pools with deletion bands were subsequently screened to identify samples with deletions.

Off-target and phenotypic changes are potential consequences of our deletion strategy. We identified six potential off-target binding sites among the eight gRNAs used (*Materials and Methods* and Dataset S3). No evidence of editing was observed at these sites (*SI Appendix*, Figs. S13 and S14), supporting the specificity of SaCas9. Genome-wide variant analysis revealed minimal divergence from Col-0, except for pAP142 lines, potentially due to differences among Col-0 sublines or T-DNA transformation effects (*SI Appendix*, Fig. S15). Phenotypic assays, including hypocotyl length and flowering time, showed no significant differences for pAP141, pAP142, pAP146 (heterozygous), or pAP147 (heterozygous) lines compared to Col-0 controls (*SI Appendix*, Figs. S16 and S17). These results are consistent with the visual phenotypes observed in each line and suggest that dosage compensation or redundant gene activity may buffer major developmental impacts under standard growth conditions. Collectively, these results demonstrate that large, retained duplicated regions can be precisely and heritably deleted using SaCas9 in *Arabidopsis*. While some deletions show limited phenotypic impact, others result in visible developmental changes or lethality, highlighting the value of this approach for dissecting the functional consequences of ancient polyploidy events.

### RNA-seq Reveals Dosage Effects Resulting from the Deletion of Retained Duplicated Regions.

Differences in gene copy number and ploidy level may lead to dosage compensation and balanced expression levels (30–33). For example, certain paralogous genes can be silenced following WGD events to ensure expression levels remain at preduplication levels. Alternatively, it is also possible that retained paralogues may upregulate expression to compensate for mutated or deleted genes. In order to maintain balanced stoichiometric ratios, changes in expression of proteins and subunits in complexes may be coordinated following WGD. We performed bulk RNA-sequencing (RNA-seq) to investigate the transcriptional consequences of large-scale deletions in retained duplicated regions. We hypothesized that such deletions could influence global gene expression by either 1) altering the expression of paralogous genes to compensate for dosage loss or 2) perturbing regulatory networks connected to the deleted genes. 

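Seedlings of Col-0 and of the pAP141 and pAP142 deletion lines were grown on plates for about 2 weeks and collected in the evening (t1) or in the morning (t2), and each RNA sample was a pool of seedlings. At t1 there were 4 samples of Col-0, 4 of pAP141 and 3 of pAP142, and at t2 there were 3 of Col-0, 2 of pAP141 and 3 of pAP142, 19 samples in all. Stranded libraries of poly(A) RNA were sequenced, and the authors quantified each against the Araport11 primary transcriptome with salmon. The deposited tables give an estimated read count and a TPM value for the coding sequence of each gene, with 1 transcript per gene. The estimated counts summed to 31147052 to 41121275 (median 34486630) per sample in Col-0 t1, 32577444 to 42014069 (median 38520200) in Col-0 t2 and 35819444 to 41852467 (median 38573208) in pAP141 t1. They summed to 34201256 and 36945067 in pAP141 t2, 38445665 to 43851997 (median 41580047) in pAP142 t1 and 32601168 to 39193948 (median 35166895) in pAP142 t2. From there, the counts of the 19 samples were fitted together in edgeR, with TMM normalization and a quasi-likelihood test for each of the 21356 genes that passed its filter on low counts. Fold changes compare a deletion line with Col-0 at the same time point, and a gene was called differentially expressed (DEG) at an adjusted p under 0.05 (Benjamini-Hochberg). Expression levels are given in TPM as the authors' tables list them. Totals over several genes were compared by 2-sided exact permutation tests. Samples were grouped by genotype and time point alone, because samples of the same number in different groups were no more alike than others (mean correlation of residuals 0.0212 across the 41 pairs of samples with the same number, and -0.0081 across the other 108).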

We conducted bulk RNA-seq of pAP141 and pAP142 deletion lines, at two different time points in the morning and evening (*Materials and Methods*), in order to see whether time of day (TOD) impacted our ability to understand compensation in the deleted lines since greater than 90% of genes in *Arabidopsis* display peak expression a specific TOD (34). We also conducted RNA-seq of additional pAP142 plants that were sampled at a single time point and grown in different conditions (soil vs. plates) relative to the TOD samples (*Materials and Methods*). Additionally, we generated RNA-seq data for pAP146 wild-type, sibling controls, heterozygous, and homozygous deletion lines at a single time point to evaluate transcriptional effects across genotypes within this larger deletion background.

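In the pAP146 experiment, leaves of individual plants were collected from Col-0 (4 plants), wild-type sibling controls (4) and heterozygous plants (3) after about 2 weeks, whereas for homozygous plants, whose development was delayed, whole seedlings were collected (4 samples). Genotype and tissue therefore change together in every comparison with the homozygous line. Quantification by the authors was as for the time-of-day samples, with estimated counts that summed to 31635140 to 38219053 (median 36633228) per sample in Col-0 and 32231163 to 40016727 (median 36336075) in siblings. They summed to 29810962 to 41867004 (median 34840757) in heterozygous plants and 26640541 to 34771673 (median 32954094) in homozygous seedlings. The 15 samples were fitted together in edgeR, apart from the time-of-day samples, and 20833 genes passed the filter on low counts. Sibling controls served as the wild type for the main comparisons, and Col-0 was used beside them. Samples of the same number were again no more alike than others (mean correlation of residuals -0.0319 over 21 pairs), so no pairing was used. On the first principal component, which held 73.3% of the variance, the 4 homozygous samples lay apart from the 11 leaf samples.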

Paralogous genes may retain ancestral functions or diverge through subfunctionalization or neofunctionalization (8–10). When a paralogue maintains the original or a related function, it can serve as a compensatory mechanism, preserving gene activity or expression in the absence of its counterpart and thereby buffering functional loss. Therefore, we examined whether deletion of a retained duplicate gene results in transcriptional dosage compensation by its paralogue. We explored both gene family analysis (orthogroups/paralogue groups) and synteny methods of identifying paralogues for our deleted genes. For each method, we identified paralogous gene groups and evaluated the expression of retained paralogues of deleted genes to assess whether wt expression levels were maintained through compensatory transcriptional regulation. 

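In the pAP141 and pAP142 lines, the genes expressed from the deleted regions in Col-0 were lost almost completely. TET3 (AT3G45600), which encodes a tetraspanin, stood at 32.5 ± 1.66 TPM (SD, n = 4) in Col-0 t1 and had no count in any of the 4 pAP141 t1 samples. At the limit that a count of 0 allows, 3 counts in each sample or up to 0.0646 TPM, this is at least 503-fold lower. No count was found in pAP141 t1 either for AT3G45443 (14.4 TPM in Col-0 t1), AT3G45620 (10.6 TPM), the tRNA splicing endonuclease gene SEN1 (4.46 TPM) or the transcription factor gene DOF6 (3.61 TPM). In pAP142 t1, AT5G28060 (ES24Y), which encodes the ribosomal protein S24, fell from 681 ± 38.5 TPM (SD, n = 4) to 0.115 ± 0.0999 TPM (SD, n = 3), with no more than 3 counts in any sample. AT5G28050, a gene for a cytidine/deoxycytidylate deaminase family protein, fell from 93.0 TPM to no count, at least 1542-fold, and AT5G28150, AT5G28220, WNK9 and DES1 had no count either. Limits of this kind cover counting error only.

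Summed over the 27 listed genes, expression was 0.00513 ± 0.0103 TPM (SD, n = 4) in pAP141 t1 and 73.8 ± 0.984 TPM (SD, n = 4) in Col-0 t1 (2-sided exact permutation test, p = 0.0286, the smallest p this design allows). At t2 the sums were 0.00412 ± 0.00583 TPM (SD, n = 2) and 66.4 ± 5.08 TPM (SD, n = 3) (exact permutation test, p = 0.1, the smallest possible). Over the 16 genes listed for pAP142, the sum was 10.2 ± 1.59 TPM (SD, n = 3) in pAP142 t1 and 819.9 ± 43.3 TPM (SD, n = 4) in Col-0 t1 (exact permutation test, p = 0.0286, the smallest possible), and 8.35 ± 0.274 TPM (SD, n = 3) and 851 ± 48.6 TPM (SD, n = 3) at t2 (exact permutation test, p = 0.1, the smallest possible). Nearly all of what remained in pAP142 came from NEK3 (AT5G28290), in which the right break of the deletion falls. NEK3 stood at 10.0 ± 1.63 TPM (SD, n = 3) in pAP142 t1 and 9.12 ± 1.41 TPM (SD, n = 4) in Col-0 t1, a log2 fold change of 0.18 (SE 0.119, adjusted p = 0.337) from edgeR. These values refer to the full coding sequence in both genotypes, whereas pAP142 keeps 70.4% of its bases. They therefore do not compare the part that remains with the same part in Col-0.

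**Figure D2:**
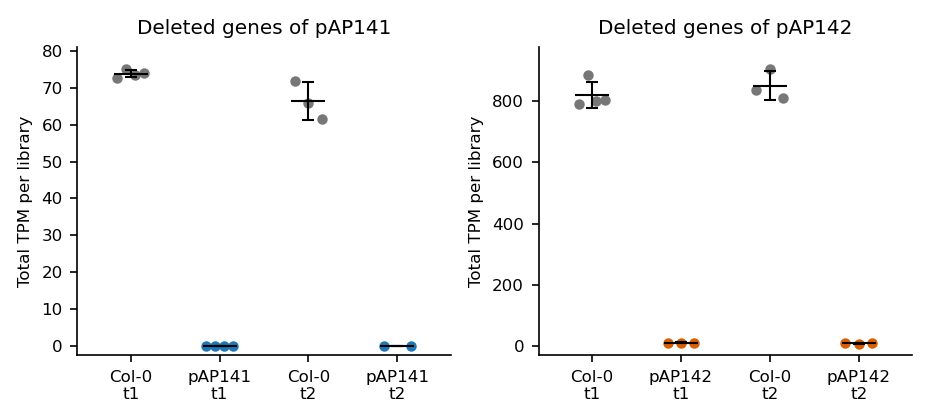
Total TPM of the listed deleted genes in each sample (y axis) of Col-0 and the deletion line at t1 and t2, for pAP141 on the left and pAP142 on the right, with points for samples and lines for the mean and SD. All samples of the deletion lines lie at or next to 0, below all Col-0 samples.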

For each of our sample sets, we measured total expression levels of genes within paralogue groups that were outside of deleted regions and genes within deleted regions in wt and mutant lines (Fig. 3*A* and *SI Appendix*, Figs. S18–S20). If there were dosage compensation in our lines, we expect the total expression of paralogue groups, when only considering genes outside deleted regions, to increase in the mutant populations to retain overall wt expression levels. However, we did not observe such changes in our pAP141 and pAP142 lines when compared to Col-0 across the two collected timepoints. 

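The retained syntenic paralogues of the deleted genes were not higher as a group in pAP141 than in Col-0. Dataset S2 lists 6 of them for pAP141, and TMO6 (AT5G60200), which encodes a Dof-type transcription factor and is the paralogue of DOF6, gave 58.8% of their total over the samples of both genotypes at t1. Their total was 16.2 ± 2.46 TPM (SD, n = 4) in pAP141 t1 and 19.3 ± 2.00 TPM (SD, n = 4) in Col-0 t1 (2-sided exact permutation test, p = 0.0857), and 16.5 ± 6.33 TPM (SD, n = 2) against 20.4 ± 3.00 TPM (SD, n = 3) at t2 (exact permutation test, p = 0.4, smallest possible 0.1). The total at t1 was lower in pAP141 by an exact permutation test without pAP141 t1 replicate 3 (log2 ratio -0.32, p = 0.0286), without TMO6 (log2 ratio -0.47, p = 0.0286) and on the mean of log2(TPM + 1) over the paralogues (difference -0.17, p = 0.0286). Log2 ratios of TPM in pAP141 to Col-0 lay lower than TMM-normalized fold changes, by a median over genes of -0.17 on the log2 scale at t1 and -0.23 at t2, and on TMM-normalized counts the log2 ratio of the total at t1 was -0.21 (exact permutation test, p = 0.0571).

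In pAP142, the 8 listed paralogues summed to 727 ± 42.7 TPM (SD, n = 3) at t1, against 634 ± 32.3 TPM (SD, n = 4) in Col-0 (exact permutation test, p = 0.0571), and to 646 ± 39.2 TPM (SD, n = 3) against 641 ± 36.3 TPM (SD, n = 3) at t2 (exact permutation test, p = 0.7, smallest possible 0.1). AT3G04920 (ES24Z), the paralogue of the deleted ribosomal protein gene AT5G28060, made up 78.9% of the total over the samples of both genotypes at t1. Without it, the other 7 summed to less in pAP142 t1 than in Col-0 t1 (log2 ratio -0.19, exact permutation test, p = 0.0286). The log2 ratio of the whole total, 0.20 on TPM, was 0.028 on TMM-normalized counts (exact permutation test, p = 0.629), in which longer genes weigh more, and the mean of log2(TPM + 1) differed by -0.035, the other direction (exact permutation test, p = 0.543). Orthogroups wider than the syntenic pairs were not analysed here.

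**Figure D3:**
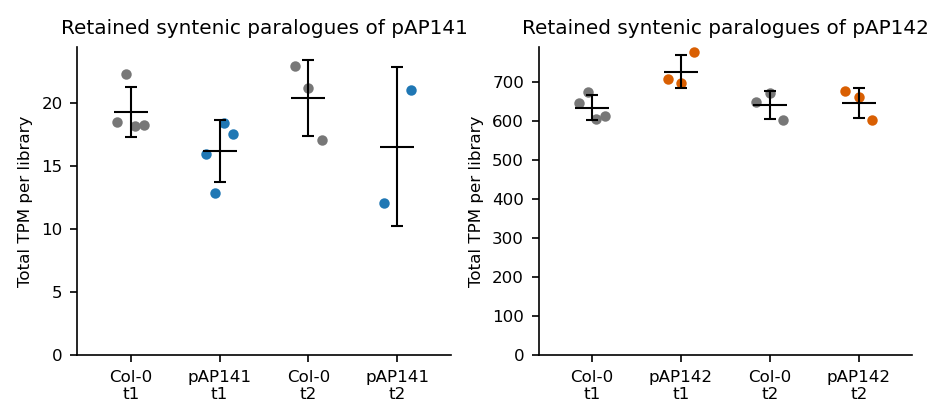
Total TPM of the retained syntenic paralogues in each sample (y axis) of Col-0 and the deletion line at t1 and t2, for pAP141 on the left and pAP142 on the right, with points for samples and lines for the mean and SD. The pAP142 t1 samples lie at 697 to 776 TPM and the Col-0 t1 samples at 604 to 674 TPM.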

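Taken one at a time, most retained syntenic paralogues of the deleted genes did not pass a test for a difference between deletion line and Col-0. In pAP141 t1, TMO6 stood at 10.1 ± 1.37 TPM (SD, n = 4) and 10.8 ± 1.61 TPM (SD, n = 4) in Col-0, a log2 fold change of 0.072 (SE 0.121, adjusted p = 0.760), while TET4, the paralogue of the tetraspanin gene TET3, was barely expressed at 0.0977 and 0.157 TPM. The lectin receptor kinase gene LecRK-I.9 had a log2 fold change of -0.37 (SE 0.155, adjusted p = 0.174) and the RING finger gene AT5G60250 one of -0.65 (SE 0.241, adjusted p = 0.147). None of the 5 paralogues tested, SEN2 being the fifth, passed in edgeR at t1 or at t2, with 2 and 0 at an unadjusted p under 0.05, and none passed in DESeq2. Without pAP141 t2 replicate 2, AT5G60250 passed at t2 (log2 fold change -1.23, adjusted p = 0.0410). This tests 1 sample with the spread taken from other groups. Without replicate 1 it had 0.18.

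In pAP142 t1, 3 of 7 tested passed. AT3G04920 was upregulated, and CYSD1 (AT3G04940), a cysteine synthase gene whose deleted partner is DES1, and WNK1 (AT3G04910), a kinase gene whose deleted partner is WNK9, were downregulated. CYSD1 was at 33.3 ± 1.01 TPM (SD, n = 3) and 41.7 ± 2.66 TPM (SD, n = 4) in Col-0, a log2 fold change of -0.28 (SE 0.0714, adjusted p = 0.0110). WNK1 was at 26.7 and 35.1 TPM, a log2 fold change of -0.35 (SE 0.101, adjusted p = 0.0231). NEK2, the partner of NEK3, had a log2 fold change of -0.22 (SE 0.104, adjusted p = 0.162). At t2 none of the 7 passed in edgeR or DESeq2, and none had an unadjusted p under 0.05. Some calls at t1 were lost with 1 sample left out. The log2 fold changes then stayed between -0.33 and -0.23 for CYSD1 and between -0.41 and -0.29 for WNK1. CYSD1 alone passed without Col-0 t1 replicate 1, 2 or 3 or pAP142 t1 replicate 3, and AT3G04920 alone without pAP142 t1 replicate 2, where CYSD1 had an adjusted p of 0.0694. WNK1 and CYSD1 passed without Col-0 t1 replicate 4 or pAP142 t1 replicate 1. WNK1 did not pass without Col-0 t1 replicate 1, 2 or 3 or pAP142 t1 replicate 2 or 3, adjusted p = 0.0525 to 0.119.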

Because group-level analysis may obfuscate important differences in individual genes, we also looked at differential expression in each syntenic paralogue of a deleted gene in Col-0 and deletion lines and found only one marginal case of a retained paralogue significantly increasing in expression in response to the deletion event (*SI Appendix*, Figs. S21–S23 and Datasets S2 and S4). A single ribosomal gene (AT3G04920, ES24Z) displayed increased expression in the pAP142 lines, where its paralogue (AT5G28060, ES24Y) was deleted. 

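AT3G04920 lies on chromosome 3 of TAIR10.1 from 1360837 to 1362449 and encodes the ribosomal protein S24e of the small subunit, as does the deleted AT5G28060. Its level was 595 ± 43.3 TPM (SD, n = 3) in pAP142 t1 and 484 ± 26.0 TPM (SD, n = 4) in Col-0 t1, and the lowest pAP142 sample, at 562 TPM, was above the highest Col-0 sample, at 513 TPM. The log2 fold change was 0.32 (SE 0.104, adjusted p = 0.0420) from edgeR, with an adjusted p of 0.0170 from DESeq2. Among the 212 genes for cytosolic ribosomal proteins measured beside it, its fold change ranked 97. Set against pAP141 t1, which keeps AT5G28060, AT3G04920 had a log2 fold change in pAP142 t1 of 0.044 (SE 0.104, adjusted p = 0.782 from edgeR), in a comparison where genes matched to the ribosomal ones in coding length and abundance had a median of -0.22. The call against Col-0 in edgeR was lost when 1 sample was left out, unless that sample was pAP142 t1 replicate 2. Without Col-0 t1 replicate 1, 2, 3 or 4 the log2 fold change was 0.35, 0.32, 0.30 or 0.30, with an adjusted p of 0.0509 to 0.0976. Without pAP142 t1 replicate 1 or 3 it was 0.29 each time, with an adjusted p of 0.110 or 0.143.

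**Figure D4:**
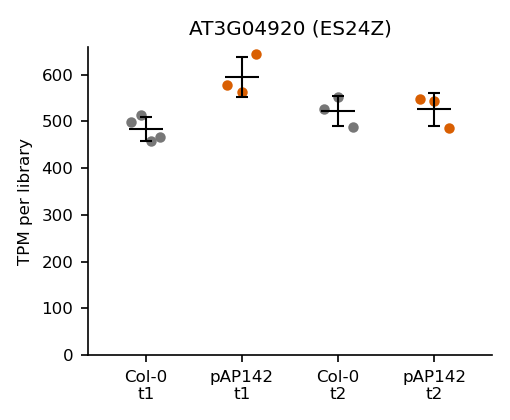
TPM of AT3G04920 in each sample (y axis) of Col-0 and pAP142 at t1 and t2, with points for samples and lines for the mean and SD. All 3 pAP142 t1 samples lie above all 4 Col-0 t1 samples, and at t2 the groups overlap.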

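In the morning samples the difference in AT3G04920 between pAP142 and Col-0 was smaller than its error. At t2 it stood at 526 ± 35.0 TPM (SD, n = 3) in pAP142 and 522 ± 32.0 TPM (SD, n = 3) in Col-0, a log2 fold change of 0.04 (SE 0.112, adjusted p = 0.869) from edgeR. Its fold changes at t1 and t2 differed by 0.28 on the log2 scale, which did not pass the test for an interaction of genotype and time point (SE 0.153, unadjusted p = 0.0870, adjusted p = 0.557 in edgeR). For the downregulated paralogues CYSD1 and WNK1, the differences between t1 and t2 were -0.25 (SE 0.104, adjusted p = 0.410) and -0.22 (SE 0.147, adjusted p = 0.645), and their log2 fold changes at t2 were -0.036 (SE 0.0761, adjusted p = 0.827) and -0.13 (SE 0.108, adjusted p = 0.524).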

Notably, this small but significant increase in expression of the paralogue was present in pAP142 time point 1 samples, which were grown on plates, and in the non-TOD pAP142 samples, which were grown in soil (*Materials and Methods*). However, we observed previously observed phenotypes associated with AT5G28060 mutants (28, 29), indicating that any increase in paralogue expression was not sufficient to compensate for the loss of this gene. These results indicate that paralogues of these deleted genes do not generally compensate for the loss of a paralogue via direct changes in expression.

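Among paralogues of the genes deleted in pAP141 and pAP142 log2 fold changes of either sign occurred, most of which did not pass. Those that passed, all in pAP142 t1, were 1 increase and 2 decreases of about the same size. In pAP141, 1 of the 5 paralogues tested had a positive log2 fold change at t1 (median -0.37, from -0.65 to 0.072) and 1 at t2 (median -0.32, from -0.41 to 0.17). In pAP142, 4 of 7 were positive at t1 (median 0.027, from -0.35 to 0.32) and 5 of 7 at t2 (median 0.04, from -0.13 to 0.17). For the 44 log2 fold changes that Dataset S2 reports for retained paralogues and that could be computed from the same samples, the largest difference between the paper's value and that from edgeR was 0.215, and no pair had opposite signs. With DESeq2 the largest difference was 6e-06. From the unchanged totals, the single increase in AT3G04920 and the phenotype that the pAP142 lines share with AT5G28060 mutants, the paper concludes that retained paralogues do not in general make up for a lost gene through their own expression.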

**Fig. 3.**
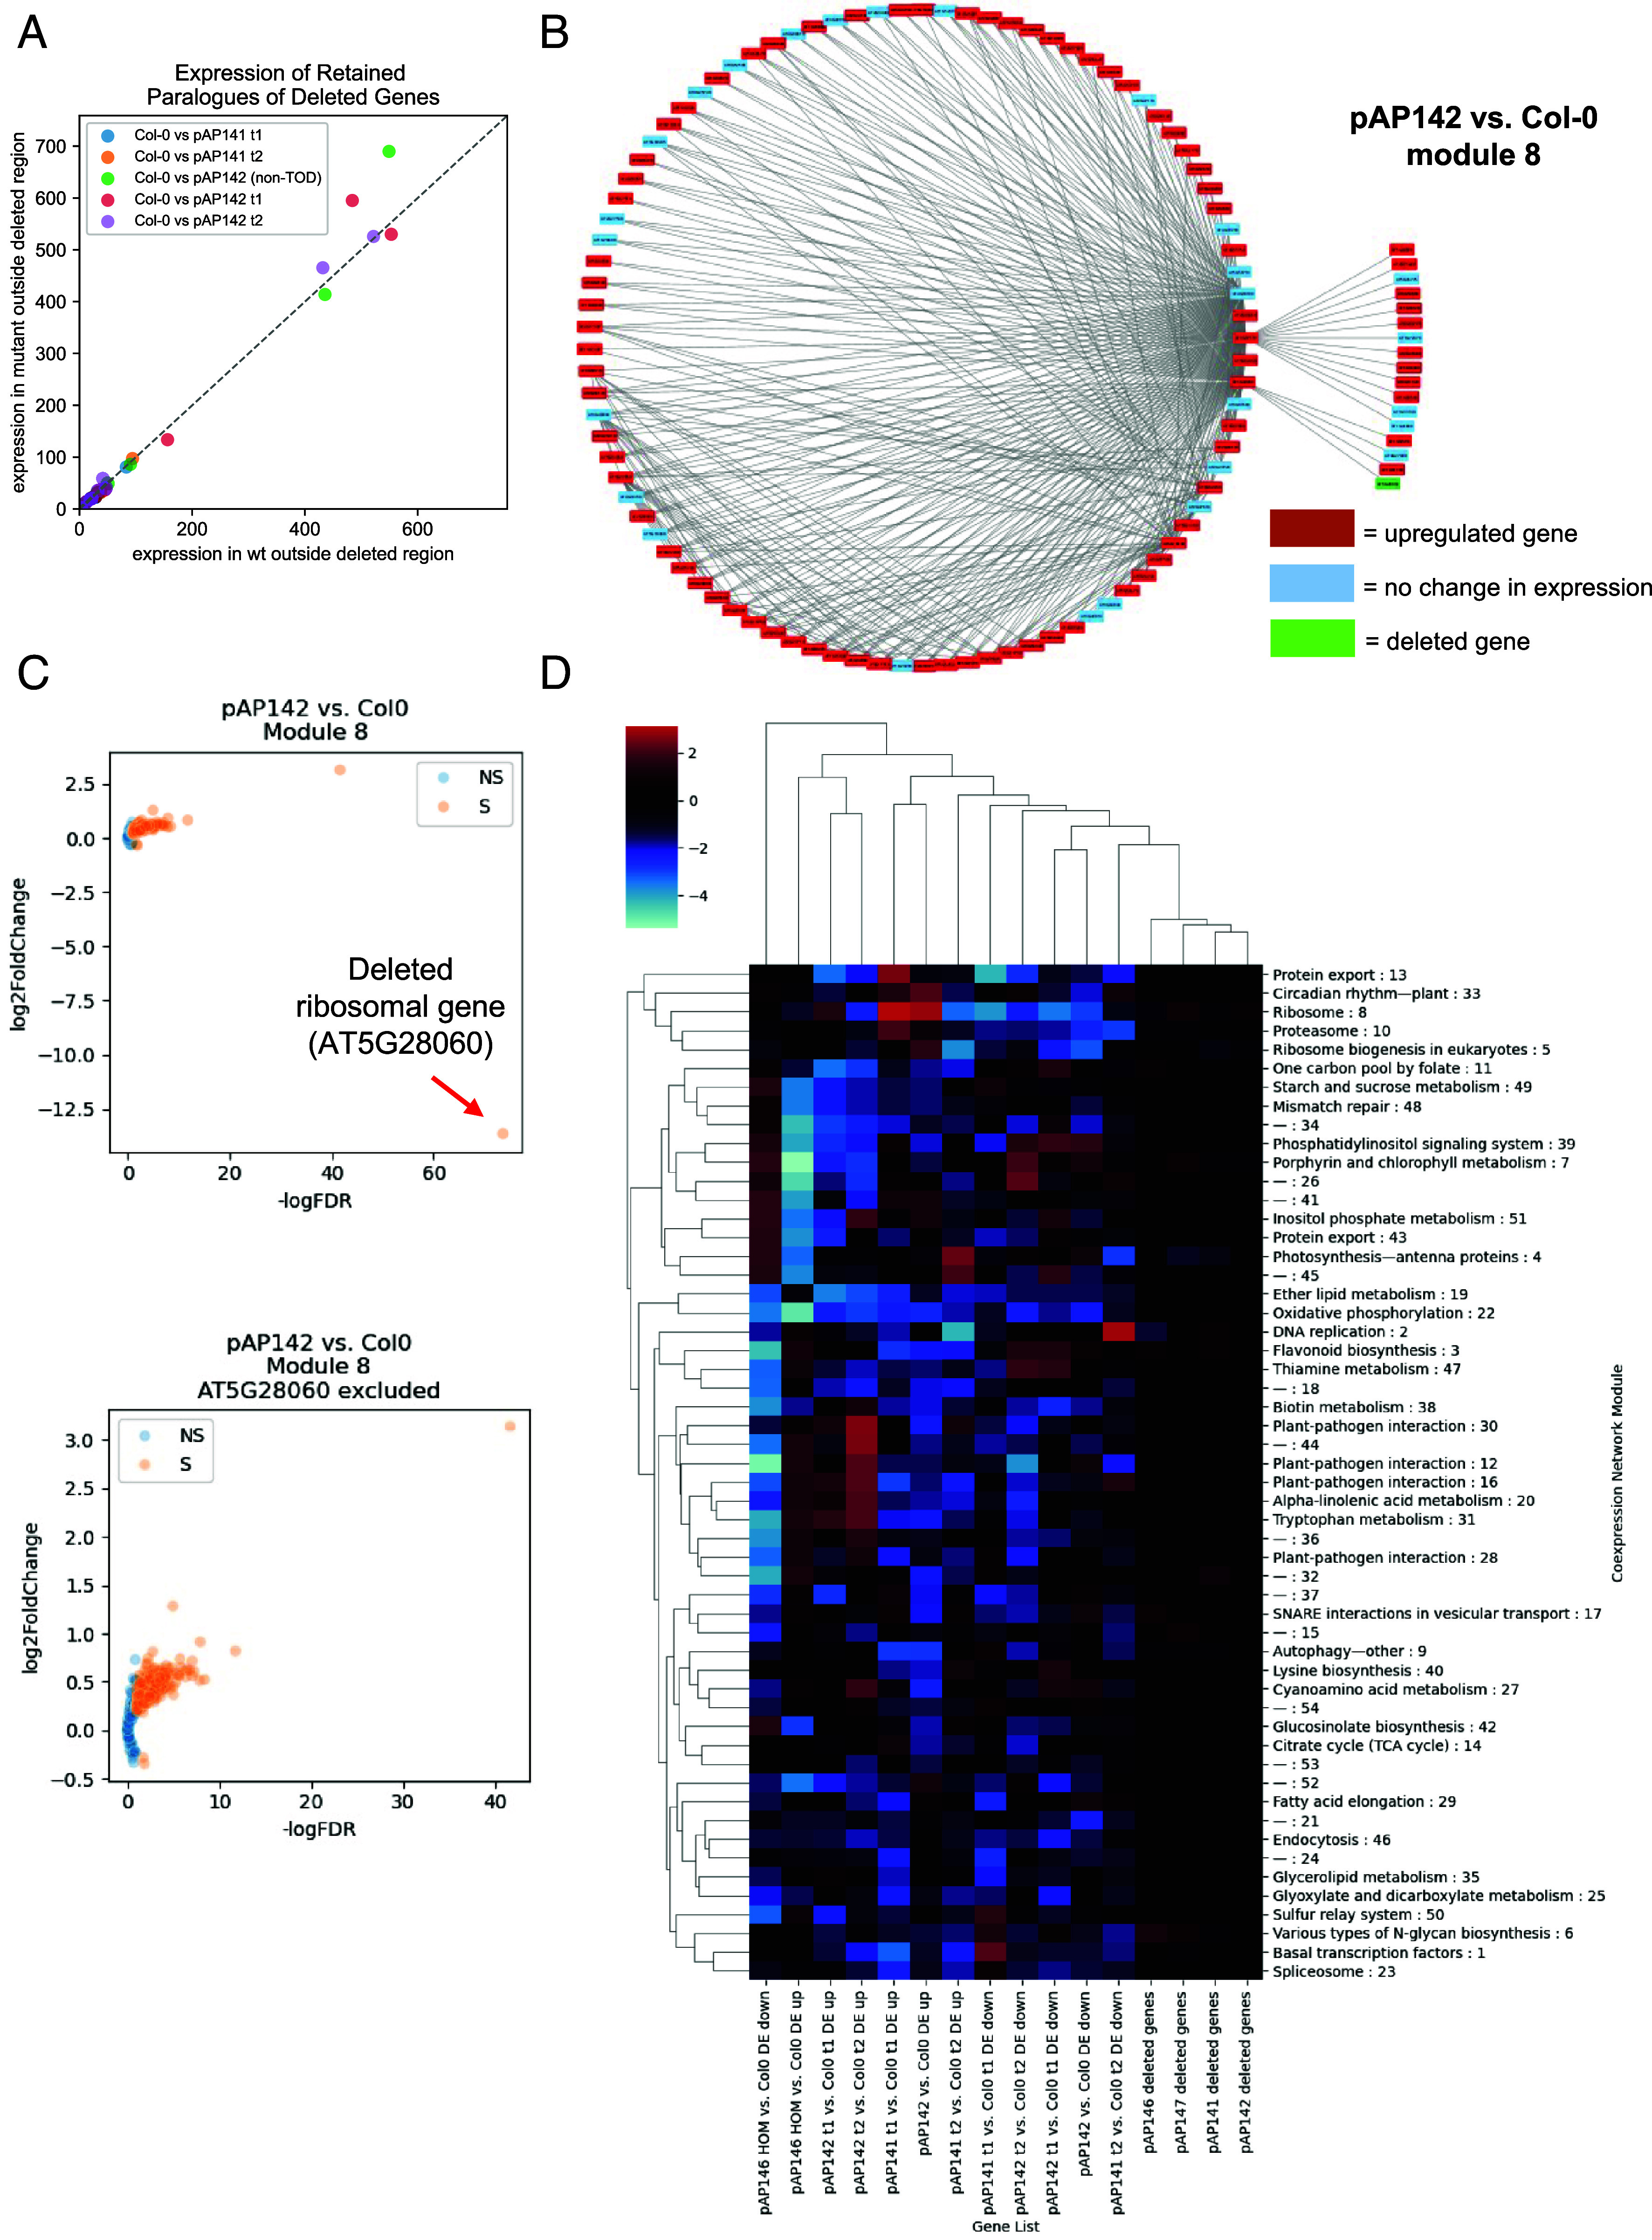
Investigation of compensation for deleted genes at the transcriptional level. (*A*) In Col-0 and the pAP141 and pAP142 deletion lines, total expression of the retained gene members of orthogroups affected by deletions shows that paralogues of deleted genes are generally not significantly affected. t1 = time point 1, t2 = time point 2. non-TOD refers to the separate set of pAP142 samples used for RNA-seq that were not part of the TOD experiment. (*B*) A network diagram representing a subset of module 8 from a large *Arabidopsis* coexpression analysis. Small network edges were filtered to a total network density of approximately 2.15 edges per gene. Any gene in the module that was left with no edges after this filtering was dropped from the visualization. This module contains a deleted ribosomal gene, AT5G28060, and is also strongly associated with our list of upregulated genes in that deletion line. (*C*, *Top*) A volcano plot showing significance of differential expression vs. change in expression for module 8 genes when comparing pAP142 deletion lines to Col-0. Module 8 genes are much more likely to be upregulated than we expect by chance. (*Bottom*) The same data as the *Top* panel, but with the deleted ribosomal gene, AT5G28060, removed to better visualize the other genes. (*D*) A heatmap representing associations between our gene lists of interest (deleted or DEGs) and coexpression network modules. The color reflects the log fold change between the observed intersection size of the module and gene list and the expected size assuming the two lists are independent.

We next explored pAP146 heterozygous and homozygous lines to determine whether there are any dosage compensation effects resulting from the deletion of this large region. The total expression of several orthogroups of genes outside the deleted region increases in the homozygous deletion line, suggesting the presence of possible compensation mechanisms (*SI Appendix*, Figs. S24 and S25). However, since homozygous lines display severe developmental phenotypes, it is difficult to interpret whether there is true dosage compensation or whether the differences in expression are a result of different developmental stages (*Materials and Methods*). 

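The 14 syntenic paralogues outside the deletion that Dataset S2 lists for pAP146 summed to more TPM in homozygous seedlings than in leaves of either control. The total was 181 ± 24.0 TPM (SD, n = 4) in the homozygous line, 134 ± 15.4 TPM (SD, n = 4) in siblings and 138 ± 12.5 TPM (SD, n = 4) in Col-0 (2-sided exact permutation tests, p = 0.0571 against each). JAZ12 (AT5G20900), which encodes a repressor of jasmonate signalling and is the partner of the deleted JAZ11, gave 63.4% of the total over homozygous and sibling samples and stood at 107 ± 12.3 TPM (SD, n = 4) in the homozygous line and 93.6 ± 11.3 TPM (SD, n = 4) in siblings. Without JAZ12, the other 13 summed to more in the homozygous line (log2 ratio 0.88 against siblings, exact permutation test, p = 0.0286, the smallest possible). Without homozygous replicate 1, the whole total lay higher with a log2 ratio of 0.52 to siblings and 0.48 to Col-0 (exact permutation tests, p = 0.0286 for each). Over the 15947 genes with at least 1 TPM in both groups, the median log2 ratio to siblings was 0.66, a shift of 0.74 relative to the TMM-normalized fold changes. On TMM-normalized counts the total of the paralogues had a log2 ratio of -0.15 to siblings and -0.19 to Col-0, the other direction (exact permutation tests, p = 0.143 for each).

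**Figure D5:**
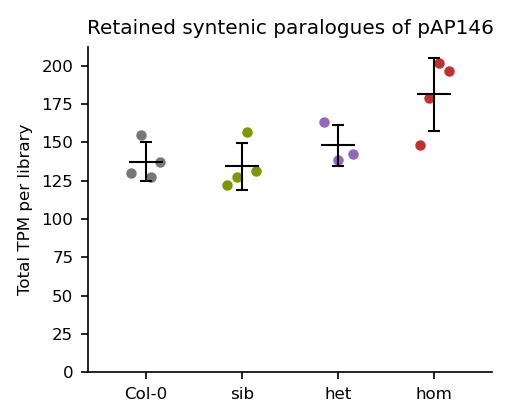
Total TPM of the 14 retained syntenic paralogues in each sample (y axis) of Col-0, siblings, heterozygous and homozygous pAP146, with points for samples and lines for the mean and SD. The homozygous samples have the highest mean on TPM, but on TMM-normalized counts their total lies below those of siblings and Col-0.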

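Homozygous pAP146 seedlings differed from sibling leaves in genes that mark organs and developmental state. Of 23 root markers, 22 were upregulated and 0 downregulated (22 and 0 when adjusted over the list alone). Their median log2 fold change was 7.71, or 4.42 when the 10 markers without a count in siblings are set at the limit of 3 counts per sample. The phosphate transporter gene PHT1;1 rose from 0.00813 ± 0.00552 TPM (SD, n = 4) to 26.1 ± 21.9 TPM (SD, n = 4), and SHR, a regulator of root patterning, had a log2 fold change of 1.04 (adjusted p = 1.38e-05). Of 15 genes of the shoot meristem and cell cycle, 11 were upregulated and 0 downregulated (11 and 0 when adjusted over the list alone), among them STM, which maintains the shoot meristem, at 5.15 and AUR1, an Aurora kinase gene, at 1.55. All 23 light-harvesting and Rubisco genes were downregulated (23 when adjusted over the list alone), with a median of -1.92, and RBCS1A, a small subunit of Rubisco, fell from 40546 to 18289.6 TPM. So were all 14 genes of chlorophyll biosynthesis (median -1.75) and all 25 for plastid ribosomal proteins (median -1.48), with the same numbers when adjusted over the list alone.

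Genes of salicylic acid and defence were higher, with 17 of 18 upregulated and none downregulated (18 and 0 when adjusted over the list alone). PAD4, a regulator of defence, rose from 2.60 ± 0.216 TPM (SD, n = 4) to 75.9 ± 41.2 TPM (SD, n = 4), and EDS16, a gene of salicylic acid synthesis, had a log2 fold change of 2.59 (adjusted p = 8.34e-06). This list stood apart in 1 library. Its mean centred log2 level was 3.17, 3.47 and 3.43 in homozygous replicates 1 to 3 and -0.51 in replicate 4, against -1.89 to -0.74 in siblings. All 12 genes of endoplasmic reticulum stress were upregulated (median 1.31), among them BIP3, a chaperone gene, at 6.48, and the level of this list was -0.057 in homozygous replicate 4 and 0.95 to 1.90 in the others. Of 11 genes of the cold and abscisic acid response, 7 were downregulated and none upregulated (7 and 0 when adjusted over the list alone), COR15B falling from 327 to 22.2 TPM. Of 12 glucosinolate genes, 10 were downregulated and 1 upregulated (10 and 1 when adjusted over the list alone). Each of these lists passed camera with a preset correlation of 0.01 and the rotation test fry, and none passed with an estimated correlation (adjusted p = 0.554 for each). On the TPM scale the medians were 3.97 for root markers, 1.97 for the meristem, -1.17 for light-harvesting, -1.01 for chlorophyll, -0.73 for plastid ribosomal proteins, 2.03 for endoplasmic reticulum stress, -1.20 for the cold response and -0.58 for glucosinolates. Of 210 genes for cytosolic ribosomal proteins, 136 were downregulated and 5 upregulated (median -0.40), and their median on TPM, 0.36, lay below the 0.66 of all genes with at least 1 TPM in both groups.

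**Figure D6:**
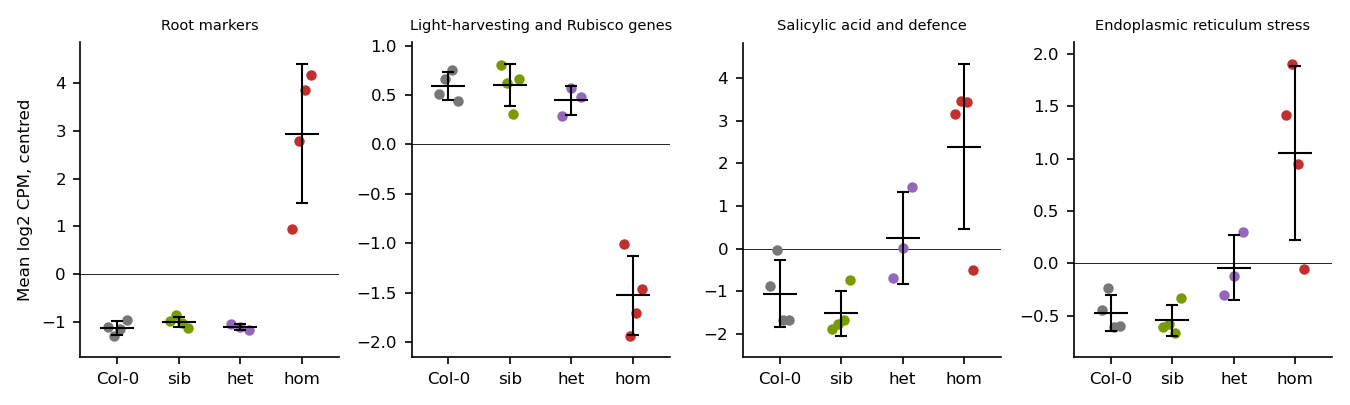
Mean centred log2 CPM (y axis) of 4 gene lists, root markers, light-harvesting and Rubisco, salicylic acid and defence, and endoplasmic reticulum stress, in each sample of Col-0, siblings, heterozygous and homozygous pAP146, with points for samples and lines for the mean and SD. The homozygous mean lies above the leaf samples in each list but the light-harvesting one, and homozygous replicate 4 lies among the leaf samples for defence and for endoplasmic reticulum stress.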

There was no detectable expression of orthogroups when considering genes within deleted regions in pAP146 homozygous lines compared to Col-0 or wt sibling controls, as expected. 

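Homozygous pAP146 seedlings lacked nearly all transcripts of the deleted region. LTPG2 (AT3G43720), a gene for a lipid-transfer protein and the most abundant of the region in siblings at 100.3 ± 11.7 TPM (SD, n = 4), had no count in any of the 4 homozygous samples, which is at least 672-fold lower at the limit of 3 counts per sample (up to 0.149 TPM). AT3G43540 (28.2 TPM in siblings), JAZ11 (7.66 TPM), AT3G43240, which encodes a DNA-binding protein with an ARID domain (6.37 TPM), and TES, a kinesin gene (1.15 TPM), had no count either. AT3G43520, for a Transmembrane 14C protein, stood at 0.00739 ± 0.0148 TPM (SD, n = 4) against 40.1 ± 2.13 TPM (SD, n = 4), and ATMIN7, a gene of vesicle traffic, at 0.00317 against 6.66 TPM. Over the 60 listed genes the sum was 0.116 ± 0.0337 TPM (SD, n = 4) in the homozygous line, 248 ± 20.9 TPM (SD, n = 4) in siblings and 250.1 ± 14.6 TPM (SD, n = 4) in Col-0 (2-sided exact permutation tests, p = 0.0286 against each, the smallest possible). Only 9 of the 60 genes had any count in a homozygous sample, 26.1 estimated counts in all and at most 7 in a sample. Of the deleted genes, 18 passed the test in edgeR, all of them downregulated.

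**Figure D7:**
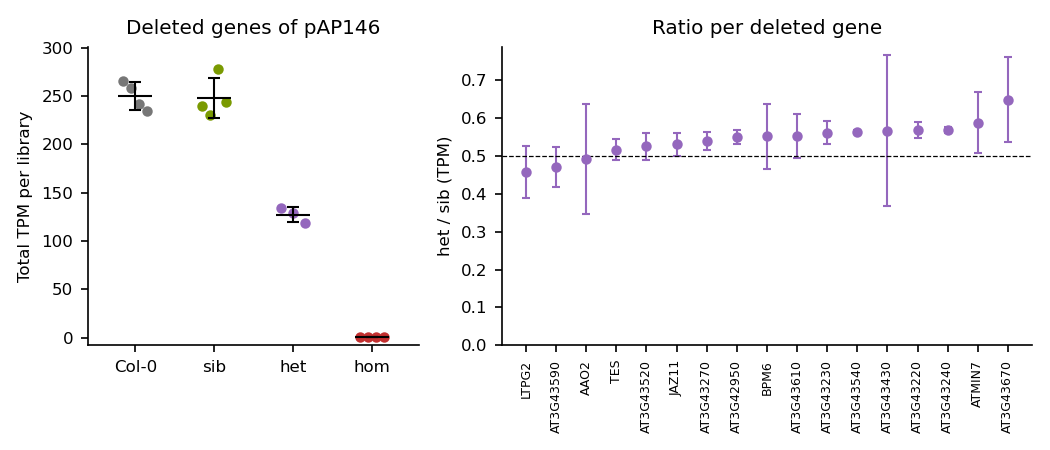
Total TPM of the 60 listed genes in each sample (y axis, left) of Col-0, siblings, heterozygous and homozygous pAP146, with points for samples and lines for the mean and SD, and TPM in heterozygous plants over that in siblings for each of 17 expressed genes (right), with the SD and a dashed line at the ratio of 1 copy to a pair. The homozygous samples lie next to 0, and the ratios run from 0.458 to 0.649.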

For heterozygous lines, we observed that total orthogroup expression within the deleted region was approximately half of what was observed in wt samples, indicating that there is a linear relationship between copy number and expression for these genes (*SI Appendix*, Fig. S24*B*). 

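In heterozygous pAP146 plants, which keep 1 copy of the region, each expressed gene of it stood well below the sibling level. AT3G43520 was at 21.1 ± 1.44 TPM (SD, n = 3) and AT3G43240 at 3.63 ± 0.0507 TPM (SD, n = 3), a log2 fold change against siblings of -1.02 (SE 0.130, adjusted p = 0.00659) and -0.90 (SE 0.0877, adjusted p = 0.00367) from edgeR. The first call was lost without heterozygous replicate 1 or 3, adjusted p = 0.0696 and 0.0949, and the second without heterozygous replicate 3, adjusted p = 0.0518. LTPG2 was at 45.9 ± 6.83 TPM (SD, n = 3), JAZ11 at 4.07 ± 0.226 TPM (SD, n = 3) and ATMIN7 at 3.92 ± 0.532 TPM (SD, n = 3). Among the 17 deleted genes with a mean of at least 1 TPM in siblings, the median ratio to siblings was 0.552, and the medians of the 3 heterozygous plants lay between 0.519 and 0.569. The ratio was lowest for LTPG2 and highest for AT3G43670, a copper amine oxidase gene, with 16 of the 17 between 0.4 and 0.6. For comparison, each sibling plant had a median ratio to the other siblings of 0.882 to 1.22. The sum over the 60 listed genes was 127 ± 8.15 TPM (SD, n = 3), or 51.3% of siblings (2-sided exact permutation test, p = 0.0286, the smallest possible). On TMM-normalized counts the median ratio was 0.521. From the lower expression of the orthogroups in heterozygous lines, the paper concludes that expression of these genes follows copy number in a linear way.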

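Of the 14 retained syntenic paralogues of pAP146 genes, the 10 with enough counts went both ways in the homozygous line. The strongest increase was in AT5G20860, a pectin methylesterase inhibitor gene with a mean of 0.218 TPM in the homozygous line (log2 fold change 3.87, SE 0.682, adjusted p = 0.000232 from edgeR against siblings), and the strongest decrease in AT5G20790, at 0.235 against 2.55 TPM (log2 fold change -4.11, SE 0.766, adjusted p = 0.000381). AAO3, an abscisic aldehyde oxidase gene whose partner AAO2 is deleted, had a log2 fold change of 0.46 (SE 0.153, adjusted p = 0.0171), and BPM5, partner of the deleted BPM6, one of 0.33 (SE 0.0910, adjusted p = 0.00593). The RING finger gene AT5G20885 had one of 0.49 (SE 0.20, adjusted p = 0.0476). AAO3 did not pass without sibling replicate 1, adjusted p = 0.0505, nor AT5G20885 without homozygous replicate 3 or 4 or sibling replicate 2, 3 or 4, adjusted p = 0.0883 to 0.149. JAZ12 was downregulated on TMM-normalized counts, at -0.57 (SE 0.10, adjusted p = 0.000230), although its mean TPM lay above that of siblings. SUS1, a sucrose synthase gene, did not pass, at -0.053 (SE 0.388, adjusted p = 0.914). In all, 4 were upregulated and 2 downregulated, and the same numbers passed when adjusted over the list alone. Against Col-0, 3 were upregulated and 3 downregulated (4 and 3 when adjusted over the list alone). In heterozygous plants none of the 10 passed in edgeR or DESeq2, with 1 at an unadjusted p under 0.05, and the log2 fold change was 0.077 for JAZ12 (SE 0.108) and 0.21 for BPM5 (SE 0.0984). The 14 paralogues together summed to 148 ± 13.6 TPM (SD, n = 3) in heterozygous plants (exact permutation test against siblings, p = 0.286).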

Consistent with the orthogroup analysis, expression levels of retained syntenic paralogues of deleted genes exhibited similar trends in pAP146 samples (*SI Appendix*, Figs. S26 and S27 and Dataset S2).

Dosage compensation can extend beyond individual gene pairs to the level of gene regulatory networks, where the loss of a single gene may induce broader transcriptional shifts to maintain cellular homeostasis. To explore this possibility, we utilized a previously published *Arabidopsis* coexpression network comprising over fifty modules (35) to assess how the deleted genes in our four targeted regions were distributed across coexpression modules. Genes from the deleted regions were broadly dispersed among many modules, with no significant enrichment in any single module (Dataset S5), suggesting that the deletions affected a wide range of biological processes rather than disrupting specific functional clusters. In addition, genes within deleted regions were characterized as having average centrality, indicating that there is no significant difference when compared to a random set of genes (*Materials and Methods* and *SI Appendix*, Table S2). We next analyzed whether differentially expressed genes (DEGs) in our deletion lines were enriched within particular modules, allowing us to explore the transcriptional consequences of such deletions and reveal possible evidence of coordinated compensatory responses at the network level. Indeed, we observed significant enrichment of up- and downregulated DEGs in distinct modules across several deletion lines (Dataset S5). 

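The number of DEGs differed widely between the deletion lines. In pAP142, 2006 genes were upregulated and 1910 downregulated at t1, and 1083 and 571 at t2, at an adjusted p under 0.05 from edgeR. At both time points they included 7 genes of the deleted region. GLYI7, a glyoxalase gene, rose from 3.19 ± 1.77 TPM (SD, n = 4) to 90.8 ± 11.2 TPM (SD, n = 3) at t1 and NAC044, a transcription factor gene, from 1.25 ± 0.441 TPM (SD, n = 3) to 17.39 ± 2.69 TPM (SD, n = 3) at t2. The count of 3916 at t1 was 2353 without pAP142 t1 replicate 2 and 2190 without pAP142 t1 replicate 3. The count of 1654 at t2 was 810 or 661 without Col-0 t2 replicate 1 or 2, and 2544, 730 or 767 without pAP142 t2 replicate 1, 2 or 3.

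In homozygous pAP146 seedlings 6872 genes were upregulated and 5794 downregulated against sibling leaves, and 7045 and 5865 against Col-0 leaves. On TPM, which shifts the median of all genes by 0.74 in each comparison, 2319 and 2302 of the genes called had a log2 ratio of the opposite sign. The genes called there included the peroxidase gene AT2G38390, at 36.5 ± 19.8 TPM (SD, n = 4) in the homozygous line and no count in siblings, and PDF1.2, a plant defensin gene, which fell from 64.1 ± 21.4 TPM (SD, n = 4) to 0.716 ± 1.03 TPM (SD, n = 4). Heterozygous pAP146 plants had 11 DEGs against siblings, all downregulated and all in the deleted region, including LTPG2 and JAZ11, and 38 DEGs in DESeq2. Of the 20833 genes tested, 980 had an unadjusted p under 0.05, fewer than the 1 in 20 that chance alone gives. The count of 11 was 3, 5 or 0 without heterozygous replicate 1, 2 or 3, and 7, 8, 6 or 6 without sibling replicate 1, 2, 3 or 4. Siblings and Col-0 differed in 3 genes. Membership in coexpression modules was not analysed here.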

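Genes for the cytosolic ribosome were expressed at higher levels in pAP142 than in Col-0 in the evening samples. Of 212 genes for cytosolic ribosomal proteins, the deleted one left out, 87 were upregulated and 0 downregulated in pAP142 t1 (137 and 0 when adjusted over the list alone), with a median log2 fold change of 0.31. The most clearly changed were AT3G09680 for an S12/S23 protein, from 2.50 ± 0.210 TPM (SD, n = 4) in Col-0 to 16.6 ± 3.98 TPM (SD, n = 3), AT2G40010 for an L10 protein, from 11.1 to 30.3 TPM, and AT5G39850 for an S4 protein, from 20.9 to 44.8 TPM. Of 12 genes of the nucleolus and ribosome biogenesis, 7 were upregulated and 0 downregulated (11 and 0 when adjusted over the list alone). They included the nucleolin gene NUC-L2 at 2.38 (SE 0.210, adjusted p = 1.50e-06), the fibrillarin gene FIB2 at 0.68 (SE 0.119, adjusted p = 0.000937) and NOP56 at 0.44 (SE 0.10, adjusted p = 0.00597), a call lost without pAP142 t1 replicate 3, adjusted p = 0.0554. Both lists passed camera with the preset correlation (adjusted p = 9.07e-27 and 4.54e-07) and fry (adjusted p = 0.0185 and 0.00123), but neither passed with an estimated correlation (adjusted p = 0.446 for each). Ribosomal protein genes also lay above the Col-0 t1 samples in pAP141 t1 and in Col-0 t2, with a median of 0.27 in each. A rise over Col-0 t1 on this scale was thus not particular to pAP142. On TPM the medians were 0.28 in pAP142 t1, 0.0902 in pAP141 t1 and 0.088 in Col-0 t2. All genes with at least 1 TPM in both groups had -0.059, -0.16 and -0.19 there.

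At t2, 8 ribosomal protein genes were upregulated and 1 downregulated (7 and 1 when adjusted over the list alone), with a median of 0.034 that turned to -0.035 without Col-0 t2 replicate 1, to -0.0099 without pAP142 t2 replicate 2 and to -0.013 once a trend with coding length was removed. In camera the list did not pass at t2 (adjusted p = 0.0890), and passed without Col-0 t2 replicate 2 or 3 or pAP142 t2 replicate 3 (adjusted p = 0.0302, 0.000344 and 0.00788). AT3G09680 (2.00, SE 0.216, adjusted p = 3.26e-05), AT3G28500 for an acidic ribosomal protein (2.57, SE 0.347, adjusted p = 0.000295) and NUC-L2 (2.71, SE 0.242, adjusted p = 3.44e-06) were upregulated at t2. The fold changes at t1 exceeded those at t2 by a median of 0.27, but the interaction passed for 1 ribosomal protein gene (3 when adjusted over the list alone), RPL3B, with a difference of 1.19 (SE 0.159, adjusted p = 0.00793). Against pAP141 t1, 14 of the 212 were upregulated in pAP142 t1 and 0 downregulated (7 and 0 when adjusted over the list alone), with a median log2 fold change of 0.042 (camera p = 0.787 with an estimated correlation). In this comparison genes matched in coding length and abundance had a median of -0.22.

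**Figure D8:**
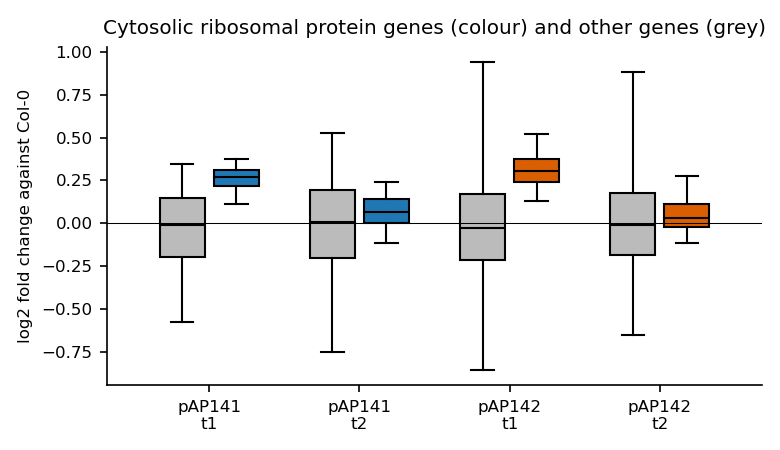
Log2 fold changes (y axis) of cytosolic ribosomal protein genes, in colour, and of all other genes, in grey, against Col-0 at the same time point in pAP141 and pAP142 at t1 and t2, with boxes for quartiles and whiskers from 5% to 95% of genes. The ribosomal medians are 0.27 in pAP141 t1 (0.0902 on TPM), 0.067 in pAP141 t2 (-0.19 on TPM), 0.31 in pAP142 t1 and 0.034 in pAP142 t2 (-0.013 with the coding-length trend removed).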

Notably, genes upregulated in pAP142 lines were highly enriched in module 8, which is annotated for translation-related processes (35) (Dataset S5). A network diagram of a subset of genes present in module 8, as well as plots depicting differential expression of all module 8 genes, display this upregulation within the module (Fig. 3 *B* and *C*). 

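In pAP141 few genes outside the deletion passed the test with every sample in the fit. At t1, 16 genes were downregulated and none upregulated in edgeR, and 12 of them were deleted genes. The count was 2418 without pAP141 t1 replicate 3, the pAP141 t1 sample nearest to Col-0 t1 on the third principal component (11.2, against 15.6 to 32.3). The other 4 included OPT3, which encodes a transporter of iron in the phloem, at 31.0 ± 4.92 TPM (SD, n = 4) against 54.7 ± 5.45 TPM (SD, n = 4) in Col-0 (log2 fold change -0.64, SE 0.0877, adjusted p = 0.00157), and BTS, a ubiquitin ligase gene of the iron deficiency response, at 11.0 ± 2.37 TPM (SD, n = 4) against 23.0 ± 5.09 TPM (SD, n = 4) (log2 fold change -0.89, SE 0.141, adjusted p = 0.0101). BTS did not pass without Col-0 t1 replicate 2 or 4 or pAP141 t1 replicate 1 or 2, adjusted p = 0.0507 to 0.0778. At t2, 9 genes were upregulated and 12 downregulated, of which 11 were deleted genes. ABCG12, which encodes a transporter of cuticular lipids, had a log2 fold change of 0.63 (SE 0.104, adjusted p = 0.0204), and the calmodulin-like gene MSS3 one of 0.87 (SE 0.158, adjusted p = 0.0466). These did not pass without Col-0 t2 replicate 1 or 2 or pAP141 t2 replicate 1, adjusted p = 0.109 to 0.550 for ABCG12 and 0.204 to 1.00 for MSS3. The count of 21 at t2 was 11, 10 or 52 without Col-0 t2 replicate 1, 2 or 3, and 10 or 2472 without pAP141 t2 replicate 1 or 2. A lone pAP141 t2 sample is then assumed to vary as the other groups do.

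None of 213 ribosomal protein genes passed in pAP141 t1 in edgeR, but 149 did when adjusted over the list alone, all upregulated, and 211 had a positive log2 fold change (median 0.27, or 0.0902 on TPM with 188 positive, 167 at an unadjusted p under 0.05, 67 called by DESeq2, adjusted p = 0.828 for the list with an estimated correlation). At t2 their median of 0.067 turned to -0.19 on TPM, to -0.028 with the coding-length trend removed and to -0.15 without pAP141 t2 replicate 1 (camera, adjusted p = 2.09e-14), and was 0.25 without pAP141 t2 replicate 2 (1.02e-10) and 0.14 without Col-0 t2 replicate 3 (0.00152). In pAP141 t2, 14 of 15 genes of the shoot meristem and cell cycle lay lower when adjusted over the list alone and none over all genes in edgeR (median -0.65, 14 at an unadjusted p under 0.05, 3 called by DESeq2, adjusted p = 0.60 for the list with an estimated correlation). The group had 2 samples, with a mean centred level of this list of -1.16 in replicate 1 and -0.12 in replicate 2, and replicate 1 stood apart on the third principal component (-55.1 against 5.44). Without replicate 1 the median was -0.28. Light-harvesting and chlorophyll genes had medians of 0.54 and 0.37 there (0.27 and 0.12 on TPM), with 0 called in edgeR in either list (13 and 8 at an unadjusted p under 0.05, 0 and 4 in DESeq2). No list passed in pAP141 t2 with an estimated correlation or fry.

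Fold changes in pAP141 t1 followed the length of the coding sequence. Their median was 0.21 in the shortest of 10 groups of genes (median length 321 bases) and -0.33 in the longest (median 3027 bases), with a Spearman correlation across genes of -0.574, genes not being independent replicates. The correlation was -0.301 in pAP141 t2, -0.150 in pAP142 t1 and -0.187 in pAP142 t2. At an unadjusted p under 0.05 there were 4811 genes in pAP141 t1, and DESeq2 called 382 up and 704 down. The edgeR count was 13 with the trend of log2 counts on coding length removed from every sample, a correction chosen after the trend was seen.

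**Figure D9:**
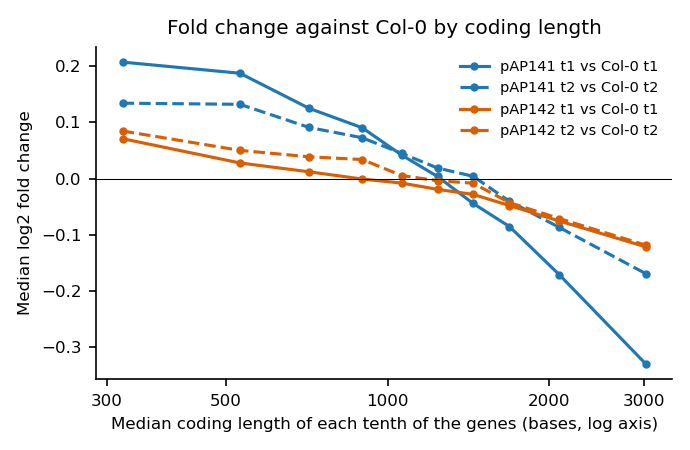
Median log2 fold change against Col-0 (y axis) in 10 groups of genes by coding length (x axis, median length in bases on a log scale), in pAP141 and pAP142 at t1 and t2. The medians in pAP141 t1 fall from 0.21 in the shortest genes to -0.33 in the longest.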

DEGs from the other deletion lines were also enriched across various modules (Fig. 3*D*). One of the genes deleted in pAP142, AT5G28060 (ES24Y), a ribosomal protein gene, has a paralogous gene that also showed evidence of dosage compensation (*SI Appendix*, Figs. S20*B* and S23*B*). The concurrent upregulation of translation-associated genes within this network module, alongside the marginal compensatory expression of the paralogue, suggests a multilayered transcriptional response to maintain translation capacity following gene loss. This finding highlights how network-level compensation may complement or reinforce gene-level dosage effects, particularly for genes involved in essential biological processes such as protein synthesis. Future analyses of networks in wt and deletion lines will elucidate whether upregulation of genes and connectivity changes coordinate a network-level dosage response.

We identified numerous additional examples of upregulated DEGs in deletion lines that were significantly enriched, often more than fourfold, within specific coexpression modules (Fig. 3 *B*–*D*, *SI Appendix*, Fig. S28, and Dataset S5). These modules were annotated with diverse molecular functions, including phosphorelay response regulation, kinase activity, adenosine diphosphate binding, transcriptional regulation, and ligand-gated ion channel activity. 

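Beside the ribosomal genes, the genes upregulated in pAP142 t1 included those of anthocyanin synthesis, defence and the cold response. Of 13 flavonoid and anthocyanin genes, 8 were upregulated and 0 downregulated (9 and 0 when adjusted over the list alone), with a median log2 fold change of 3.26. DFR and LDOX, enzymes of anthocyanin synthesis, rose from 0.468 to 12.7 and from 0.476 to 12.4 TPM, and the regulators PAP1 and TT8 had log2 fold changes of 4.17 (adjusted p = 0.000314) and 3.52 (adjusted p = 1.70e-06). Of 18 genes of salicylic acid and defence, 10 were upregulated and 2 downregulated (11 and 2 when adjusted over the list alone), PR5 rising from 8.88 ± 0.806 TPM (SD, n = 4) to 21.1 ± 1.96 TPM (SD, n = 3) and SARD1, a transcription factor gene of the pathway, changing by 1.71 (adjusted p = 0.000595). Among 10 genes of the cold and abscisic acid response, 3 were upregulated and 1 downregulated (3 and 1 when adjusted over the list alone). Their median was 0.70, and -0.042 at t2 with 1 gene called, and COR15B stood at 51.2 against 13.3 TPM at t1. In camera this list had an adjusted p of 0.0482 (0.446 with an estimated correlation) and did not pass without Col-0 t1 replicate 1 or 2 or pAP142 t1 replicate 1, adjusted p = 0.0557 to 0.381. Outside the lists, the thioredoxin gene TH8 rose from 5.90 to 119 TPM and DIN2, a glycosyl hydrolase gene, had a log2 fold change of 4.25 (adjusted p = 0.000205).

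At t2 the defence list had 8 of 18 genes upregulated and 0 downregulated (11 and 0 when adjusted over the list alone), with BGL2, a glucanase gene induced in defence, at 4.14 (adjusted p = 0.000879). Of 12 genes of endoplasmic reticulum stress, 2 were upregulated (10 when adjusted over the list alone), CRT3 and BIP3, and 3 flavonoid genes were (7 when adjusted over the list alone). BIP3 did not pass without Col-0 t2 replicate 1, 2 or 3 or pAP142 t2 replicate 2 or 3, adjusted p = 0.0552 to 0.156. TH8 (3.36, adjusted p = 0.000494) and AT2G04050, a gene for a MATE transporter (3.90, adjusted p = 3.24e-05), were upregulated too. The flavonoid list passed camera at t2 but not fry, and did not pass camera without Col-0 t2 replicate 1 or 3 or pAP142 t2 replicate 1 or 2, adjusted p = 0.0500 to 0.171. The other lists given here passed camera and fry, and none passed with an estimated correlation (adjusted p = 0.446 at t1 for the flavonoid and defence lists, 0.247 at t2 for defence and endoplasmic reticulum stress, and 0.925 at t2 for flavonoids). Among the lists whose difference between t1 and t2 passed camera were the flavonoid list (median 1.69, adjusted p = 0.324 with an estimated correlation) and, in the other direction, endoplasmic reticulum stress (median -0.41, adjusted p = 0.133).

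**Figure D10:**
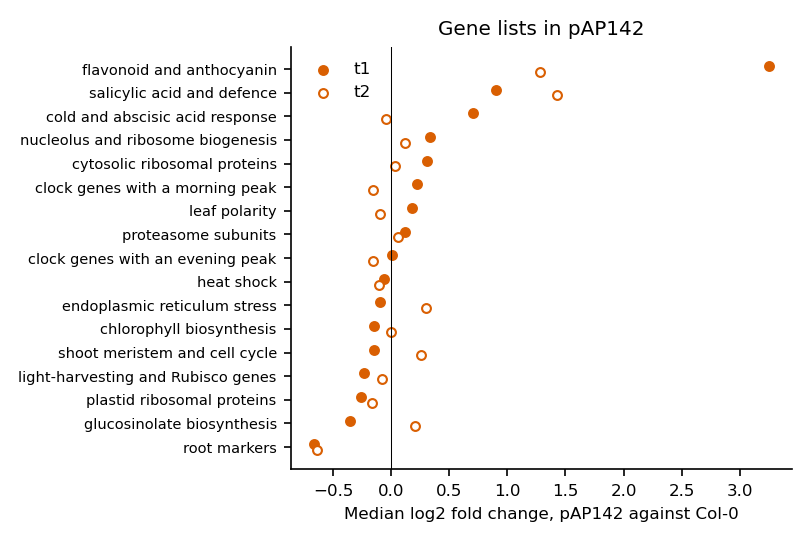
Median log2 fold change (x axis) of each of 17 gene lists in pAP142 against Col-0 at the same time point, with filled points for t1 and open points for t2. The flavonoid and anthocyanin list has the highest median at t1, and at t2 the salicylic acid and defence list has it on these TMM-normalized values and the flavonoid list on TPM (1.11 against 1.04).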

Notably, several of these gene categories are known to be preferentially retained following WGD events and may therefore contribute to dosage compensation mechanisms (3). Conversely, downregulated DEGs in deletion lines were also enriched within distinct modules (Fig. 3*D*, *SI Appendix*, Fig. S29, and Dataset S5). These were annotated with functions such as nucleic acid binding, microtubule binding, catalytic activity, and DNA supercoiling activity, some of which are associated with highly conserved genes that tend to be overfractionated following WGD (3). 

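Genes downregulated in pAP142 t1 included markers of roots and root hairs. Of 24 root markers, 7 were downregulated and 2 upregulated (10 and 2 when adjusted over the list alone), with a median log2 fold change of -0.66. The Casparian strip gene CASP5 had a log2 fold change of -2.71 (adjusted p = 0.00197), the root hair expansin gene EXPA7 one of -2.78 (adjusted p = 0.00648) and SHV2, needed for root hair growth, one of -2.46 (adjusted p = 0.00115). RHS13, a root hair gene, fell from 7.79 ± 0.489 TPM (SD, n = 4) to 0.705 ± 0.838 TPM (SD, n = 3). At t2, 2 root markers were downregulated and 1 upregulated (4 and 1 when adjusted over the list alone), and the aquaporin gene TIP2;3 had a log2 fold change of -2.66 (adjusted p = 0.00253). The root list passed camera (adjusted p = 0.00779 at t1 and 0.00101 at t2) and fry (adjusted p = 0.0185 and 0.0427), but not with an estimated correlation (adjusted p = 0.446 and 0.470).

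Among 12 glucosinolate genes 3 were downregulated in pAP142 t1 and 0 upregulated (3 and 0 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.0515). These were MAM1 at -1.32 (adjusted p = 0.0150), CYP79F1 at -1.61 (adjusted p = 0.0434) and CYP83A1 at -0.99 (adjusted p = 0.0146), all of the aliphatic branch. MAM1 and CYP83A1 did not pass without pAP142 t1 replicate 2 or 3 (adjusted p = 0.0560 to 0.0781), nor CYP79F1 without Col-0 t1 replicate 1, 2 or 3 or pAP142 t1 replicate 2 or 3, adjusted p = 0.0659 to 0.152. Of 23 light-harvesting and Rubisco genes, 3 were downregulated, LHB1B1, CAB1 and CAB3, and 1 was upregulated (3 and 1 when adjusted over the list alone). Over all genes tested 18.3% were called in pAP142 t1, near the shares of this list (4 of 23) and of plastid ribosomal proteins (5 of 25). CAB1 fell from 6140.0 to 3429.5 TPM, a call lost without Col-0 t1 replicate 1 or 3 or pAP142 t1 replicate 2 or 3, adjusted p = 0.0540 to 0.0879, and CAB3 did not pass without Col-0 t1 replicate 1, 2 or 3 or pAP142 t1 replicate 2 or 3, adjusted p = 0.0642 to 0.168. Of 25 genes for plastid ribosomal proteins, 5 were downregulated and 0 upregulated (6 and 0 when adjusted over the list alone), with PRPL11 at -0.36 (adjusted p = 0.0278), which did not pass without Col-0 t1 replicate 1, 2 or 3 or pAP142 t1 replicate 2 or 3, adjusted p = 0.0590 to 0.146. These lists passed camera (adjusted p = 0.0181 for light harvesting and 0.000152 for plastid ribosomes), but not fry (adjusted p = 0.234 and 0.124) or camera with an estimated correlation (adjusted p = 0.661 and 0.661). The light-harvesting list did not pass camera without Col-0 t1 replicate 1 or pAP142 t1 replicate 2 or 3, adjusted p = 0.0565 to 0.307.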

Rather than compensating for gene loss, downregulation of these genes may reflect dosage balance adjustments, where the loss of one gene necessitates decreased expression of functionally linked partners to maintain stoichiometric balance within essential biological pathways. We observed transcriptional consequences resulting from the deletions of many genes. Thus, to further explore whether the enrichment of some DEGs in certain modules corresponds to network-level dosage compensation, additional research is needed, such as proteomics studies and network reconstruction in deletion lines.

We next investigated expression changes of neighbors of deleted genes. A logistic regression was performed to determine whether the strength of a gene’s connection to a deleted gene can be used to predict whether a particular gene was differentially expressed (*Materials and Methods* and Table 3). Genes that are strongly connected to deleted genes within the coexpression network are significantly more likely to be downregulated in pAP146 and pAP141 lines and less likely to be upregulated in pAP146, pAP141, and pAP142 t2 samples (Table 3). This may result from possible gene dosage balance adjustment. No significant relationship was observed for downregulated genes in all pAP142 conditions tested, suggesting a distinct mode of regulation for these samples. However, for pAP142 t1 and non-TOD samples, genes that are strongly connected to deleted genes are significantly more likely to be upregulated, which suggests a possible expression compensation mechanism. It is noteworthy that we observed this phenomenon in pAP142 t1 and non-TOD samples since we also observed a slight increase in expression of the paralogue (AT3G04920, ES24Z) of a deleted ribosomal gene (AT5G28060, ES24Y), and enrichment of upregulated DEGs from pAP142 t1 and non-TOD samples within a translation-related module (Datasets S2 and S5). To determine whether this deleted ribosomal gene may be contributing to our observed results, we repeated the logistic regression analysis for pAP142 lines after excluding AT5G28060 from our network graph. Strikingly, genes with strong connections to deleted genes were now more likely to be downregulated in pAP142 t1 and non-TOD samples, further providing evidence for a possible compensation mechanism due to the deletion of AT5G28060 (Table 3).

**Table 3.** Association between coexpression network connectivity to deleted genes and differential expression status across lines

Deletion	Comparison	Coef.	pval	PR2	FDR	Significant
pAP146	pAP146 hom vs. Col0 DE up	−14.857872	2.04E-52	0.00962156	6.11E-52	TRUE
pAP146	pAP146 hom vs. Col0 DE down	24.2881666	5.23E-169	0.03322183	9.41E-168	TRUE
pAP142	pAP142 vs. Col0 DE up	30.0028576	3.82E-98	0.03944347	3.43E-97	TRUE
pAP142	pAP142 vs. Col0 DE down	3.46350264	0.12478566	0.00024744	0.13212599	FALSE
pAP142	pAP142 t1 vs. Col0 t1 DE up	12.7197046	2.71E-22	0.00508699	4.88E-22	TRUE
pAP142	pAP142 t1 vs. Col0 t1 DE down	2.58669545	0.11521447	0.0001541	0.12961628	FALSE
pAP142	pAP142 t2 vs. Col0 t2 DE up	−166.60818	3.37E-55	0.04512803	1.52E-54	TRUE
pAP142	pAP142 t2 vs. Col0 t2 DE down	2.51749235	0.27446675	0.00012593	0.27446675	FALSE
pAP141	pAP141 t1 vs. Col0 t1 DE up	−34.989581	3.18E-08	0.00504162	3.82E-08	TRUE
pAP141	pAP141 t1 vs. Col0 t1 DE down	17.9506571	7.76E-18	0.0054453	1.27E-17	TRUE
pAP141	pAP141 t2 vs. Col0 t2 DE up	−536.88586	2.95E-32	0.06384254	6.64E-32	TRUE
pAP141	pAP141 t2 vs. Col0 t2 DE down	40.5771029	5.77E-58	0.05077108	3.46E-57	TRUE
pAP142 (-AT5G28060)	pAP142 vs. Col0 DE up	−37.176696	1.70E-11	0.00588706	2.35E-11	TRUE
pAP142 (-AT5G28060)	pAP142 vs. Col0 DE down	20.3972096	1.15E-12	0.00477154	1.73E-12	TRUE
pAP142 (-AT5G28060)	pAP142 t1 vs. Col0 t1 DE up	−98.231398	1.10E-49	0.02444845	2.84E-49	TRUE
pAP142 (-AT5G28060)	pAP142 t1 vs. Col0 t1 DE down	21.3314313	1.47E-23	0.00571202	2.94E-23	TRUE
pAP142 (-AT5G28060)	pAP142 t2 vs. Col0 t2 DE up	−192.34296	3.18E-53	0.04179657	1.14E-52	TRUE
pAP142 (-AT5G28060)	pAP142 t2 vs. Col0 t2 DE down	17.6761642	2.02E-09	0.0034081	2.60E-09	TRUE

For each deletion line and comparison, a logistic regression was used to test whether the strength of a gene’s connection to the deleted genes (defined as the maximum edge weight to any deleted gene) predicted whether that gene was differentially expressed. “Deletion” and “Comparison” columns specify the deletion line and the differential expression comparison used. For samples with “-AT5G28060” labels, AT5G28060 was excluded from the analysis. “Coef.” gives the logistic regression coefficient, indicating the direction and magnitude of the association. “PR2” reports McFadden’s pseudo-R^2^ as a measure of model fit. “pval,” “FDR,” and “Significant” indicate the raw *P*-value, the Benjamini–Hochberg adjusted *P*-value, and whether the association was significant at a 5% FDR threshold.

Together, these findings illustrate that gene expression responses to large-scale deletions are modular, context-dependent, and shaped by evolutionary constraints on gene retention and loss. By integrating orthogroup relationships, syntenic paralogue expression, and network-level analyses, we provide a comprehensive view of the global transcriptomic consequences of deleting retained duplicated regions in the *Arabidopsis* genome.

## Discussion

In this study, we demonstrated that large, retained duplicated regions in the *Arabidopsis* genome can be precisely and heritably deleted. By targeting four syntenic blocks selected for the absence of known or predicted lethal genes (11), we successfully generated homozygous deletion lines for three blocks and heterozygous lines for the fourth. The inability to recover homozygous deletions for the fourth region suggests the presence of uncharacterized essential genes, loss of redundant paralogues with synthetic lethality, or divergence through neofunctionalization or subfunctionalization (30). It is noteworthy that we recovered a viable homozygous line with a ~684 kb deletion encompassing ~60 genes and 112 TEs, confirming the feasibility of engineering large chromosomal deletions.

Through deletion of entire syntenic blocks, we directly assessed the functional impact of removing groups of retained duplicate genes. Phenotypic outcomes ranged from no observable differences to severe developmental defects, highlighting the variable consequences of large-scale gene loss. In several cases, plants exhibited clear morphological phenotypes (Fig. 2 *E* and *G*), while key traits such as hypocotyl length and flowering time remained largely unchanged (*SI Appendix*, Figs. S16 and S17), suggesting that some developmental processes are more robust to gene dosage changes than others. Although we found no strong evidence for transcriptional dosage compensation in the pAP141 and pAP142 deletion lines, it is possible that compensation occurs at the orthogroup or syntenic paralogue level in specific tissues and cell types not captured by our bulk RNA-seq data. In addition, compensation may also occur at distinct spatiotemporal contexts in mutant lines resulting from the chromatin contexts in which paralogues are located. Growth conditions may also play a factor, in which compensation may occur in specific contexts, but not others (e.g., plants grown on plates vs. soil). Multiple generations may also be required before expression compensation mechanisms begin to react to deletions.

We observed a small but significant increase in the expression of a paralogue of a deleted ribosomal gene [AT5G28060 (ES24Y)], consistent with previous reports of gene dosage compensation following the deletion of ribosomal RNA genes in *Arabidopsis* (36). However, significant differences in paralogue expression were observed in the pAP142 t1 and non-TOD samples, but not in pAP142 t2. In contrast, the pAP146 homozygous lines showed signs of potential compensatory expression, though interpretation is complicated by developmental stage and tissue-specific differences at the time of sampling (*Materials and Methods*). Importantly, orthogroup expression levels in heterozygous lines were reduced by approximately 50%, providing evidence for a direct correlation between gene copy number and transcript abundance. Together, these results demonstrate that large-scale deletions can be a powerful approach for investigating the roles of retained duplicates and the dynamics of dosage-sensitive gene networks. In some cases, compensatory mechanisms, likely operating at the transcriptional or network level, may buffer the effects of gene loss, enabling viability despite substantial genomic deletions.

Because the process of genome fractionation reflects both evolutionary selection and random genetic drift, retained duplicated regions represent valuable targets for both biotechnology and basic research applications. These include the development of deletion line libraries, genome minimization (targeting both genes and TEs) as has been done in bacteria and yeast (37, 38), precision genome engineering, and testing emerging hypotheses such as the genetic basis of heterosis (Fig. 4). Syntenic block deletions offer a powerful tool for exploring gene function, redundancy, and viability in plant genomes. Similar to transferred DNA (T-DNA) mutant collections, populations of plants harboring defined syntenic deletions could serve as screening platforms for phenotypic analysis. Observed phenotypes could then be mapped to individual genes within the deleted regions, enabling functional dissection of multigene blocks. This approach also lays the groundwork for systematic genome minimization, whereby large genomic segments are sequentially or combinatorially deleted to identify the minimal gene set required for plant development, fitness, and adaptation. In addition to our approach, by considering and integrating the centrality of target genes, a higher proportion of viable plants may be obtained when deleting large genomic fragments characterized by genes with low to average centrality. Such deletions may uncover hierarchies within regulatory networks and reveal core components of essential biological pathways.

**Fig. 4.**
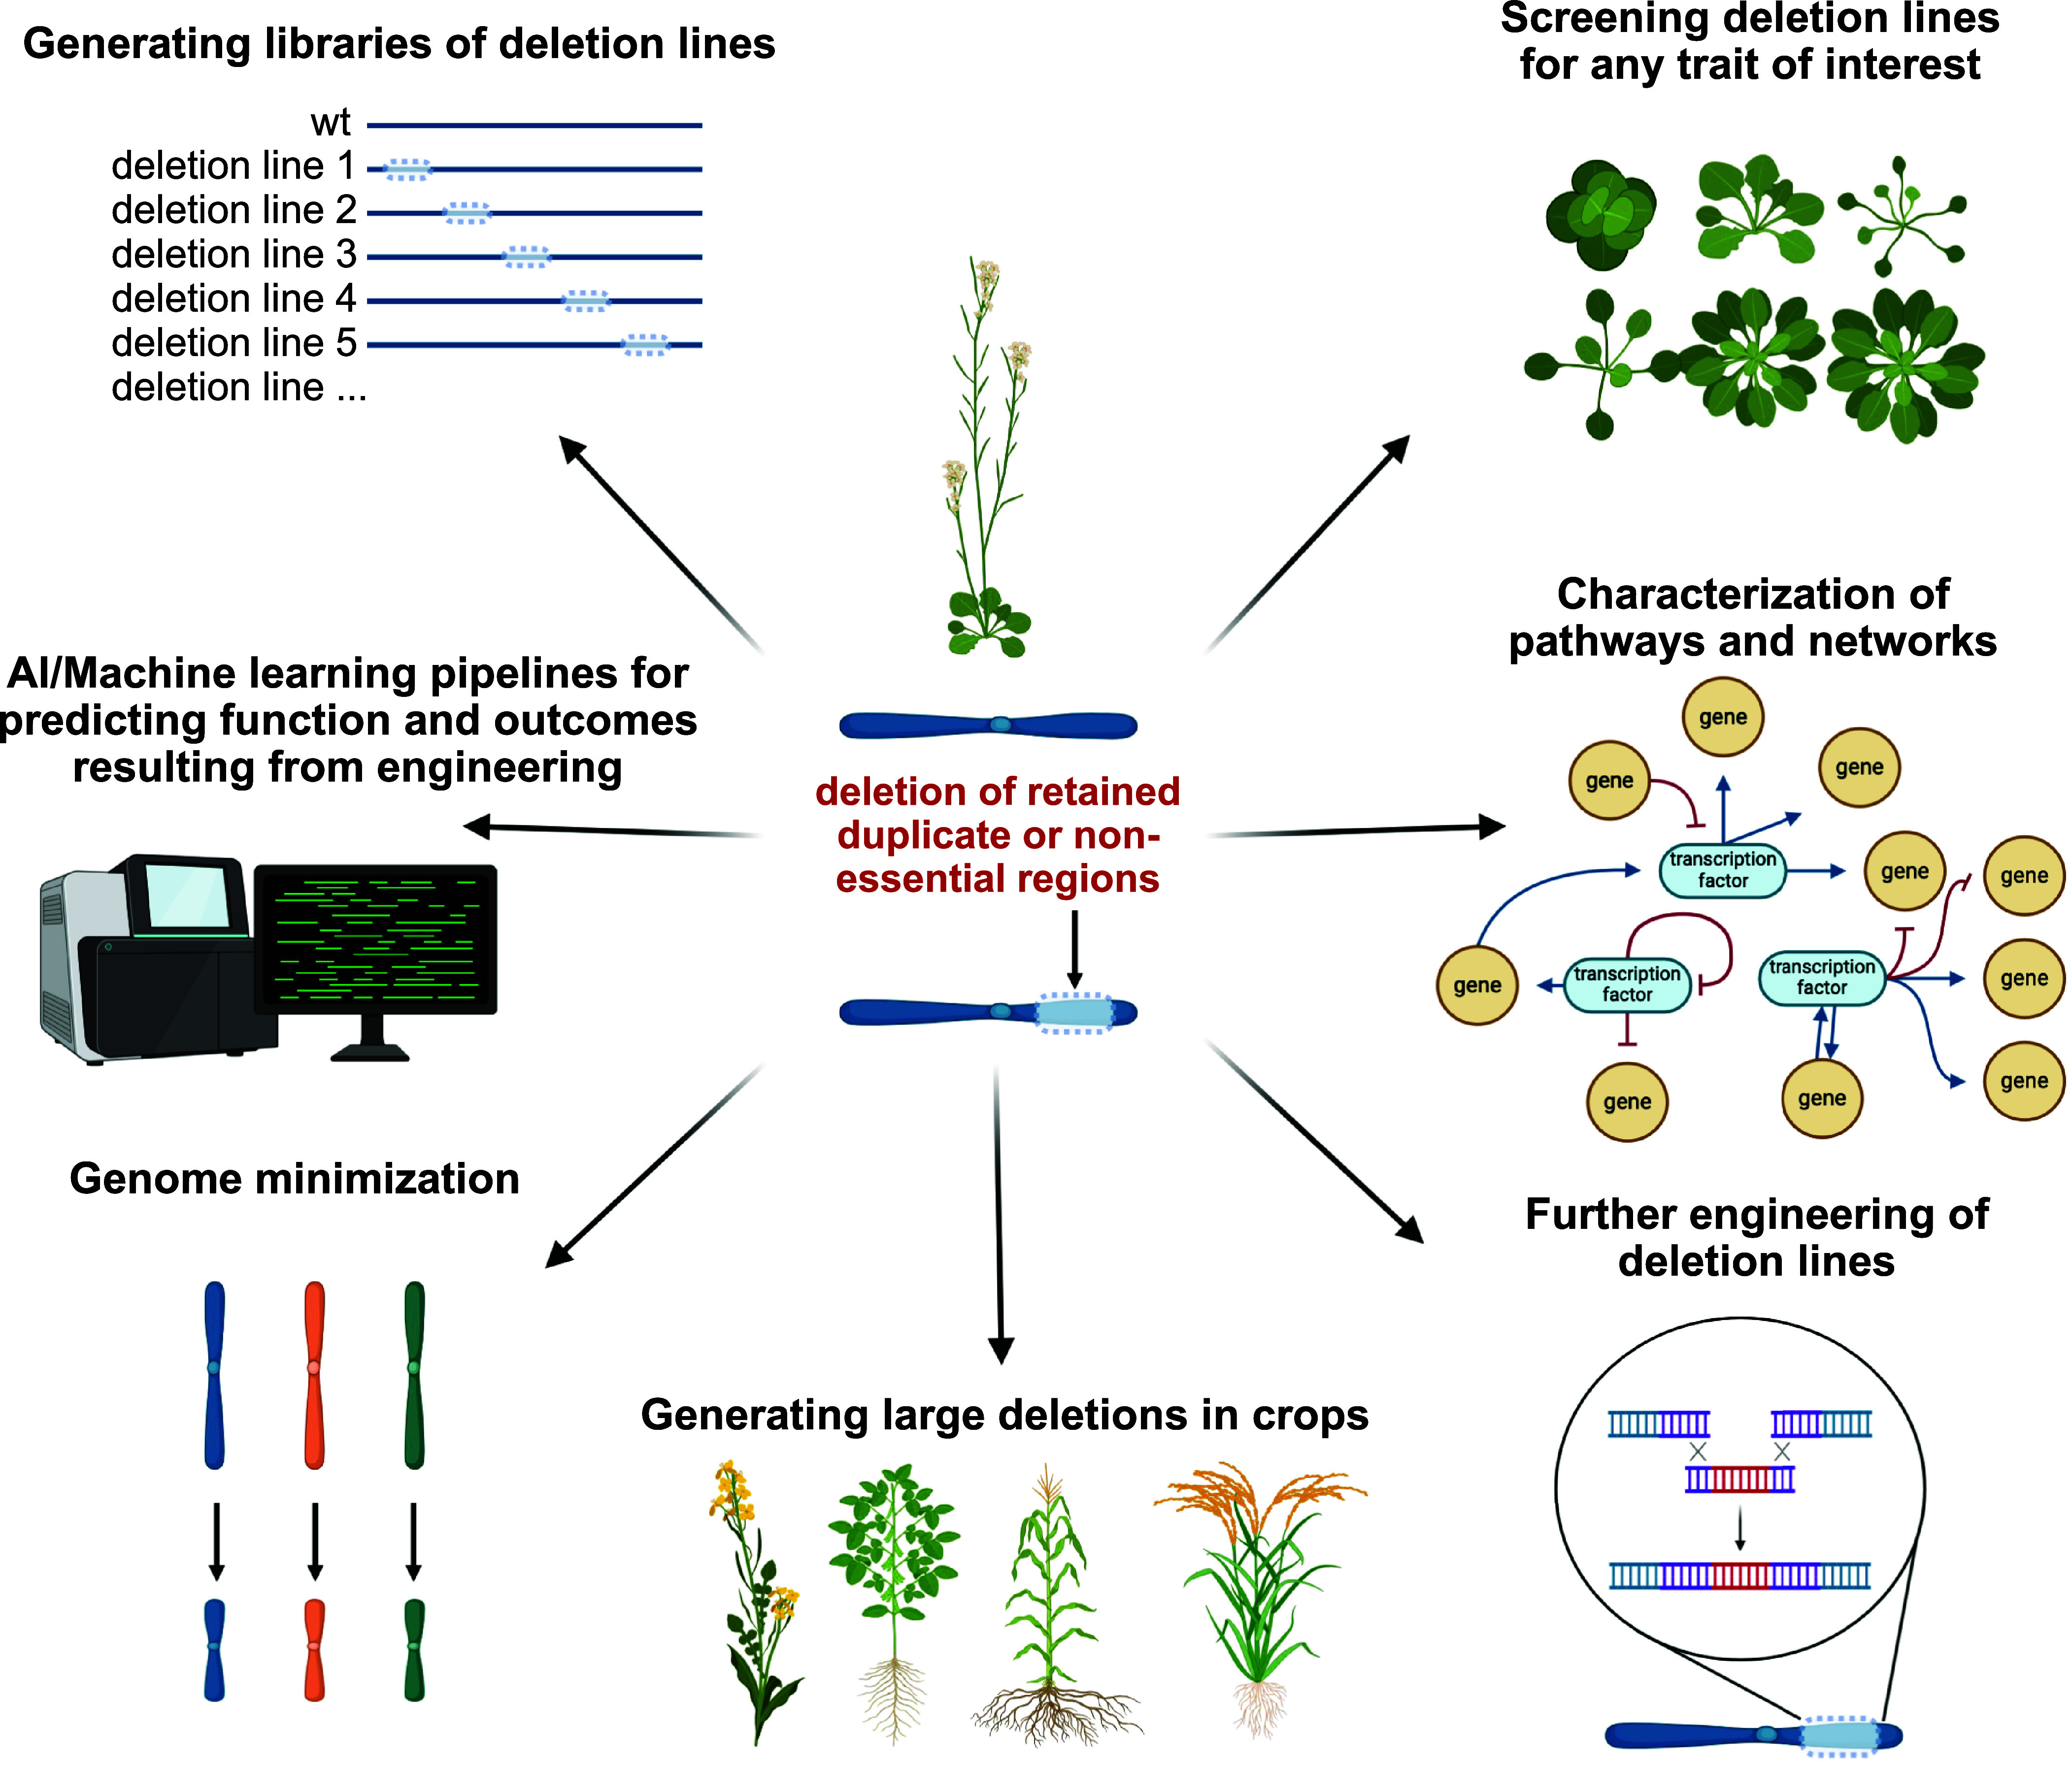
Generation of deletion lines (deletions of retained duplicate regions or nonlethal genomic segments) and their applications. Libraries of large deletion lines in plants (analogous to a T-DNA population) can be generated, such as in *A. thaliana* or crop species, and screened for traits of interest, subsequently leading to the characterization of genes with unknown functions. Furthermore, novel pathways and networks can be discovered through our approach and further elucidate the significance of duplicated regions that have been retained. Deleted genomic segments within various lines can also serve as landing pads for precision engineering methods (e.g., Cas9-mediated HDR or other precision methods). Deletion of syntenic regions and/or nonessential segments of genomes provides a path toward eukaryotic genome minimization. By integrating genomics data (such as single-nuclei RNA-seq) and phenotypic information from a library of deletion lines, AI/machine learning pipelines can be utilized to predict outcomes resulting from new deletions and to predict functions of unknown genes and uncharacterized noncoding genomic regions. Figure created with BioRender.com.

This strategy also supports advances in precision genome engineering. Deleted chromosomal regions can act as landing pads for HDR and other precision editing methods, allowing the targeted insertion of new sequences. Given the generally low efficiency of HDR in plants, especially for large fragment replacements, a two-step strategy that first deletes a region and then replaces it may enhance editing success rates. The utility of large-scale deletions is not limited to *Arabidopsis*. In plant species with lower gene density or high repeat content, such as maize (4), larger deletions may be more easily tolerated due to the reduced likelihood of removing essential genes. Polyploid species, in particular, retain extensive genomic redundancy and may be especially amenable to the removal of large chromosomal segments without compromising viability.

Deletions spanning kilobase to megabase scales provide a versatile means to study plant development, environmental adaptation, and phenotypic diversity. Beyond functional genomics, this approach may facilitate synthetic fractionation of conserved genomic regions or deletions of nonessential regions, offering a lens to dissect regulatory architecture and uncover the molecular underpinnings of heterosis. For example, by crossing deletion lines derived from distinct genetic backgrounds and evaluating hybrid performance, it may be possible to map loci contributing to heterosis and yield enhancement. In summary, targeted deletion of syntenic and nonsyntenic genomic regions represents a flexible and scalable platform for both fundamental plant biology and applied biotechnology, with potential applications in gene function discovery, genome streamlining, and crop improvement.

## Materials and Methods

### Plant Material, Selection, and Screening.

The Col-0 ecotype of *A. thaliana* was used for this study. Plants were grown in long-day conditions at a constant temperature of 23 °C. To generate transgenic plants, GV3101 agrobacteria (Intact Genomics) were used for the floral dip method (39). T1 plants were screened on ½ MS plates containing BASTA (0.9% Phytoagar, ½ Murashige and Skoog Basal Medium, 20 μg/mL BASTA) to identify transgenic lines.

Genomic DNA was extracted from plants individually or in pools using an adapted version of the Edwards et al. protocol (40). The DNeasy 96 Plant Kit (Qiagen) was also used for high-throughput genomic DNA extractions. T1 and T2 lines were genotyped to determine whether deletions of syntenic regions were induced. Deletion PCRs, wt allele PCRs, left and right junction PCRs, and T-DNA genotyping PCRs were then run to characterize lines. For pAP141 and pAP147 lines, plants were screened individually. For pAP142 and pAP146 lines, plants were initially screened in pools. Leaf tissue from T2 pAP142 lines was initially pooled into eight different tubes (with 18 to 25 plants per tube), and deletion PCRs were run to find pools containing deletion bands. Individual plants from positive pools were then screened to identify samples with deletions. wt allele PCRs were also run to find homozygous plants. Similarly, 12 pools (with up to 48 plants per pool) were screened by deletion PCRs to identify deletions in T2 pAP146 lines. One pool containing a potential deletion was found, and subsequent screening of individual plants showed that there was 1 plant containing a deletion.

### Vector Design and Cloning.

Constructs used in this study were cloned into the pDe_SaCas9 vector containing an egg cell-specific promoter driving the expression of SaCas9 (26, 27). gRNA spacer sequences were designed using CRISPRdirect (41). Spacers were designed to be 21 nucleotides (nt) in length, as it has been shown previously that 21 nt spacers work well for SaCas9 (25, 26). 20 nt complementary oligos corresponding to each of the spacers and containing 4 bp Golden Gate overhangs were annealed, and subsequently individually Golden Gate assembled into the pEn_Sa_Chimera vector (26) using BbsI, creating 8 entry vectors. Since the entry vector already contains a U6 promoter to drive the expression of the gRNA cassette, the initial “G” transcribed from this promoter is included in the spacer sequence, thus creating 21 nt spacers. Each spacer was designed in such a way so that the 21 nt is fully complementary to the genomic target site.

To create the vector pAP141, pDe_SaCas9 was initially digested with MluI. Then, the sgRNA2 cassette was amplified from the entry vector with primers containing homology arms for Gibson assembly. The amplicon was then purified and Gibson assembled with the MluI digested vector. The sgRNA1 cassette was then added via Gateway cloning to create the final vector. Vectors pAP142, pAP146, and pAP147 were created in a similar manner.

### Identification of Syntenic Blocks and Synteny Analysis.

Syntenic blocks in the *A. thaliana* genome (TAIR10) were identified using the SynMap tool on the Comparative Genomics (CoGe) (42) platform using specific parameters (DagChainer: -D 20, -A 5; Merge Syntenic Blocks: Quota Align Merge; CodeML: Synonymous Ks). Tandem duplicated (TD) genes were also determined as part of the analysis. The resulting final syntenic gene-set output file was parsed using a custom script (Dataset S1). Python scripts were developed to calculate the number of duplications for each *Arabidopsis* gene within syntenic block regions, as well as the number of syntenic blocks containing each deleted syntenic gene (Dataset S1). Syntenic blocks were visualized and checked using MCscan Python version (v 1.3.3) using the same settings as SynMap in CoGe; TDs were identified with default settings. Comparisons with canola and camelina were carried out with genomes downloaded from BnaOmics (https://bnaomics.ocri-genomics.net/organism/10327; westar.v0) and EnsemblPlants (https://plants.ensembl.org/Camelina_sativa/Info/Annotation/, GCA_000633955.1), respectively.

### Orthogroup and Gene Ontology (GO) Analysis.

To classify *Arabidopsis* genes into orthogroups, Orthofinder (v 2.5.4) with “-m MSA” was used. This analysis was conducted using a curated dataset of gold-standard flowering plant reference genomes sourced from reputable databases such as Phytozome and Lotus BASE, representing a diverse range of species from both monocots and dicots. The monocots include *Oryza sativa* (NipponBare, Phytozome v7), *Zea mays* (B73, Phytozome RefGen_V4), and *Sorghum bicolor* (BTx623, Phytozome v3.1.1). The dicots include *Glycine max* (Williams82, Phytozome Wm82.a4.v1), *Brassica napus* (Westarv0, BnPIR), and *A. thaliana* (Col-0, Phytozome Araport11). Only the primary protein models were included, defined as the longest CDS unless otherwise specified by the source.

Gene counts across orthogroups and species for each deleted syntenic block were analyzed by parsing Orthofinder results using the deleted *Arabidopsis* genes. Counts for Amborella and the representative monocots and dicots were log-transformed (log_2_(count + 1)). Heatmaps of log-transformed gene counts were generated using seaborn (v 0.12.2) in Python to visualize variation across species. Functional annotations were generated using eggNOG-mapper (v 2.1.12). For each deleted syntenic block, GO terms, Kyoto Encyclopedia of Genes and Genomes annotations, and orthogroups were compiled for the corresponding genes (Dataset S2).

### Whole-Genome Sequencing and Analysis.

For whole-genome sequencing, genomic DNA was initially extracted using the DNeasy Plant Mini Kit (Qiagen). Illumina DNA libraries were then prepared (Illumina DNA Prep), and paired-end 150 bp reads were obtained by sequencing on the Illumina NextSeq2000 platform. The reads were first controlled for quality using FastQC v0.11.9. In order to verify the locations of the deletions in each sample, the reads were then mapped to the Araport11 *A. thaliana* Col-0 genome from Phytozome (https://phytozome-next.jgi.doe.gov/info/Athaliana_Araport11) using minimap2 v2.24-r1122 (43) and samtools v1.17 (44) to sort the resulting mapping file.

### Off-Target Analyses.

Predicted off-target binding sites for the SaCas9 gRNAs were identified using Cas-OFFinder (45). As parameters for identifying off-target sites, a mismatch number equal to or less than three, DNA bulge size equal to or less than two, and RNA bulge size equal to or less than one were used. Global off-target structural variant analysis was conducted by running the short-read SV caller smoove v0.2.8 on the genomic mapping files and the Araport11 genome annotations to produce an annotated variant call format file. The VCF file was then filtered for calls with a Phred quality score greater than or equal to 20. The number of sites that were called as homozygous for the reference was counted for all deletion samples and *A. thaliana* Col-0 control samples. Statistical significance between each deletion sample group and the control group was calculated using Dunnett’s Test.

### Flowering Time and Hypocotyl Assays.

For flowering time assays, plants were grown in long-day conditions at a constant temperature of 21 °C. For measuring hypocotyl lengths, seeds were plated on ½ MS plates. Plates were then wrapped with aluminum foil and placed in 4 °C for at least 3 d for stratification. They were then placed in a growth chamber and grown vertically for 5 to 7 d in the dark (wrapped in aluminum foil) at a constant temperature of 21 °C. Plates were then scanned, and hypocotyl lengths of the deletion lines were quantified using ImageJ.

### RNA Extractions and Library Preparation.

Samples for RNA-seq were grown in long-day conditions at a constant temperature of 21 °C. For pAP141 and pAP142 lines, seeds were plated on ½ MS plates along with Col-0 controls. After ~2 wk of growth, seedlings were collected at two different time points [evening (t1) and morning (t2)] for RNA extractions. Several replicates, each consisting of pooled seedlings (~8 to 10), were included. We also conducted RNA-seq of an independent set of pAP142 samples, where individual seedlings were collected for RNA extraction after ~2 wk of growth in soil, along with Col-0 controls. For pAP146 lines, leaves from individual plants were collected from Col-0, sibling controls, and heterozygous samples after ~2 wk of growth. For pAP146 homozygous lines, seedlings were collected for RNA extraction since these lines were delayed developmentally. All RNA extractions were done using the Direct-zol RNA Miniprep Kit (Zymo Research). To prepare libraries for RNA-seq, the Illumina Stranded mRNA Library Prep Kit was used. Libraries were sequenced on the NovaSeqX platform (10B flowcell, 100 cycles).

### RNA-seq Analyses.

RNA-seq libraries were mapped to the Araport11 (46) reference genome using hisat2(v2.2.1) (47). Those alignments were visually inspected using JBrowse2 to verify the absence of expression in homozygous mutants indicative of successful deletions. The RNA-seq libraries were also quantified against the Araport11 primary transcriptome using salmon(v1.6.0) (48). The resulting counts were then imported into DESeq2(v1.44.0) (49) with design formulae relevant to each experiment. The design formula for pAP142, pAP146, and pAP147 was genotype, while the TOD formula utilized a combination of genotype and time point. Normalization was then performed on the counts using DESeq2 to estimate size factors via the median ratio method. Differential expression analysis was then conducted with DESeq2, modeling the normalized count data with a Negative Binomial distribution. Statistical contrasts were extracted from the DESeq2 output with the “results” command to compare all relevant experimental groups, with control samples serving as the baseline when applicable. Results from DESeq2 are provided in Dataset S4.

In order to investigate potential gene compensation effects, we used the previously described Orthofinder results to identify paralogues of our deleted genes within *Arabidopsis*. If compensation at the expression level is occurring, we should expect the expression of paralogues outside the deletions to go up in the homozygous mutant lines compared to the wt controls to compensate for the loss of expression in the deleted region. For each gene in a deleted region, we identified the orthogroup it belonged in, then computed the total expression of genes inside the deleted region in that orthogroup and outside the deleted region in that orthogroup. We could then directly compare the expression of the paralogues of deleted genes (the genes in the orthogroup but outside the deleted region) between the wt and deletion lines, as well as confirm the loss of expression in the deleted region. This analysis was repeated using syntenic gene groups defined by MCscan results which produced smaller groups. Because this analysis may obfuscate effects specific to a single paralogue within a larger group of paralogues, we also looked directly at the paralogues of deleted genes individually using our prior described differential expression results.

To further elucidate potential compensation mechanisms and characterize our deleted genes and our DEGs, we accessed a large public *Arabidopsis* gene coexpression network (35). This network categorized genes into 54 modules. We conducted a hypergeometric test to evaluate whether any of these modules were associated with our deleted regions or the sets of DEGs in our deletion lines. We applied a Benjamini–Hochberg correction and reported all associations with a corrected *P*-value below 0.05 as significant. We also assessed the centrality of deleted genes using Weighted Network Connectivity (WNC), a measure of gene centrality in the coexpression network (50). For each deleted region, we calculated the mean WNC of the genes within that region and compared it to a null distribution generated from 10,000 bootstrap samples, each consisting of a randomly selected gene set of equal size. To estimate a *P*-value, we used a two-tailed test based on the absolute difference between the observed mean WNC and the bootstrap distribution mean—that is, the *P*-value reflects the proportion of bootstrap samples with a more extreme absolute deviation from the mean than that observed for the deleted region. We also tested whether proximity in the graph to deleted genes was predictive of differential expression status. For each nondeleted gene, we identified the strongest weight connecting that gene to any of the deleted genes, and then used those weights to predict differential expression status using a logistic regression model. Upon seeing that strong connections to pAP142 deleted genes were associated with upregulation, we suspected that activity in module 8 via AT5G28060 may be explaining the results. Thus, we repeated the analysis after excluding AT5G28060 from the graph. In this subsequent analysis, we found that strong connections to deleted genes were now associated with downregulation.

## Supplementary Material

Appendix 01

Dataset S01

Dataset S02

Dataset S03

Dataset S04

Dataset S05

## Data Availability

Custom code/scripts used in this study have been deposited in GitLab (https://gitlab.com/salk-tm/syntenic_deletions_project) (51). Whole-genome sequencing and RNA-sequencing data have been deposited in the Sequence Read Archive (SRA) and Gene Expression Omnibus (GEO) databases and can be accessed with the accession numbers PRJNA1210642 (52) and GSE287593 (53), respectively.

# Supplementary material for: Targeted deletions of large syntenic regions in Arabidopsis thaliana
**Source:** Proc Natl Acad Sci U S A. 2025 Aug 11;122(33):e2419744122. doi: 10.1073/pnas.2419744122
**Supplement:** Supplementary file 1 — Appendix 01

Supporting Information for:

Targeted deletions of large syntenic regions in *Arabidopsis thaliana*

Ashot Papikian^a, Rachel J. Rattner^a, Jenni Kao^a, Neil Hauser^a, Nicholas Allsing^a, Allen Mamerto^a, Nolan T. Hartwick^a, Kelly Colt^a, Todd P. Michael^{a,b,c,d,1}

This PDF file includes:

Figures S1-S29, Tables S1-S2

Other supporting materials for this manuscript include the following:

Datasets S1-S5

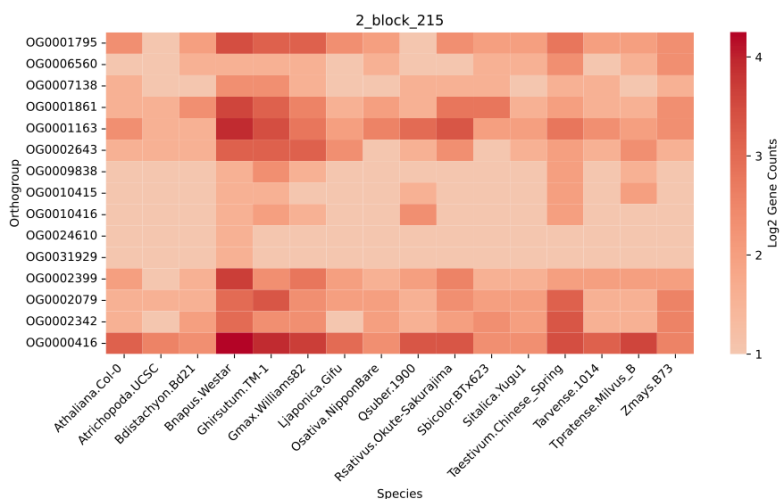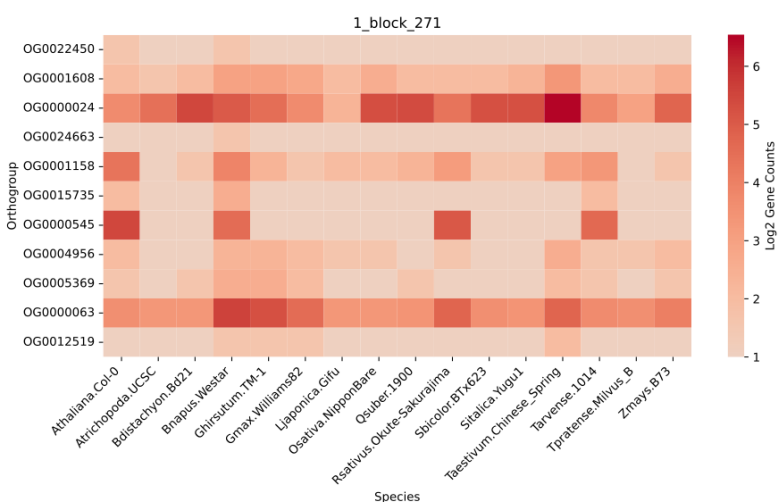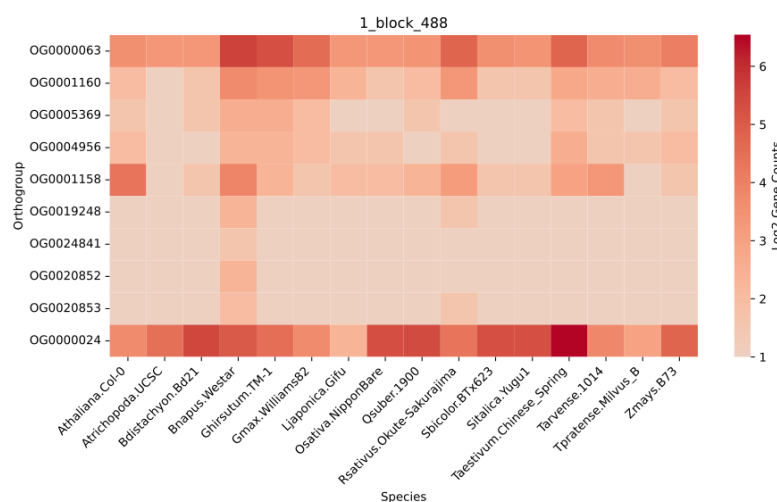

Fig. S1. Heatmaps representing the log-transformed ($\log_2(\text{count} + 1)$) gene counts across orthogroups (rows) and species (columns) for each deleted block. The color gradient indicates gene counts, where darker colors represent higher gene counts and lighter colors represent lower gene counts. Only orthogroups specific to each block were included.

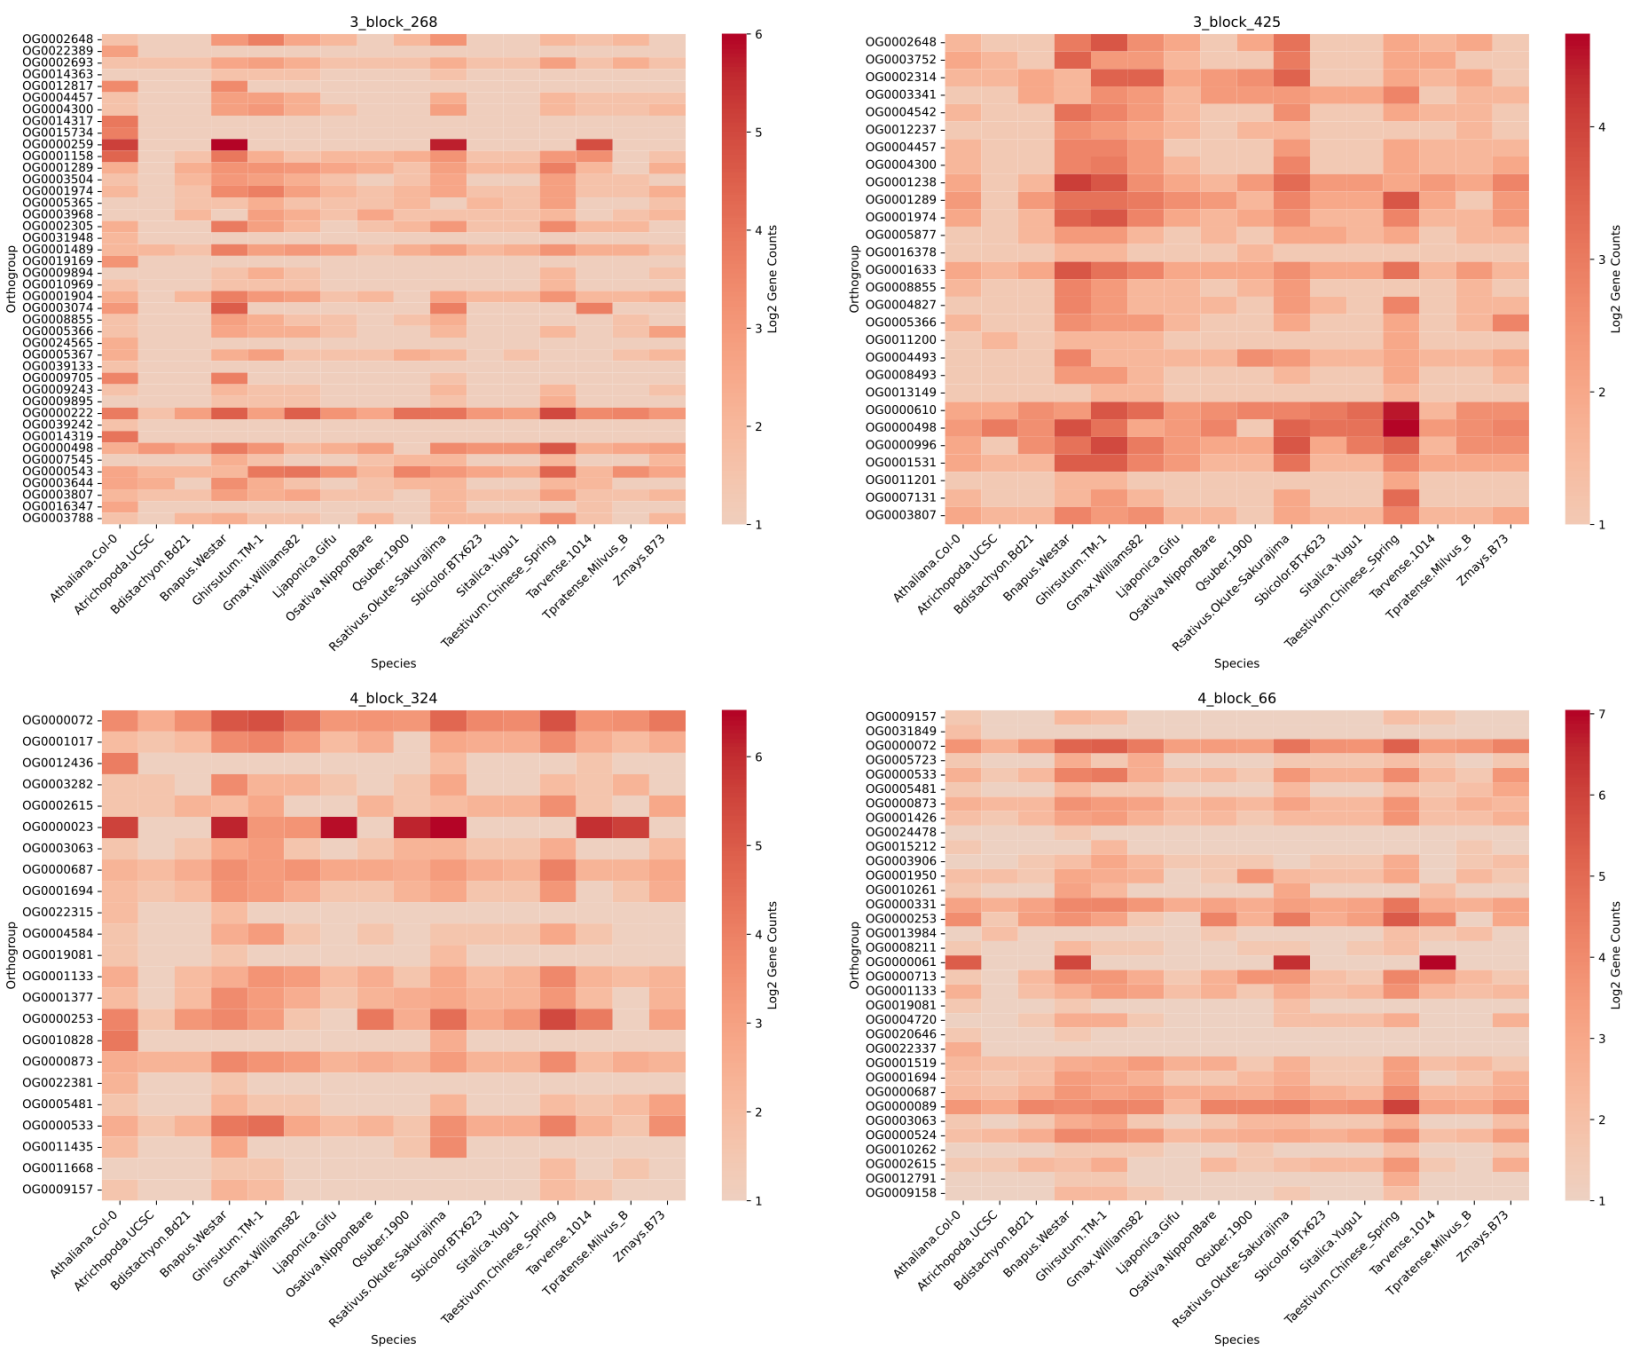

Fig. S2. Heatmaps representing the log-transformed ($\log_2(\text{count} + 1)$) gene counts across orthogroups (rows) and species (columns) for each deleted block (**Fig. S1** continued). The color gradient indicates gene counts, where darker colors represent higher gene counts and lighter colors represent lower gene counts. Only orthogroups specific to each block were included.

Table S1. Frequency of paralogues and single copy genes within each deleted block.

	# of genes with paralogues	frequency of total genes in deleted block	# of single copy genes	frequency of total genes in deleted block
Block 271	25	0.926	2	0.074
Block 438	14	0.875	2	0.125
Block 268	42	0.7	18	0.3
Block 324	31	0.969	1	0.031

The number of genes with paralogues (syntenic paralogues, tandem duplicates, or member of an orthogroup with more than 1 gene) is indicated (1st column) along with the frequency (2nd column) for each deleted block. The number (3rd column) and frequency (4th column) of single copy genes (no identified paralogues) are also provided.

A

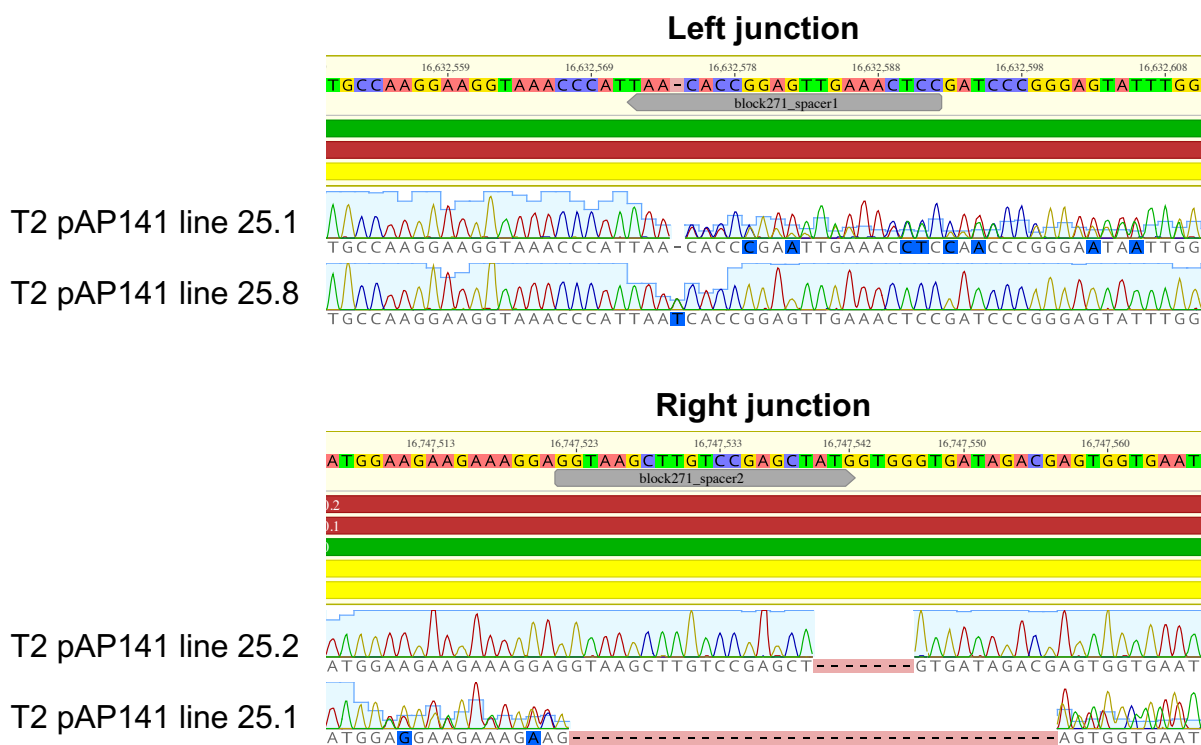

B

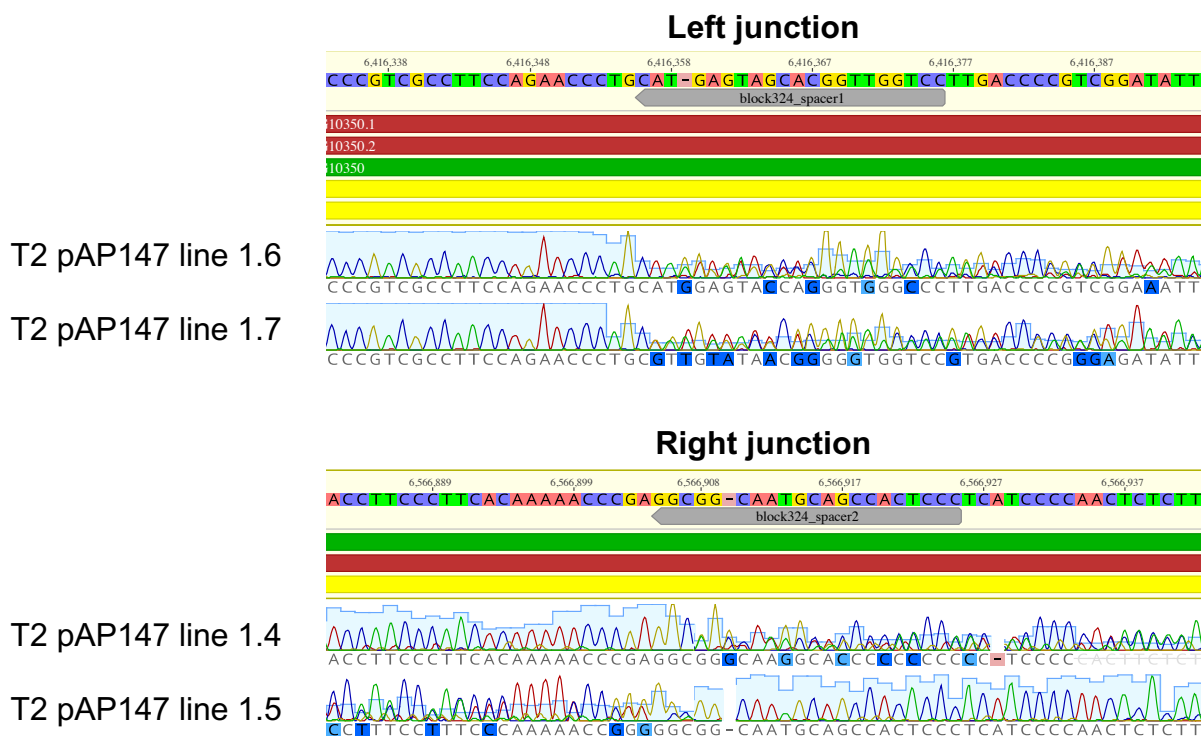

Fig. S3. Verification of gRNA activity at junction sites in plants transformed with pAP141 and pAP147. A) and B) Left and right junction regions of T2 pAP141 and T2 pAP147 plants were amplified and sent for Sanger sequencing to confirm gRNA activity by identifying double strand breaks in transgenic lines. Spacers are annotated within the reference sequence. Bases highlighted in blue represent mismatches.

A

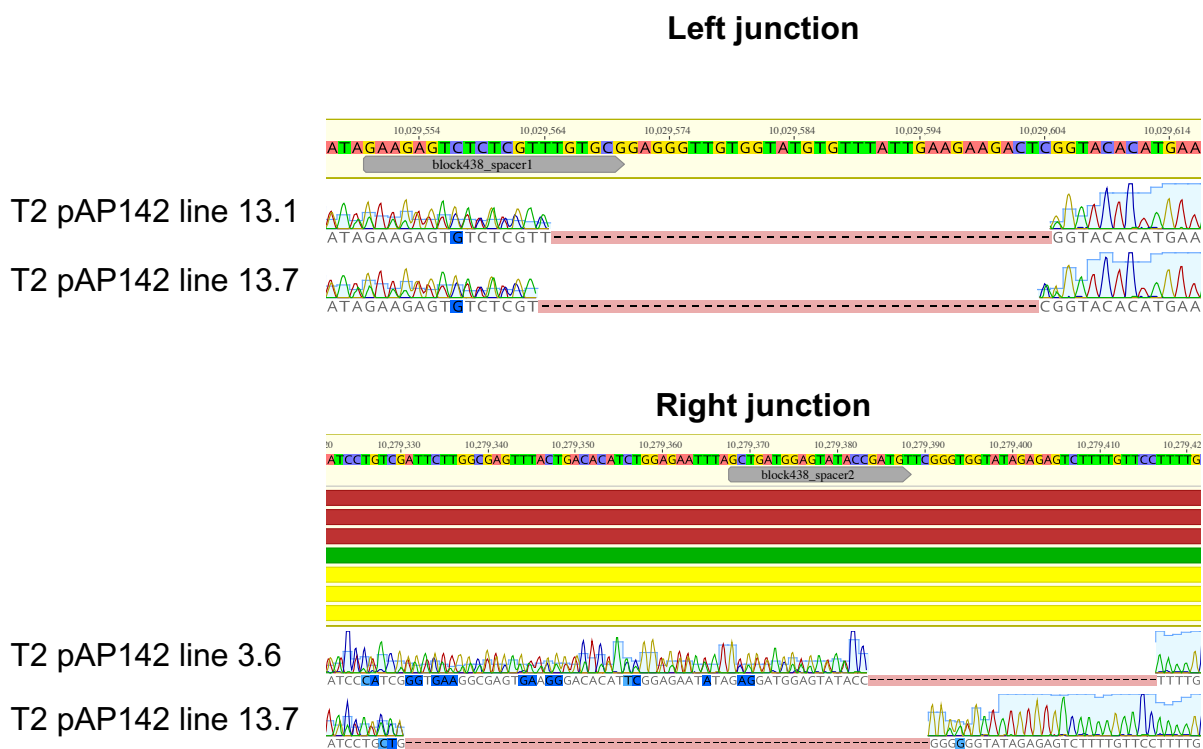

B

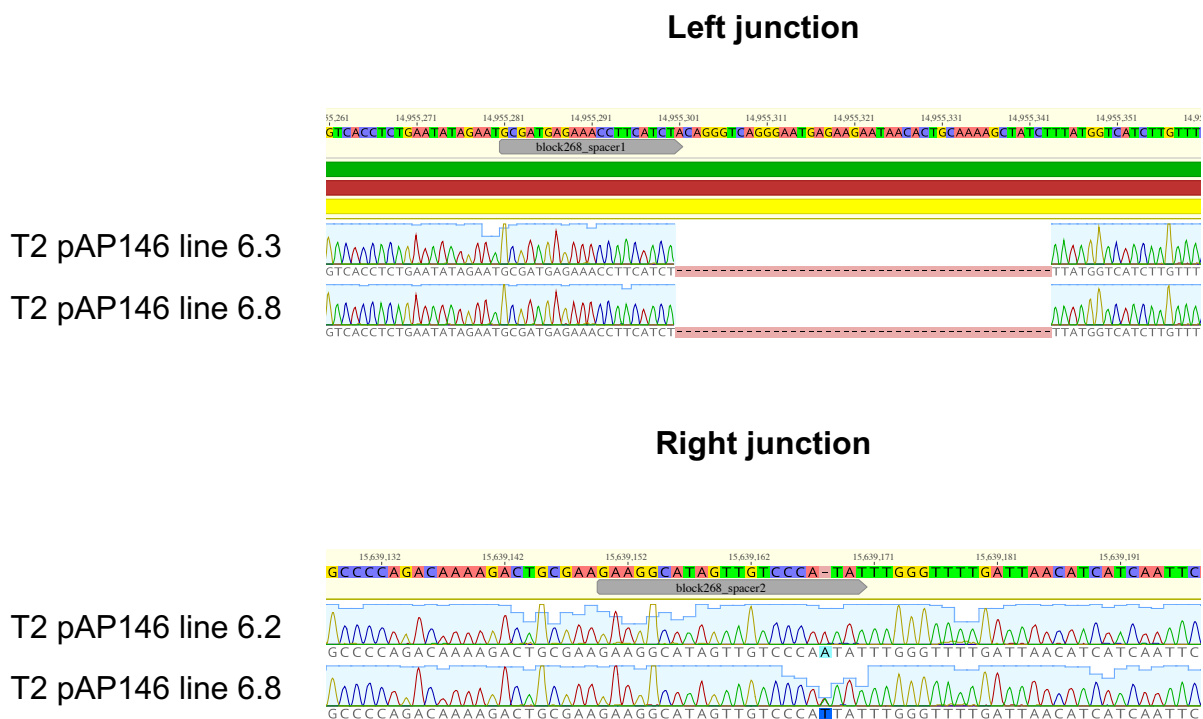

Fig. S4. Verification of gRNA activity at junction sites in plants transformed with pAP142 and pAP146. A) and B) Left and right junction regions of T2 pAP142 and T2 pAP146 plants were amplified and sent for Sanger sequencing to confirm gRNA activity by identifying double strand breaks in transgenic lines. Spacers are annotated within the reference sequence. Bases highlighted in blue represent mismatches.

A

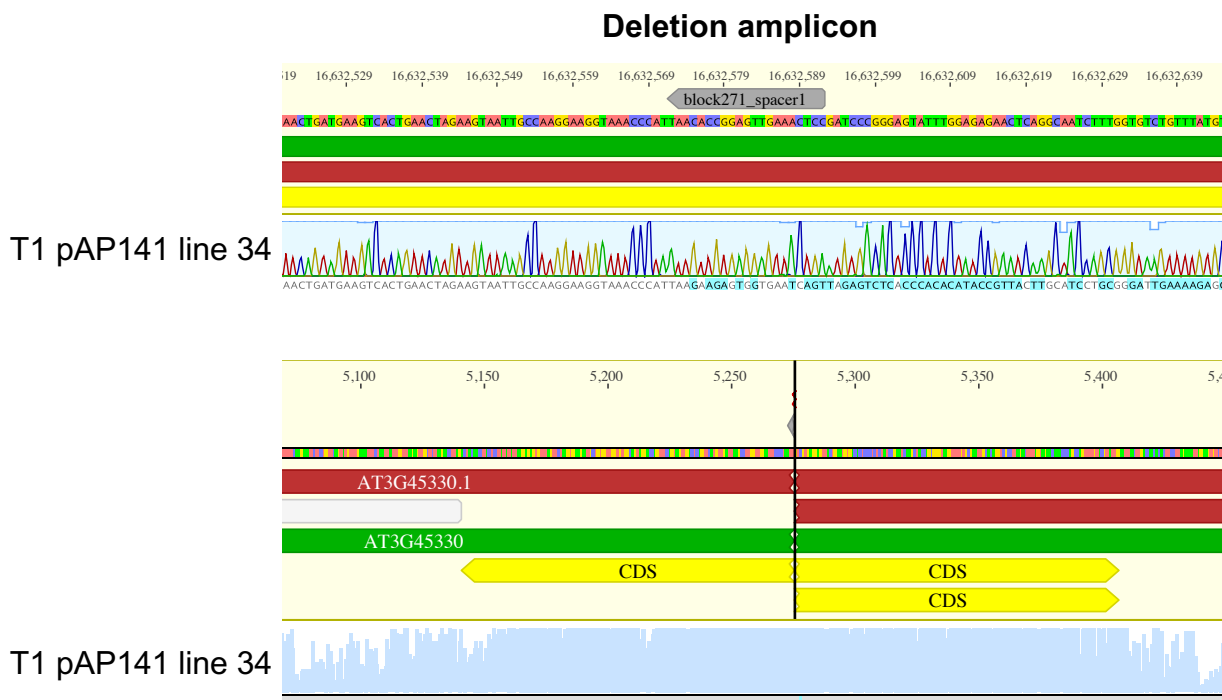

B

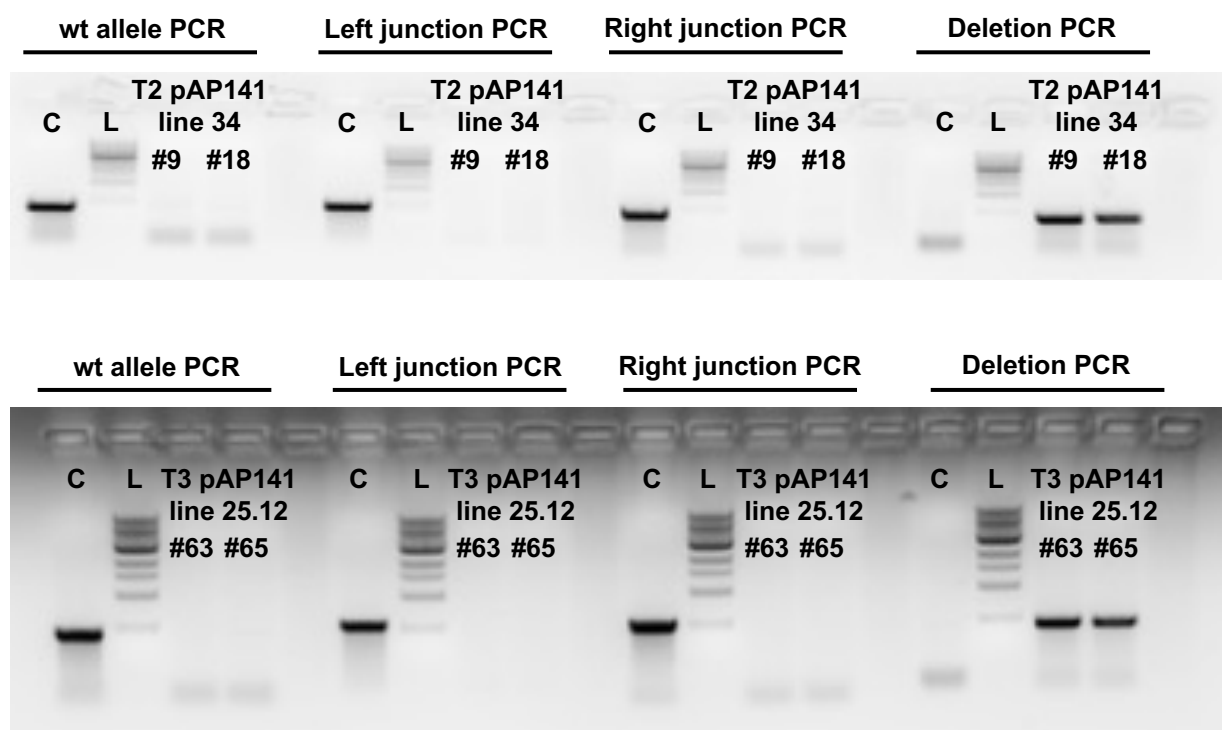

Fig. S5. Deletion of syntenic block 271. A) Top panel displays a screenshot from Geneious of Sanger sequencing results from a deletion amplicon. The spacer sequence is annotated and bases that are highlighted in blue indicate mismatches relative to the reference sequence. Bottom panel represents a zoomed-out view of the top panel with an *in silico* deletion to highlight that the read aligns to the deleted region. The black vertical bar represents the deletion junction. B) wt allele, left junction, right junction, and deletion PCRs were run to identify plants with deletions of both alleles of syntenic block 271. PCRs from T2 and T3 plants from two independent lines are displayed. C=Col-0, L=ladder.

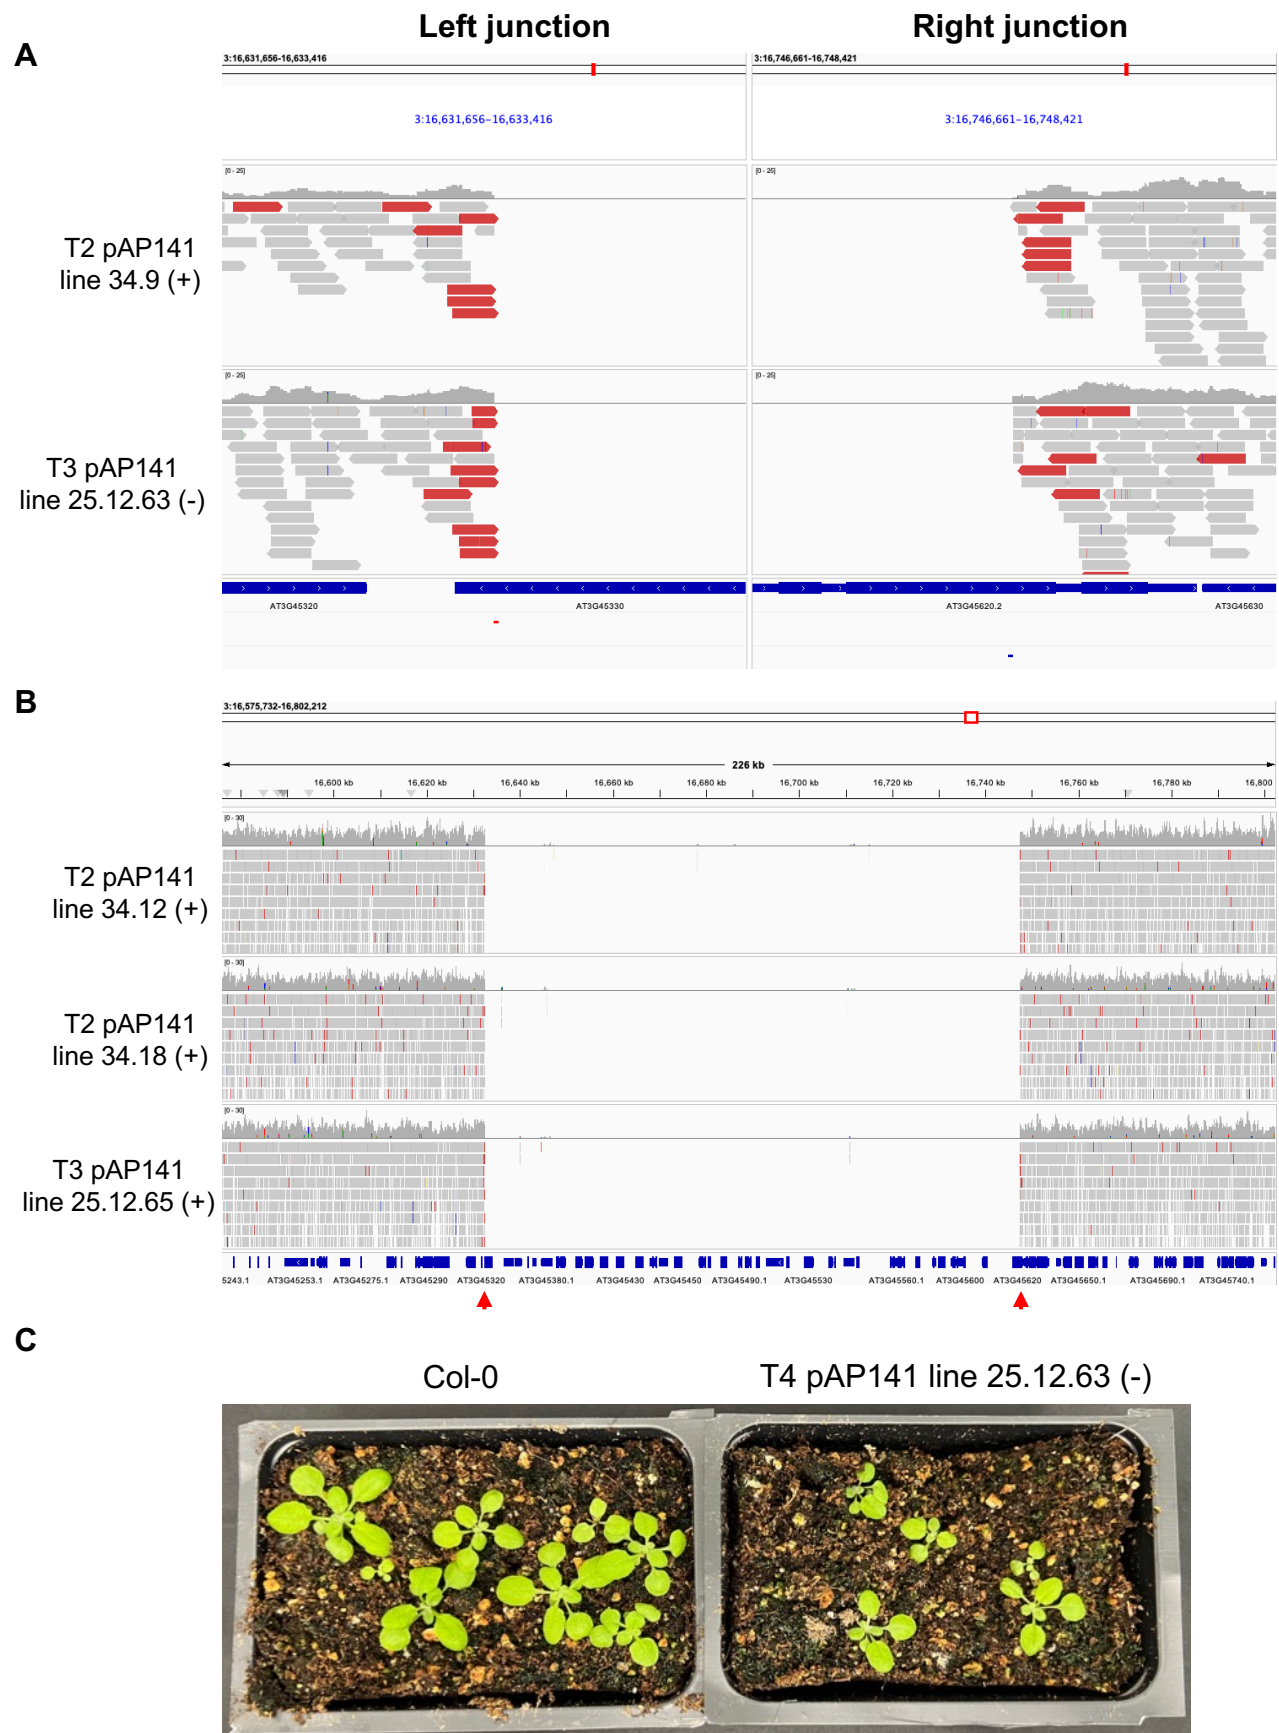

Fig. S6. A) Zoomed in view of Figure 2C displaying left and right junctions of pAP141 samples. Red and blue rectangles beneath alignments represent gRNA sites, where the red rectangle indicates the sequence is from the negative strand and the blue rectangle indicates the sequence is from the positive strand. B) Screenshot from IGV showing whole genome sequencing read alignments within syntenic block 271. Tracks from T2 and T3 samples are displayed. Red arrows represent designed gRNA spacers. C) Comparison of Col-0 and plants from a T4 deletion line. “+” indicates samples containing the T-DNA and “-” indicates null segregants.

A Deletion PCRs – T2 pAP147 plants

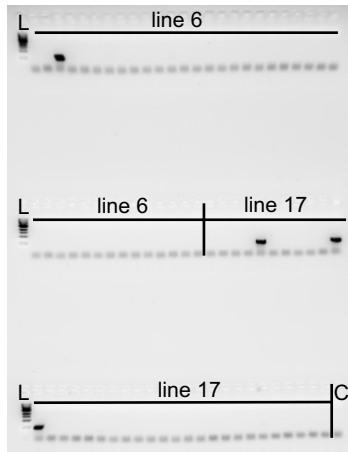

B Right Junction PCRs – T3 pAP147 plants

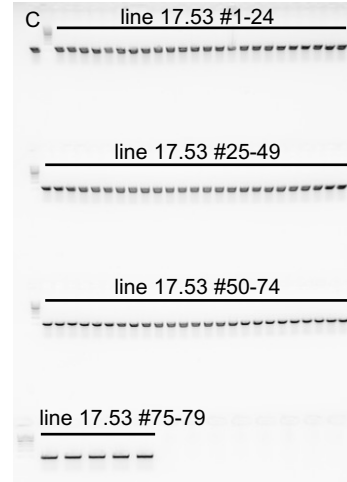

C

Deletion PCRs – T3 pAP147 plants

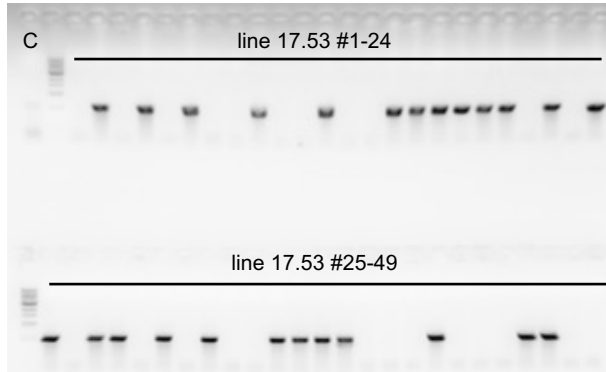

Deletion PCRs – T3 pAP147 plants

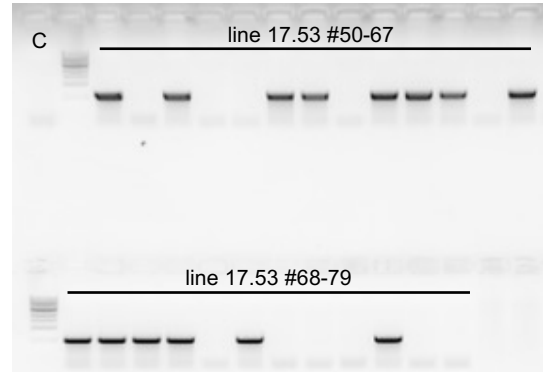

D

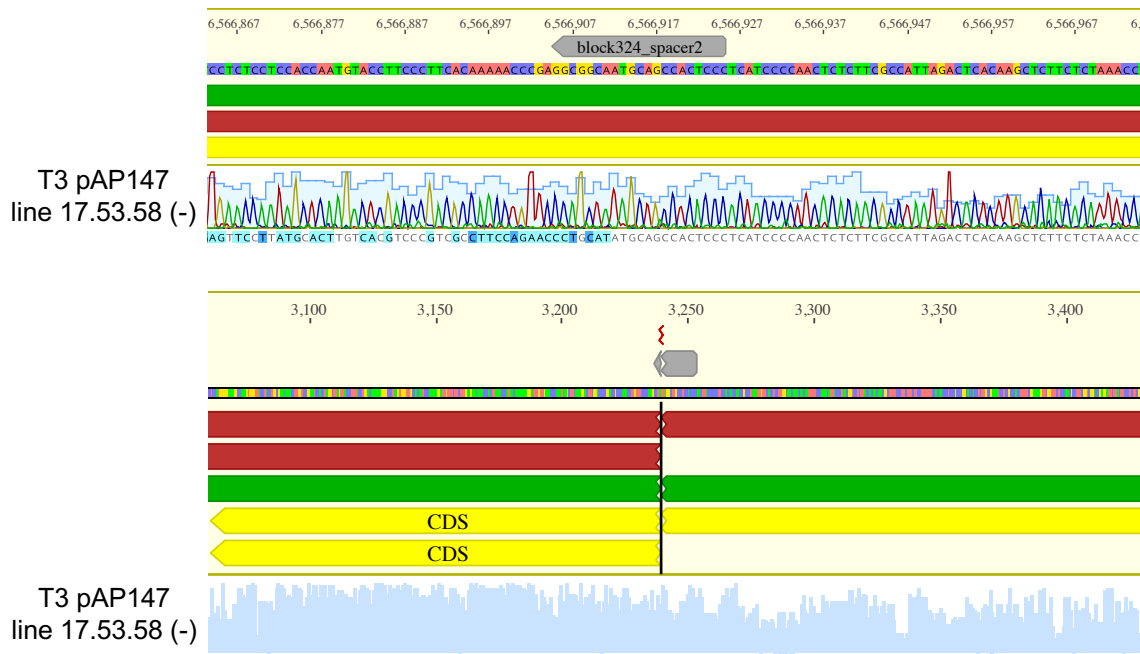

Fig. S7. Deletion of syntenic block 324. A) Deletion PCR screening of individual T2 pAP147 plants from independent lines to identify deletions. C=Col-0, L=ladder. B) Right junction PCRs from a population of T3 plants. C) Both gels display deletion PCR results from T3 plants. D) Top panel displays a screenshot from Geneious of Sanger sequencing results from a deletion amplicon. The spacer sequence is annotated and bases that are highlighted in blue indicate mismatches relative to the reference sequence. Bottom panel represents a zoomed-out view of the top panel with an *in silico* deletion to highlight that the read aligns to the deleted region. The black vertical bar represents the deletion junction. "-" indicates samples that are T-DNA null segregants.

A

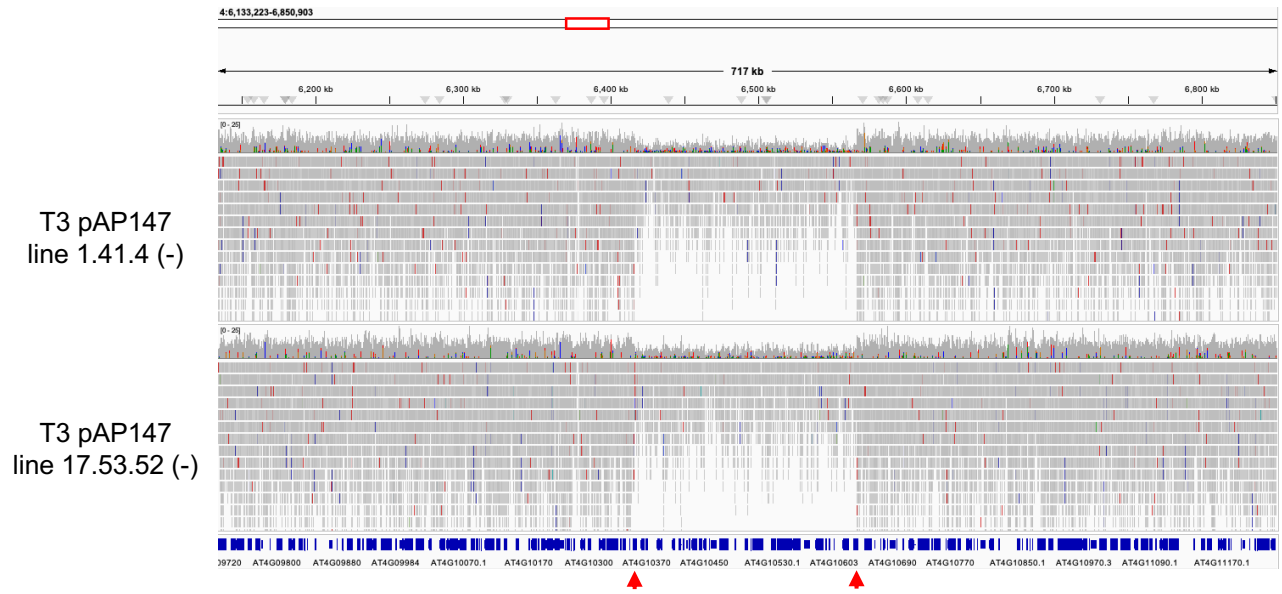

B

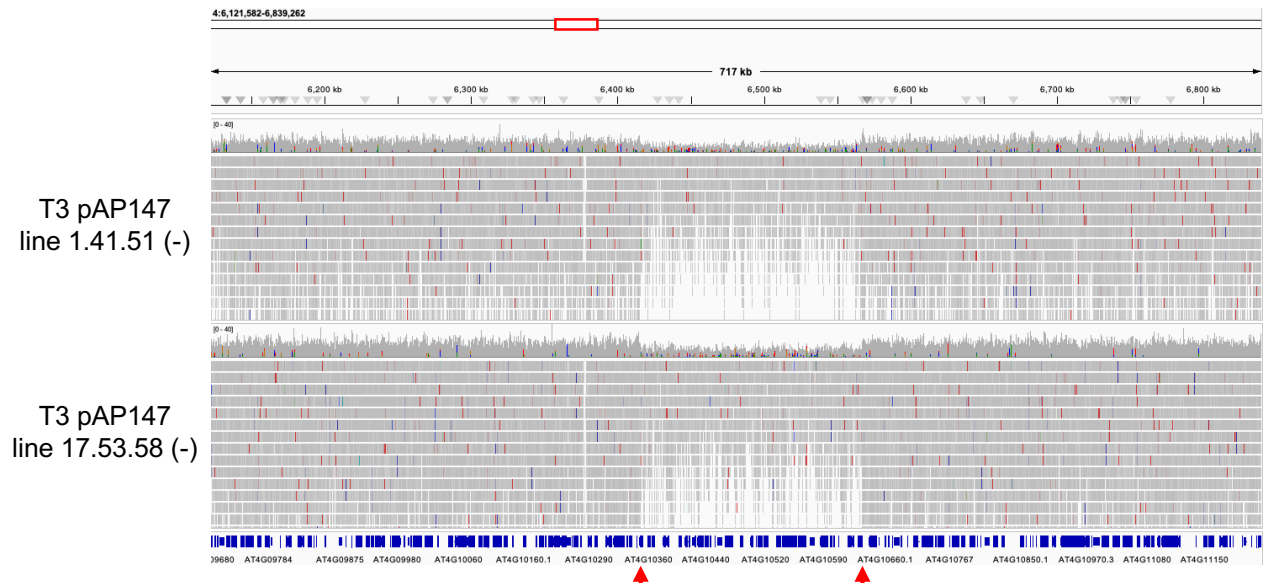

Fig. S8. A-B) Screenshots from IGV showing whole genome sequencing read alignments within syntenic block 324. Tracks from T3 samples from two independent lines and siblings are displayed. Red arrows represent designed gRNA spacers. “-” indicates samples that are T-DNA null segregants.

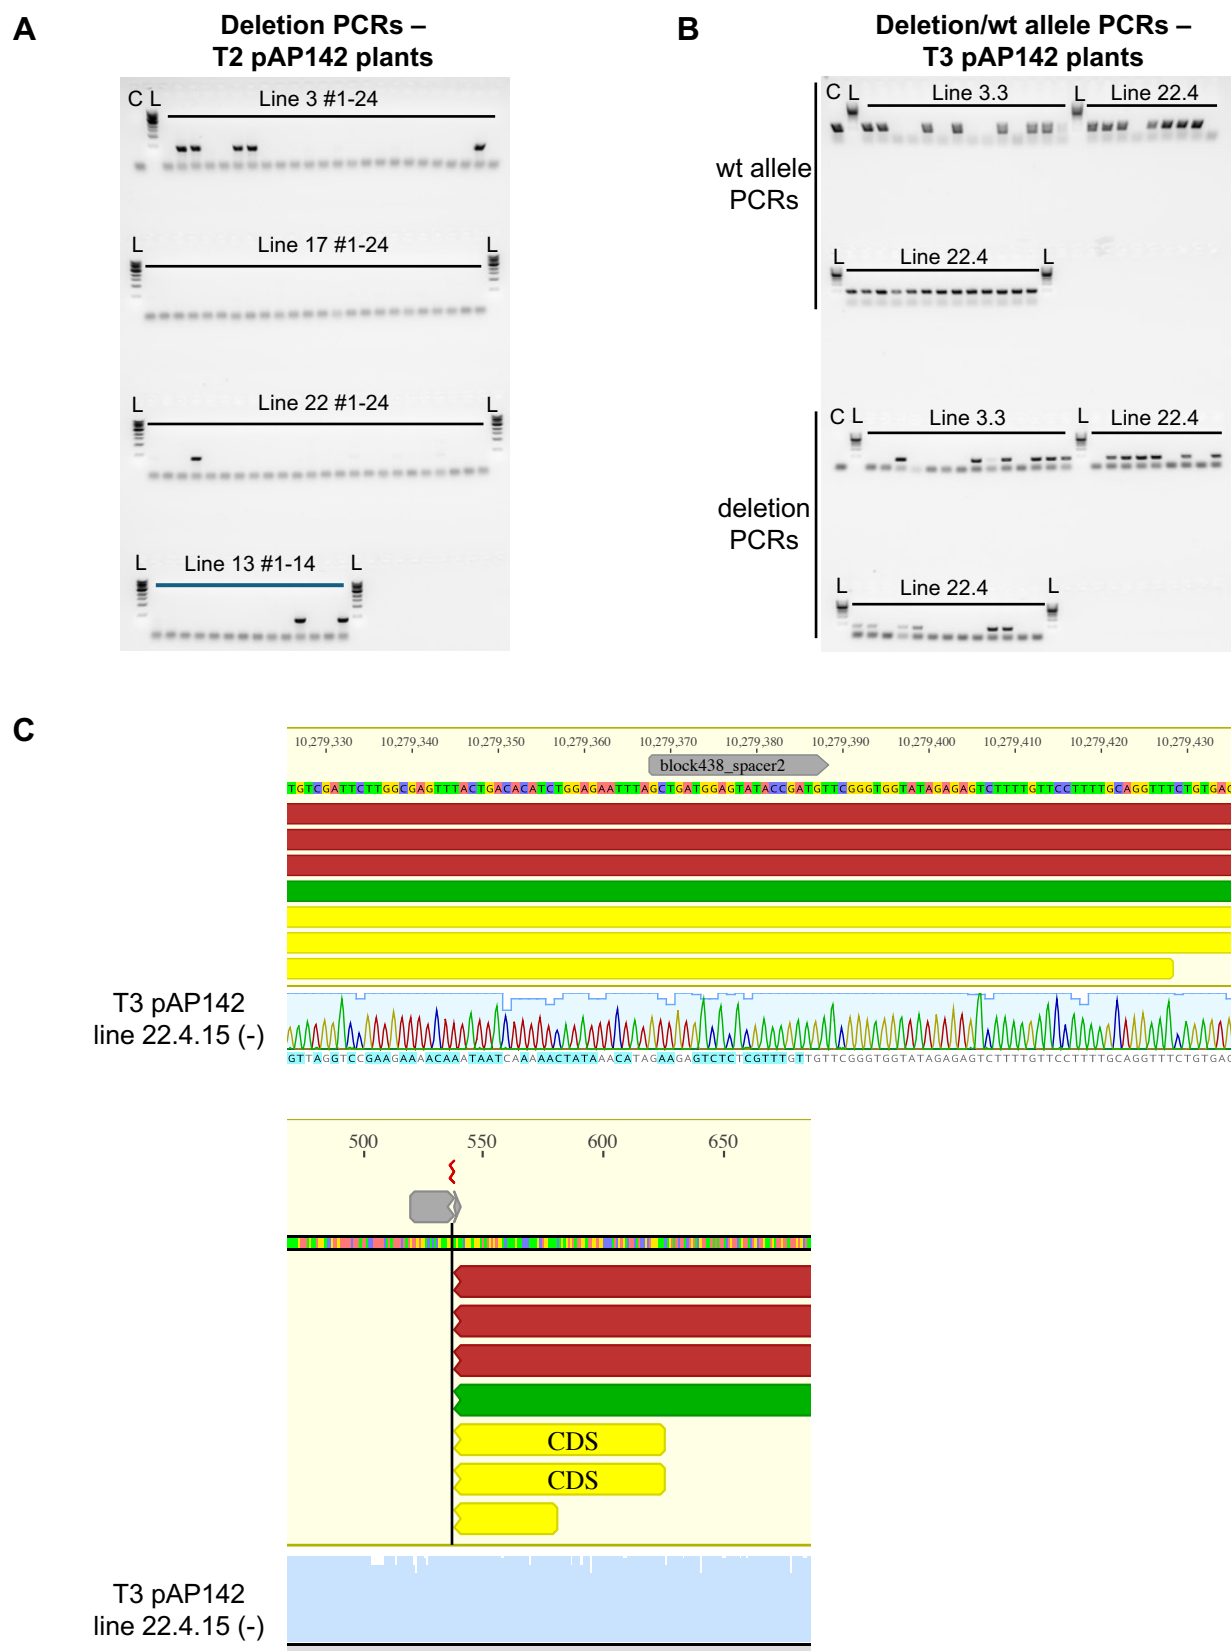

Fig. S9. Deletion of syntenic block 438. A) Deletion PCR screening of individual T2 pAP142 plants from independent lines to identify deletions. C=Col-0, L=ladder. B) Deletion and wt allele PCRs from a population of T3 plants to determine which plants have both alleles of the syntenic block deleted. C) Top panel displays a screenshot from Geneious of Sanger sequencing results from a deletion amplicon. The spacer sequence is annotated and bases that are highlighted in blue indicate mismatches relative to the reference sequence. Bottom panel represents a zoomed-out view of the top panel with an *in silico* deletion to highlight that the read aligns to the deleted region. The black vertical bar represents the deletion junction. “-” indicates samples that are T-DNA null segregants.

AT3 pAP142
line 22.4.15 (-)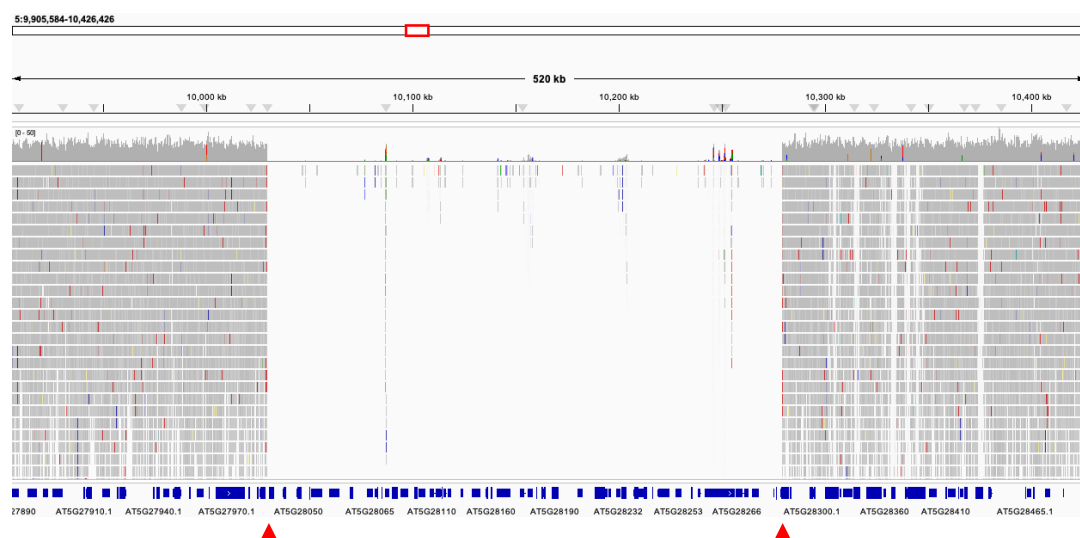**B**T3 pAP142
line 3.3.16 (+)T3 pAP142
line 3.3.20 (+)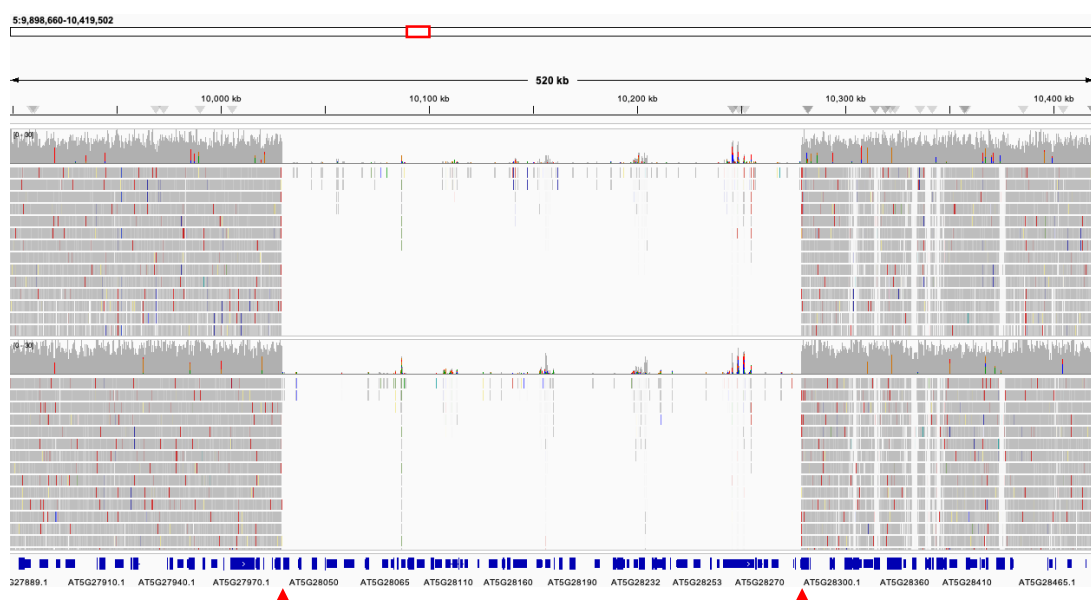**C**

Col-0

T4 pAP142 line 22.4.15 (-)

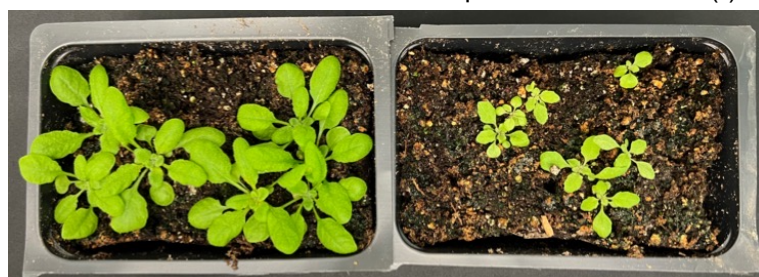

Fig. S10. A-B) Screenshot from IGV showing whole genome sequencing read alignments within syntenic block 438. Tracks from independent T3 lines are displayed. Red arrows represent designed gRNA spacers. C) Comparison of Col-0 and plants from a T4 deletion line. “+” indicates samples containing the T-DNA and “-” indicates null segregants.

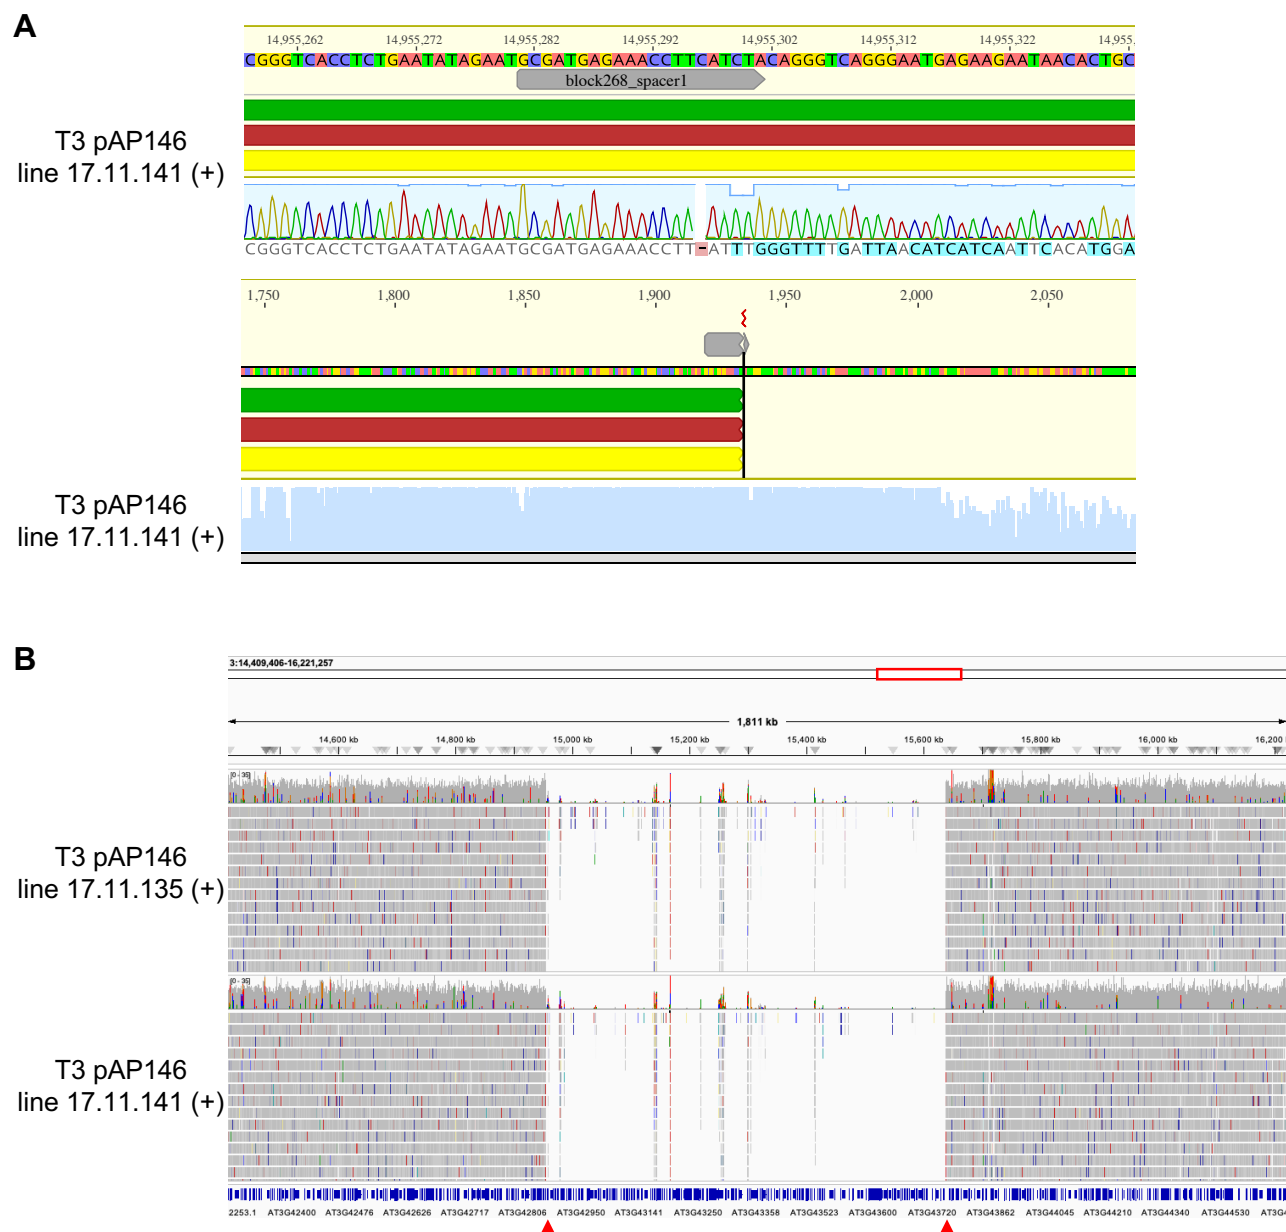

Fig. S11. Deletion of a ~684 kb fragment from block 268. A) The top panel displays a screenshot from Geneious of Sanger sequencing results from deletion amplicon. The spacer sequence is annotated and bases that are highlighted in blue indicate mismatches relative to the reference sequence. The bottom panel represents a zoomed-out view of the top panel with an *in silico* deletion to highlight that the read aligns to the deleted region. The black vertical bar represents the deletion junction. B) Screenshot from IGV showing whole genome sequencing read alignments within syntenic block 268. Tracks from two different plants from a T3 line are displayed. Red arrows represent designed gRNA spacers.

A

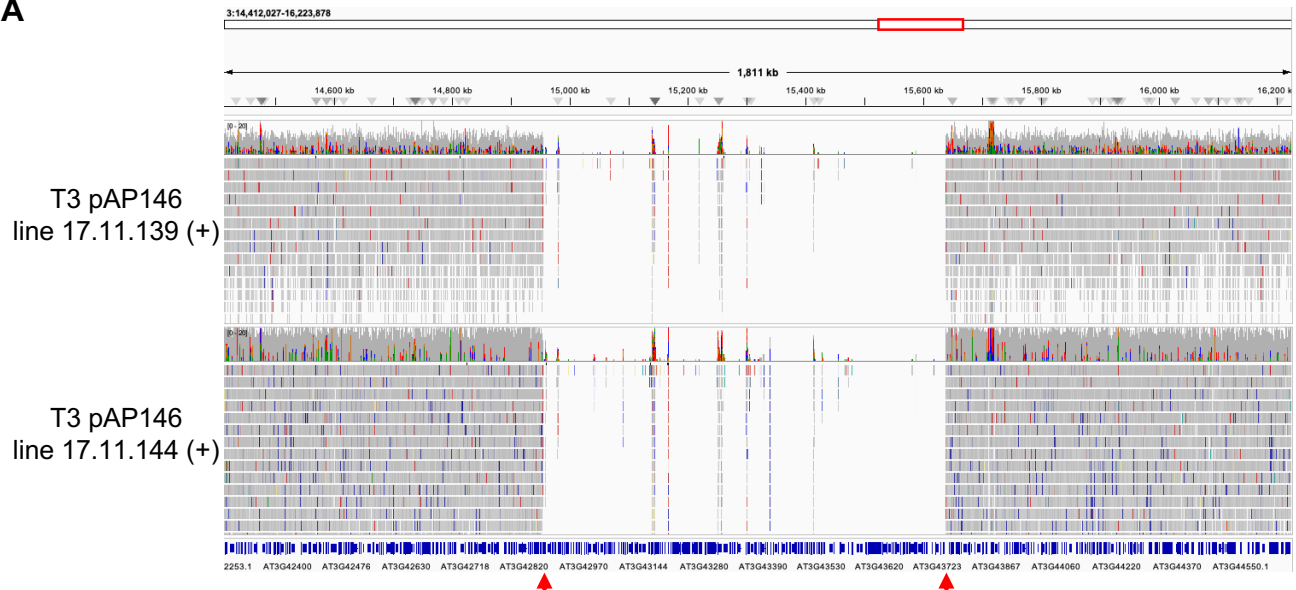

B

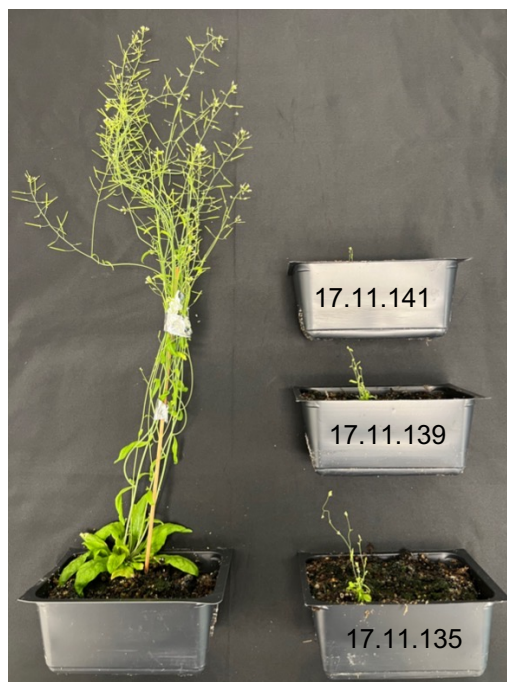

T3 pAP146 line
17.11.126 (het.)

T3 pAP146
deletion lines

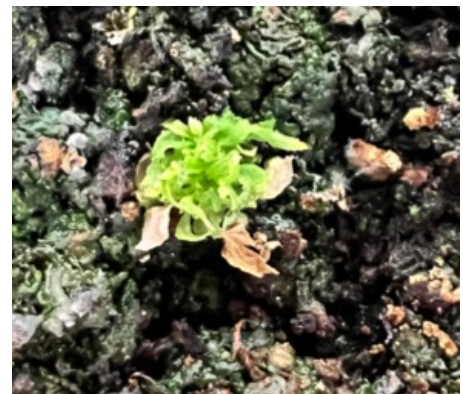

T3 pAP146
line 17.11.170 (+)

Fig. S12. A) Screenshot from IGV showing whole genome sequencing read alignments within syntenic block 268. Tracks from two different plants from a T3 line are displayed. Red arrows represent designed gRNA spacers. B) The first panel depicts a plant heterozygous for the deletion (het.) compared to 3 different T3 plants that are homozygous. The second panel shows a close-up view of a block 268 deletion line. “+” indicates samples that contain the T-DNA.

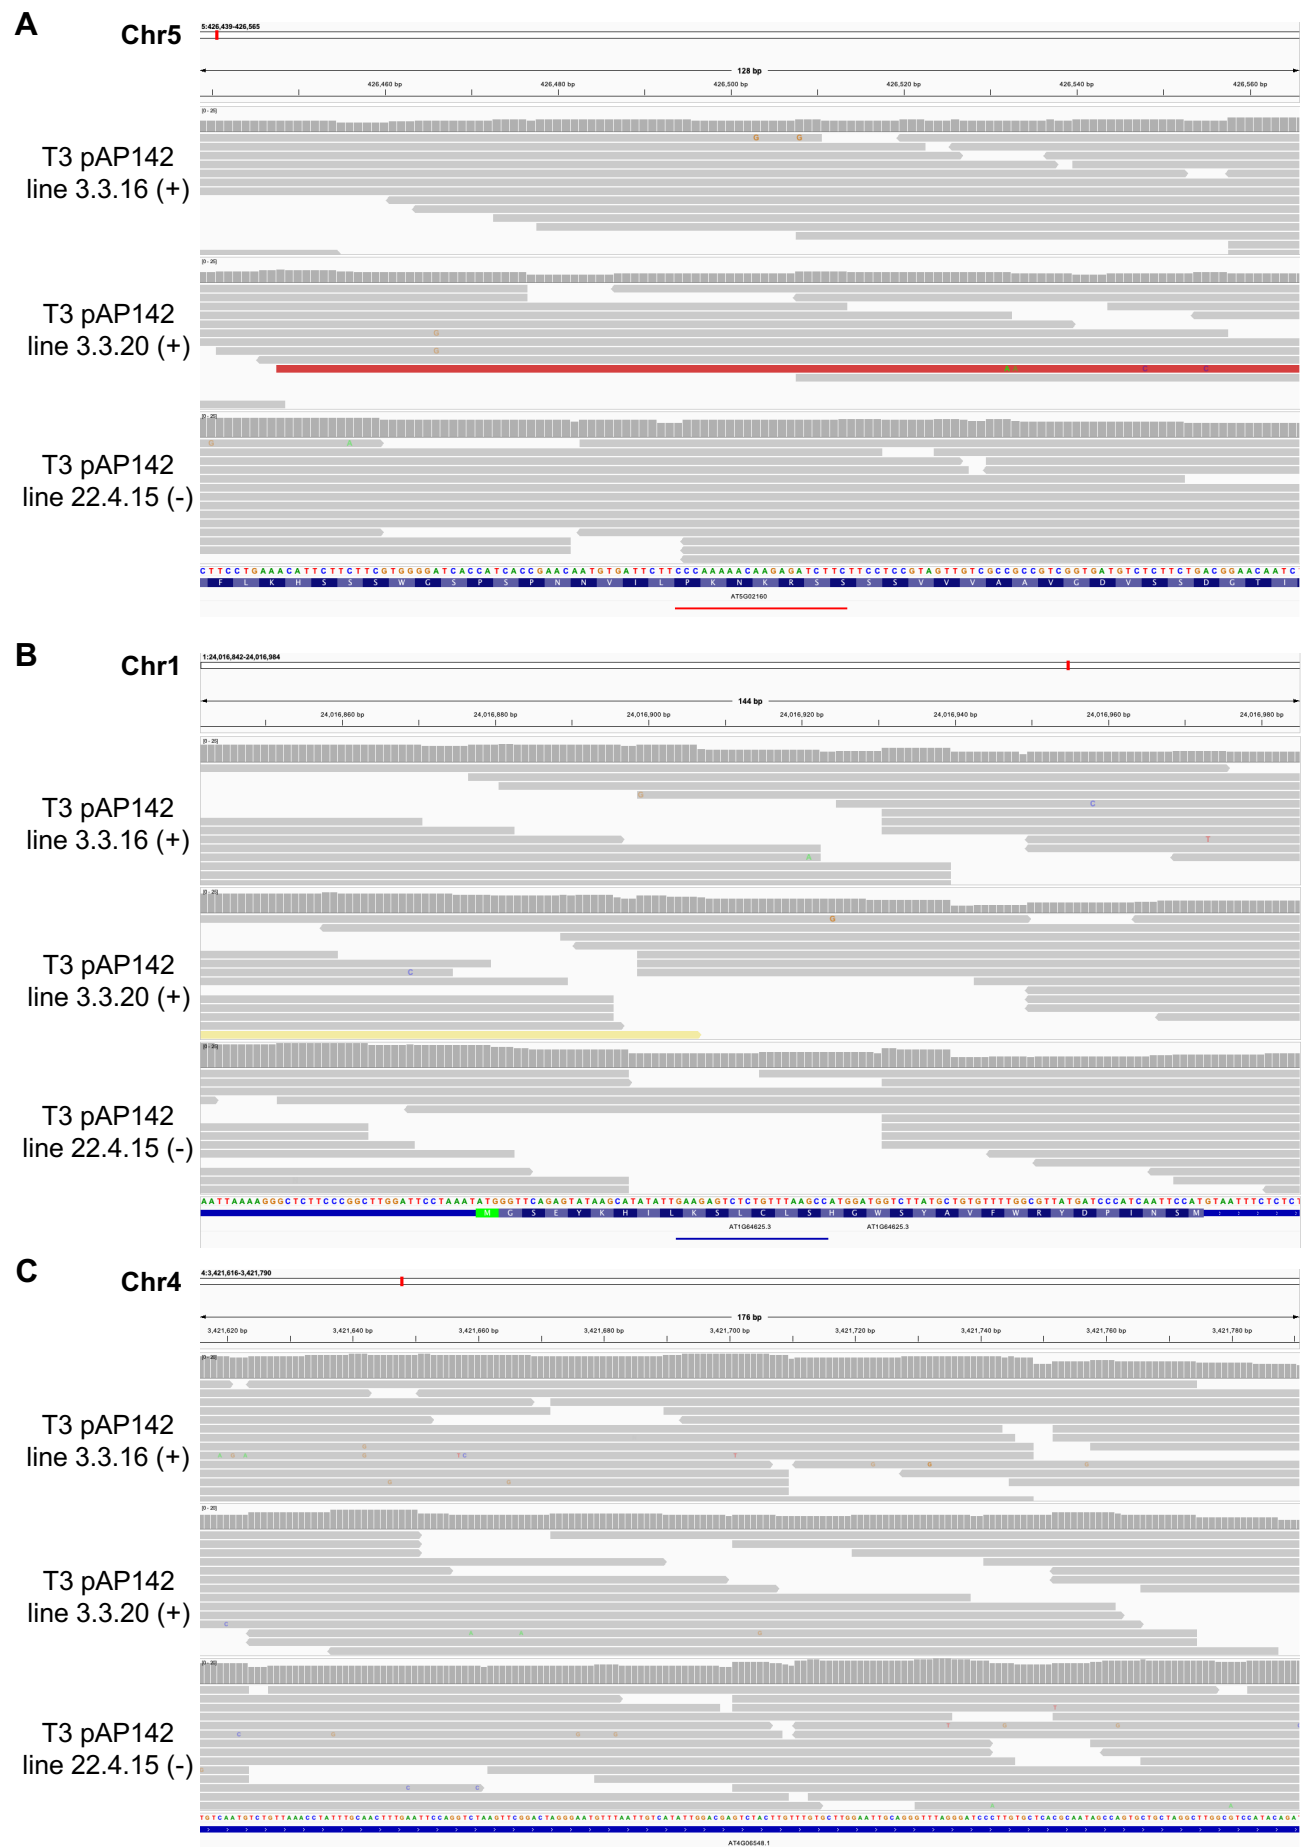

Fig. S13. A-C) Screenshot from IGV showing whole genome sequencing read alignments at the three predicted off-target sites (from Cas-OFFinder) for gRNA1 from pAP142. Tracks from three different plants from T3 lines are displayed. Red (minus strand) or blue (plus strand) bars beneath tracks represent predicted off target binding sites.

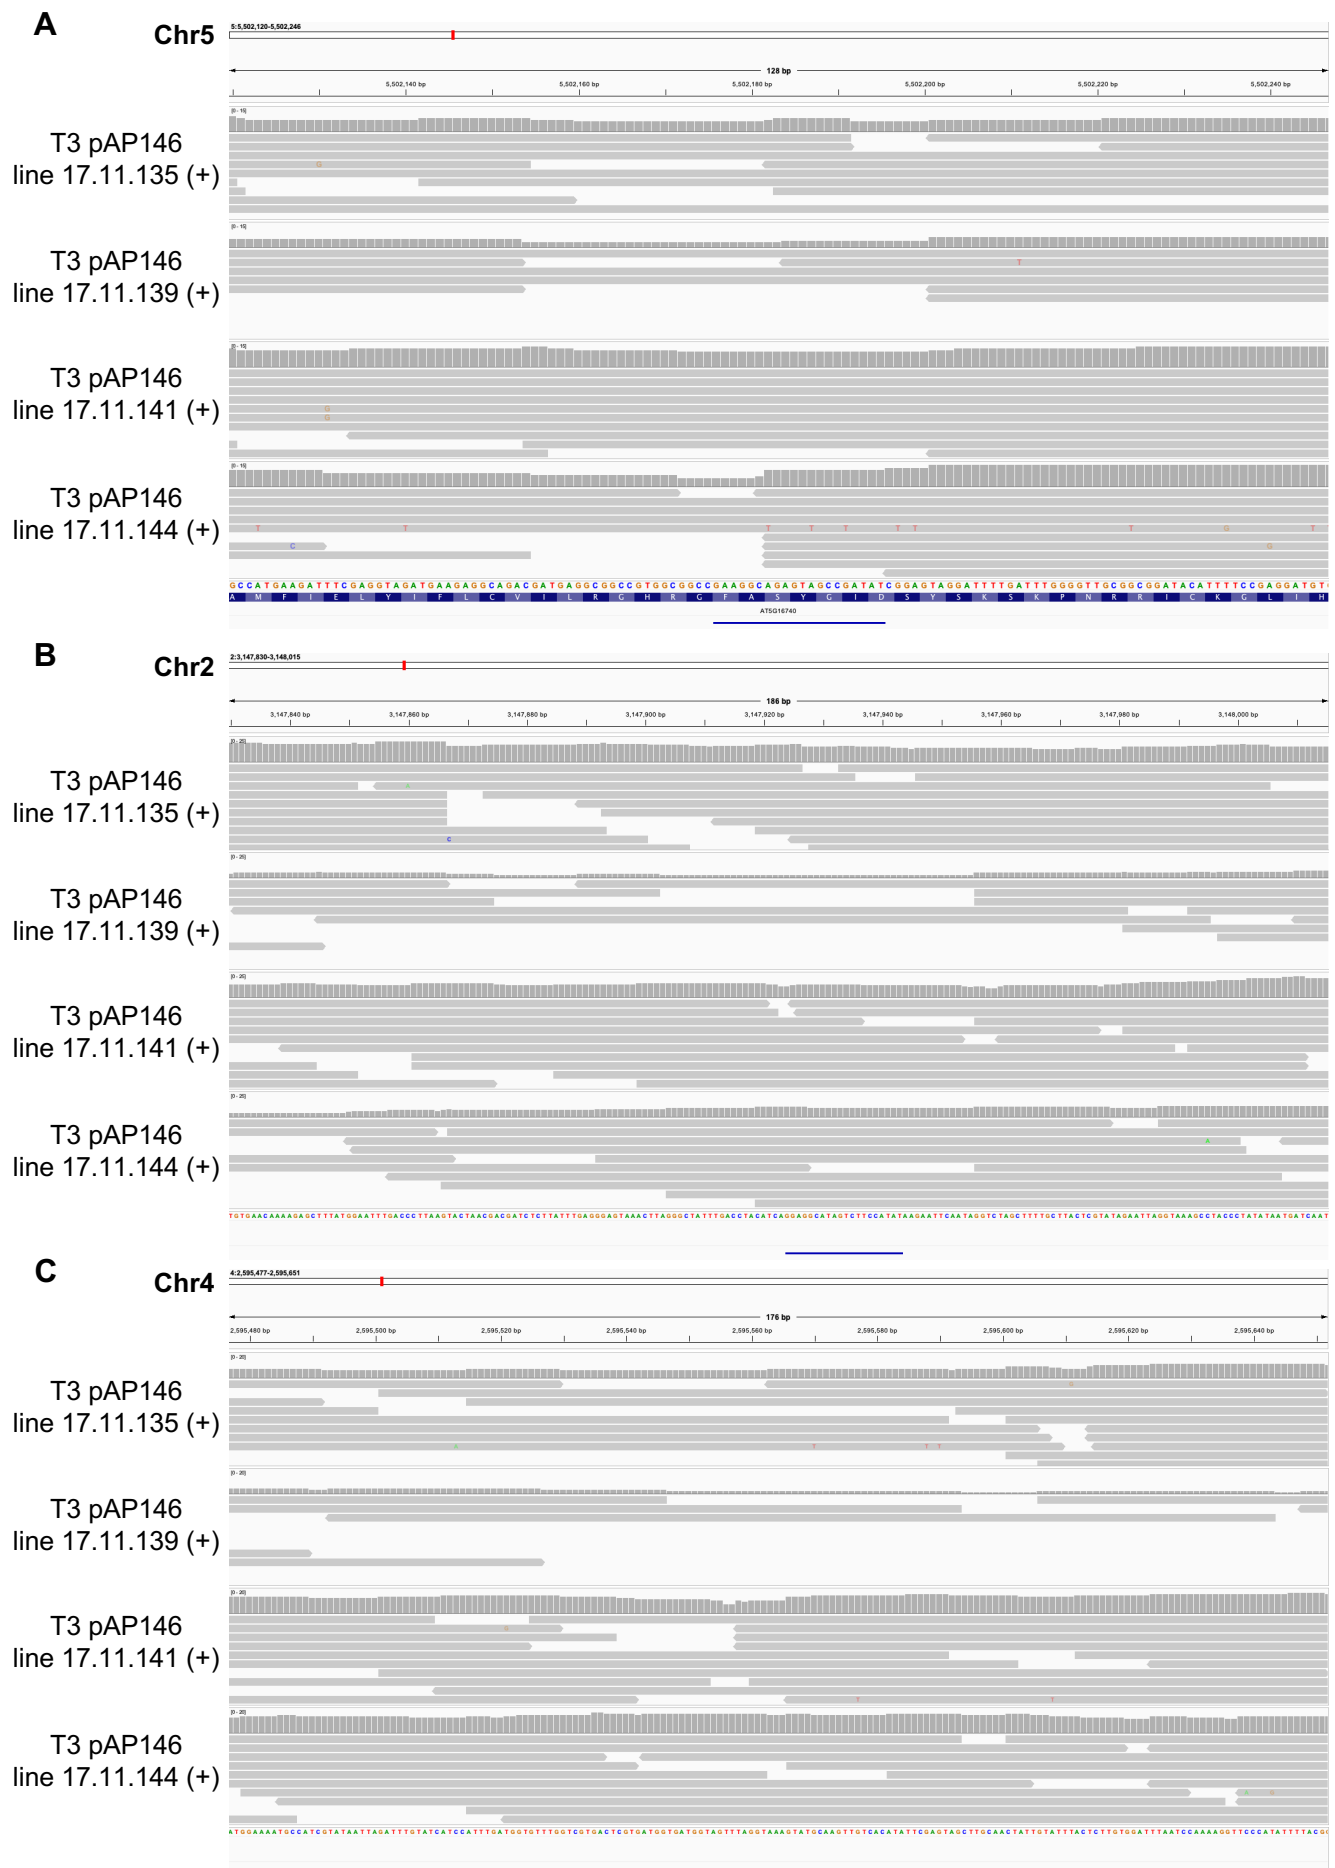

Fig. S14. A-C) Screenshot from IGV showing whole genome sequencing read alignments at the three predicted off-target sites (from Cas-OFFinder) for gRNA2 from pAP146. Tracks from four different plants from a T3 line are displayed. Blue bars beneath tracks represent predicted off target binding sites.

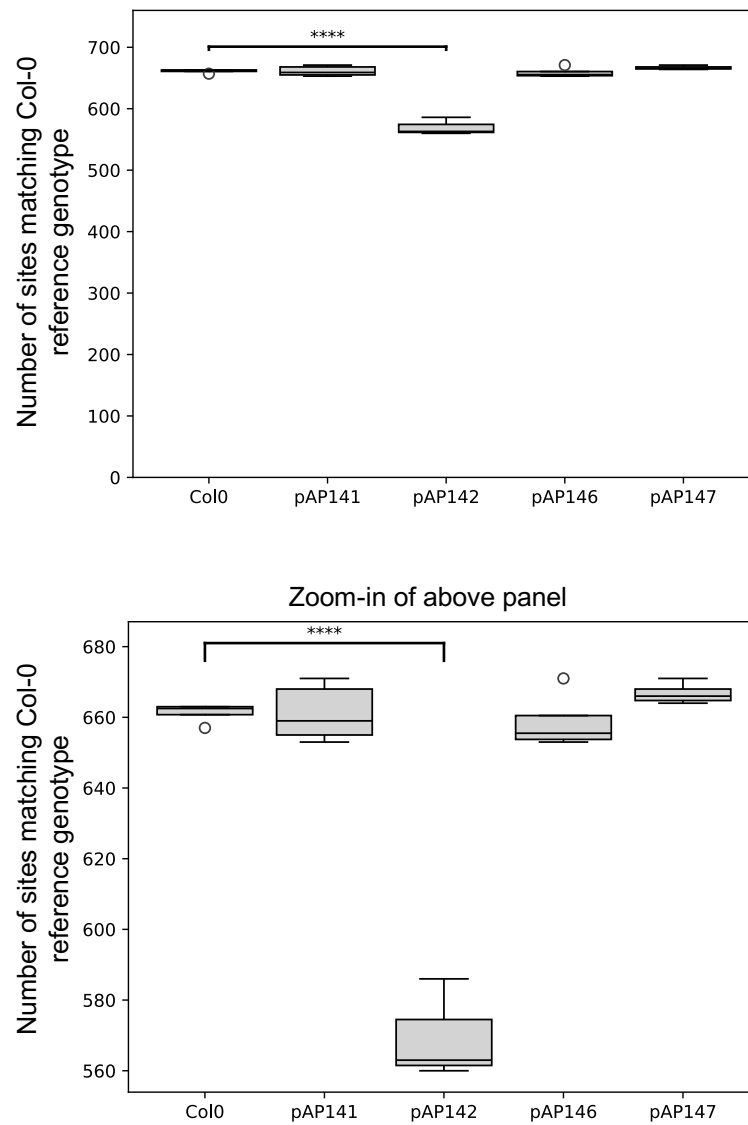

Fig. S15. Box plots displaying off-target effects of syntenic block editing. The y-axis represents the total number of sites matching the Col-0 reference genome (homozygous). $n=4$ for Col-0, $n=5$ for pAP141, $n=3$ for pAP142, $n=4$ for pAP146, $n=4$ for pAP147. Dunnett's test reveals that the difference between Col-0 vs. pAP142 is statistically significant ($p=6.14E-13$). Bottom panel represents a zoomed in version of the top panel.

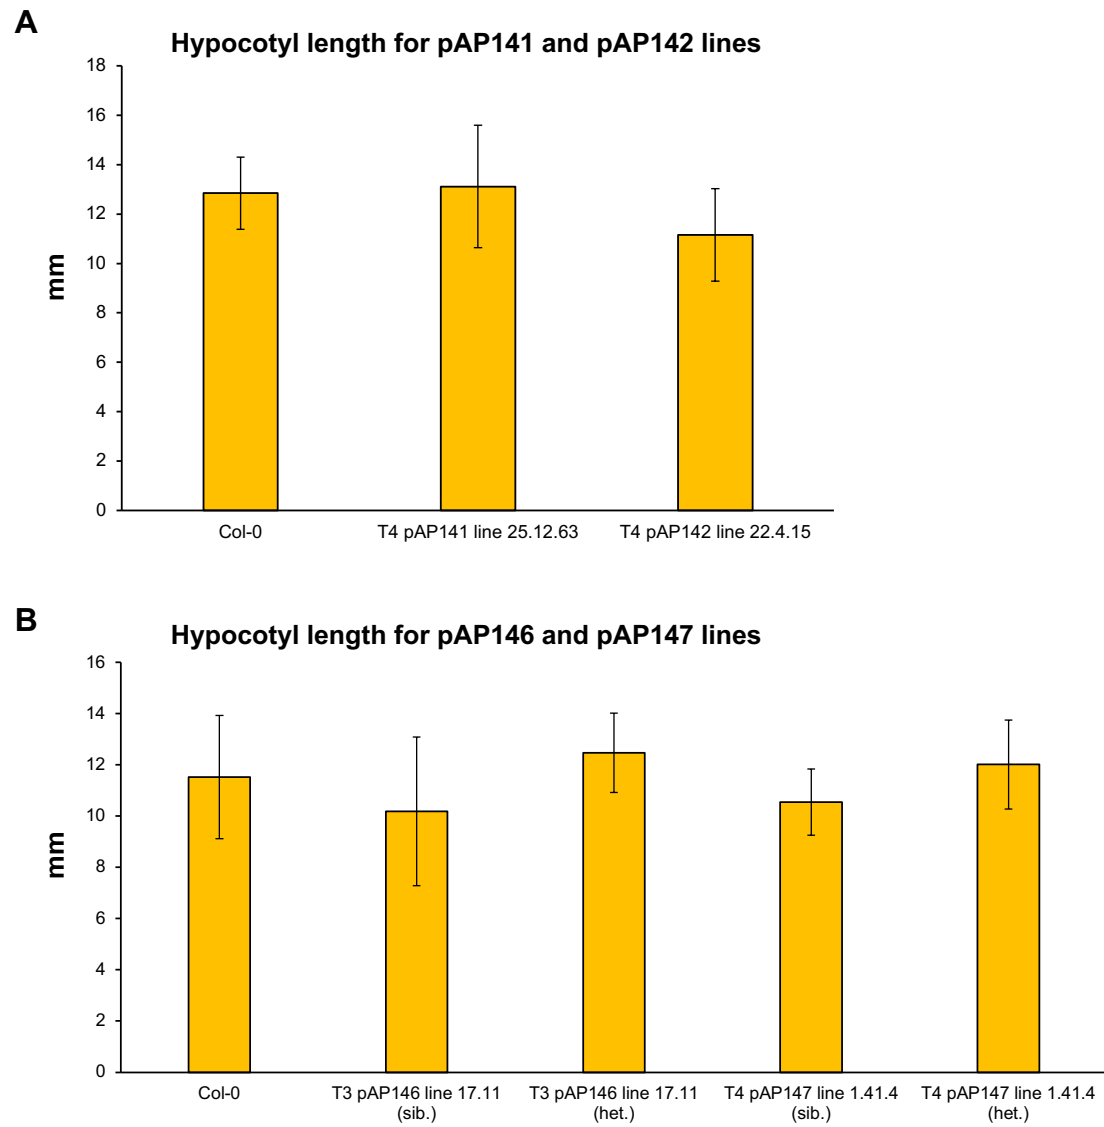

Fig. S16. Hypocotyl length measurements of deletion lines. A) Average hypocotyl lengths (in millimeters) of Col-0, pAP141, and pAP142 lines. $n=11$ for Col-0, $n=12$ for pAP141, and $n=12$ for pAP142. B) Average hypocotyl lengths of Col-0, wt sibling controls, and heterozygous pAP146 and pAP147 lines. $n=8$ for Col-0, $n=4$ for pAP146 (sib.), $n=9$ for pAP146 (het.), $n=3$ for pAP147 (sib.), and $n=9$ for pAP147 (het.). Error bars represent standard deviation. sib. = wt sibling control. het. = heterozygous for the deletion.

A**Flowering time for pAP141 and pAP142 lines**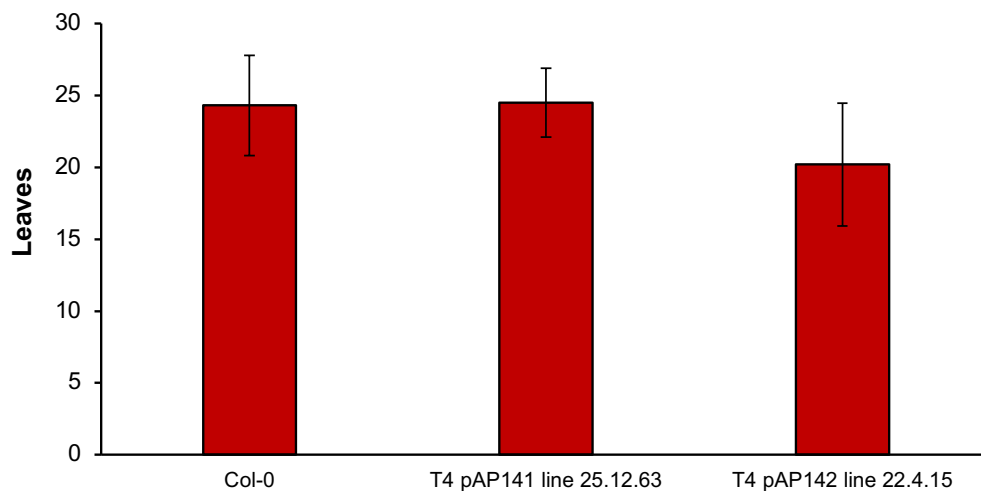**B****Flowering time for pAP146 lines**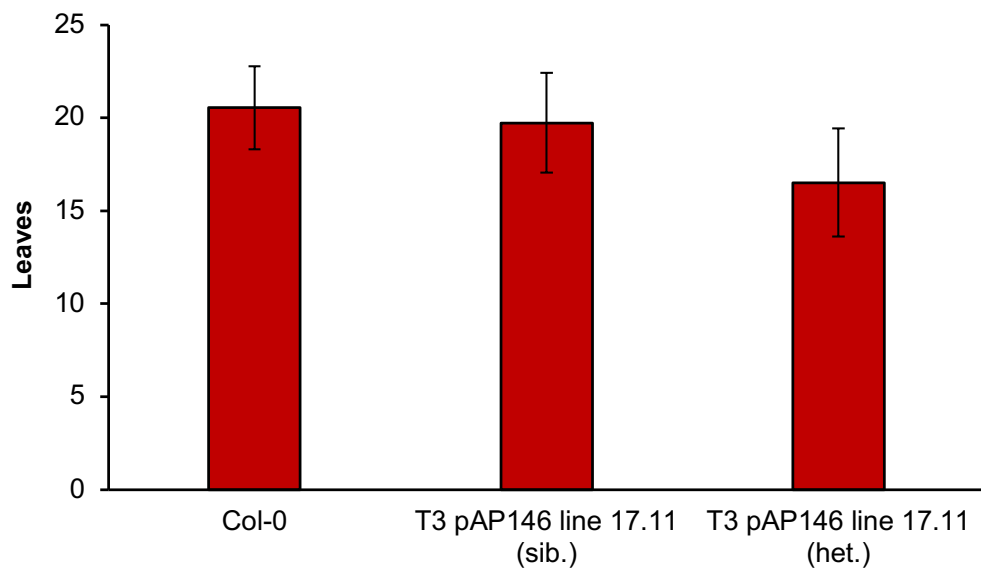**C****Flowering time for pAP147 lines**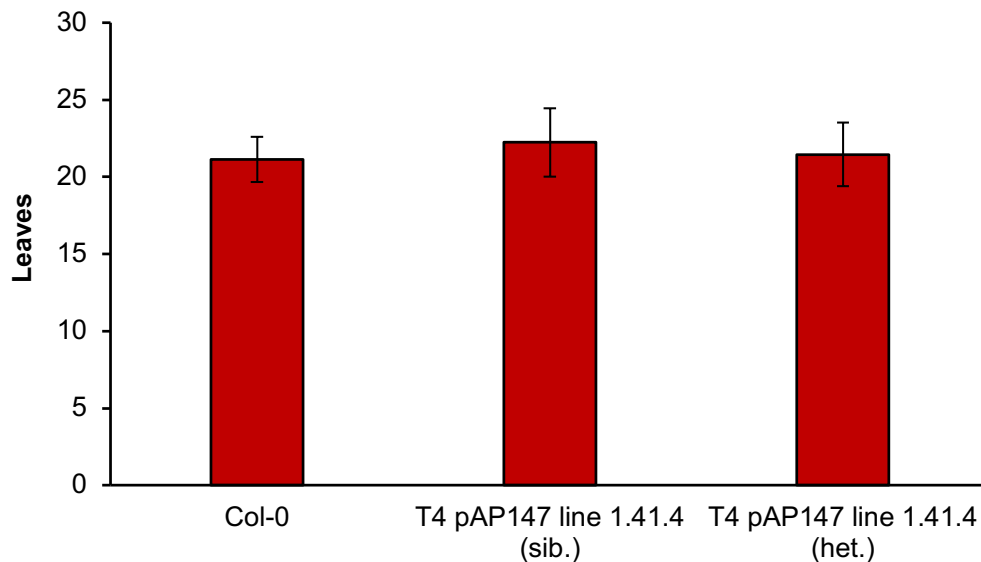

Fig. S17. Deletion line flowering time assays. A) Average number of leaves during flowering for Col-0, pAP141, and pAP142 lines. n=16 for Col-0, n=12 for pAP141, and n=10 for pAP142. B) Average number of leaves during flowering for Col-0, pAP146 (sib.), and pAP146 (het.). n=22 for Col-0, n=29 for pAP146 (sib.), and n=29 for pAP146 (het.) C) Average number of leaves during flowering for Col-0, pAP147 (sib.), and pAP147 (het.). n=8 for Col-0, n=4 for pAP147 (sib.), and n=11 for pAP147 (het.). Error bars represent standard deviation. sib. = wt sibling control. het. = heterozygous for the deletion.

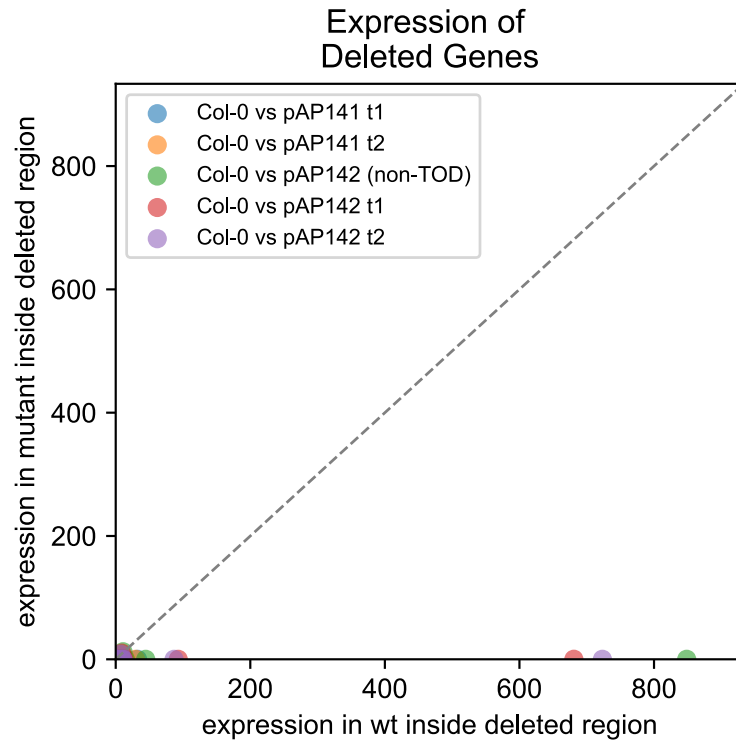

Fig. S18. Investigation of compensation for deleted genes at the transcriptional level. All abundance estimates are in transcripts per million. The plot features a line at $Y=X$ indicating no change in expression in the specified comparison. In Col-0 and the pAP141 and pAP142 deletion lines, total expression of the deleted gene members of orthogroups shows no expression in deletion lines, as expected. t1 = time point 1, t2 = time point 2. non-TOD refers to the separate set of pAP142 samples used for RNA-seq that were not part of the time of day (TOD) experiment.

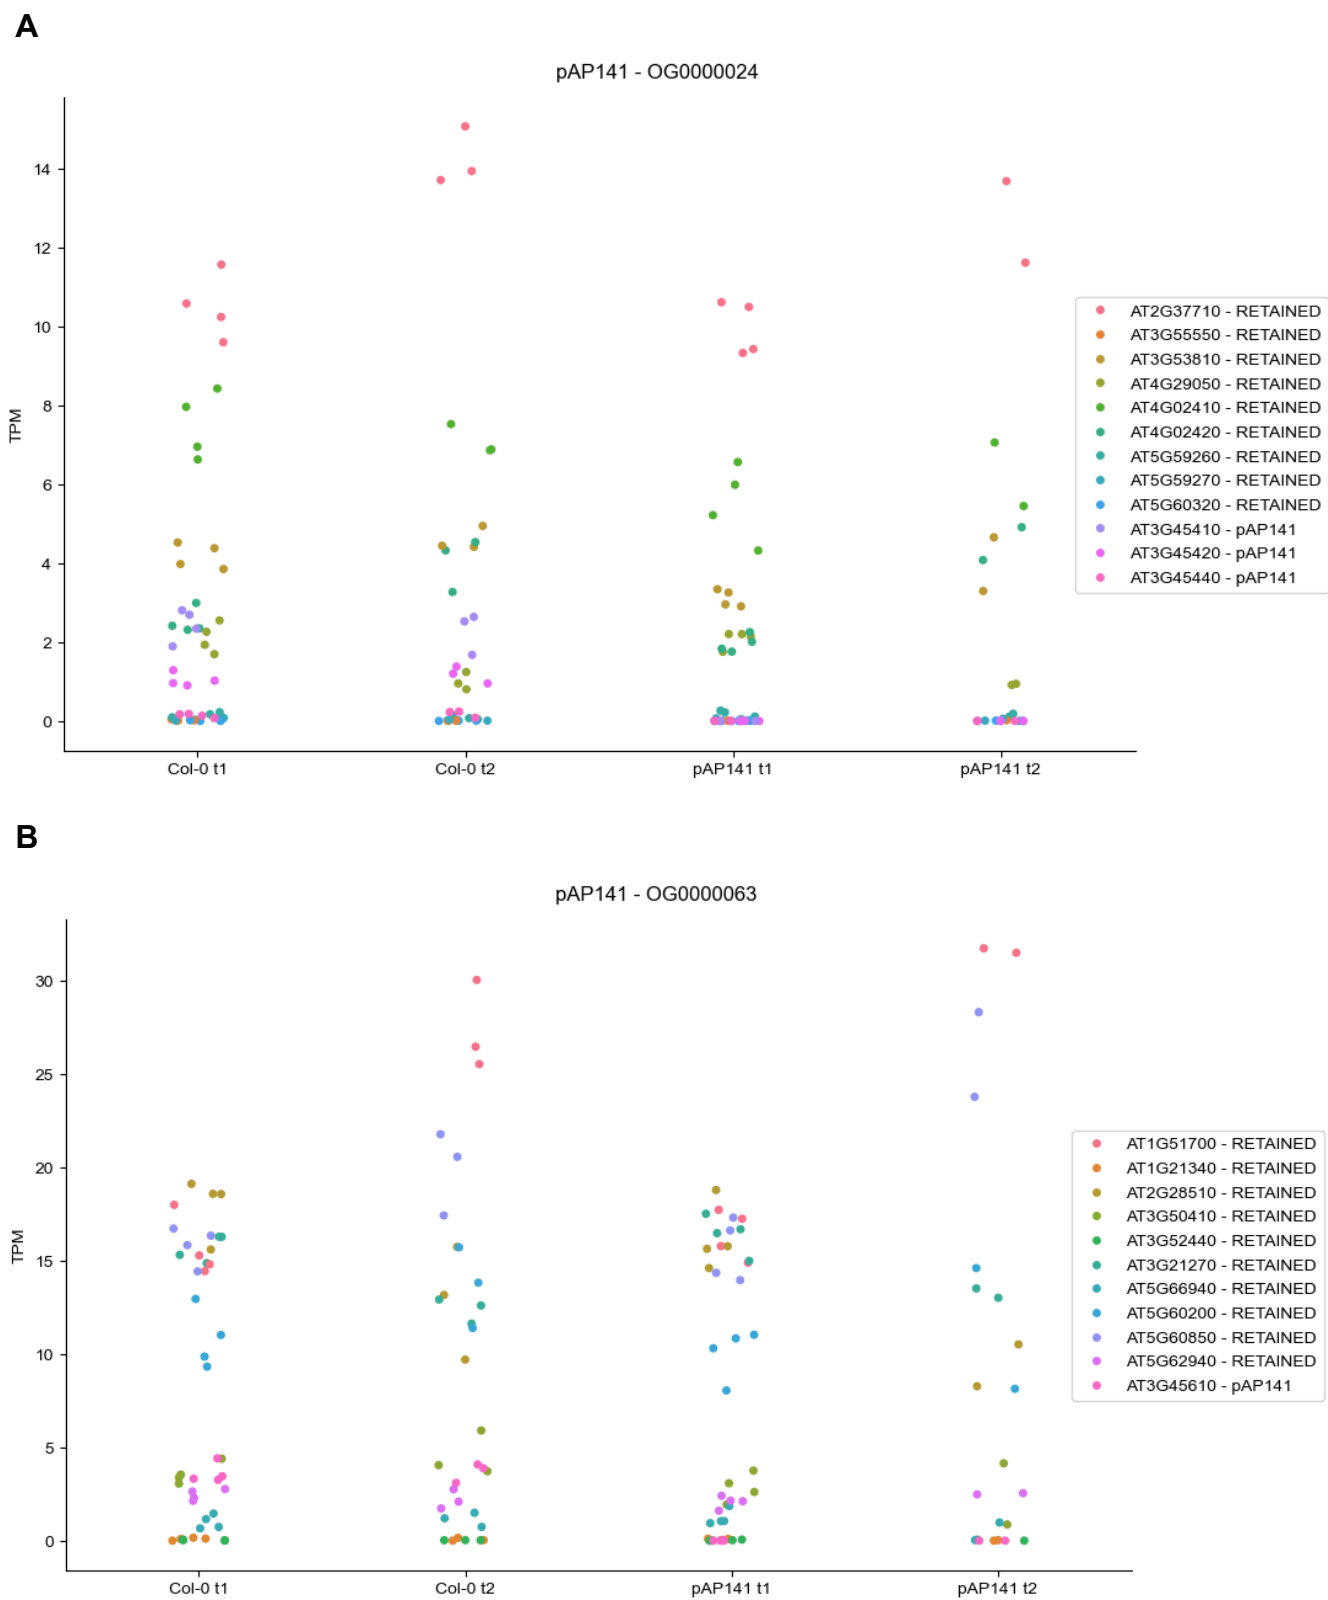

Fig. S19. A-B) Expression of gene members of an orthogroup in pAP141 deletion lines across two timepoints. Expression is indicated as TPM. Jitter has been added to the categorical “sample” axis for visualization purposes. Genes that weren’t deleted are marked as “retained” in the figure. Genes that were deleted are marked with the line name (i.e., pAP141). t1 = time point 1, t2 = time point 2.

A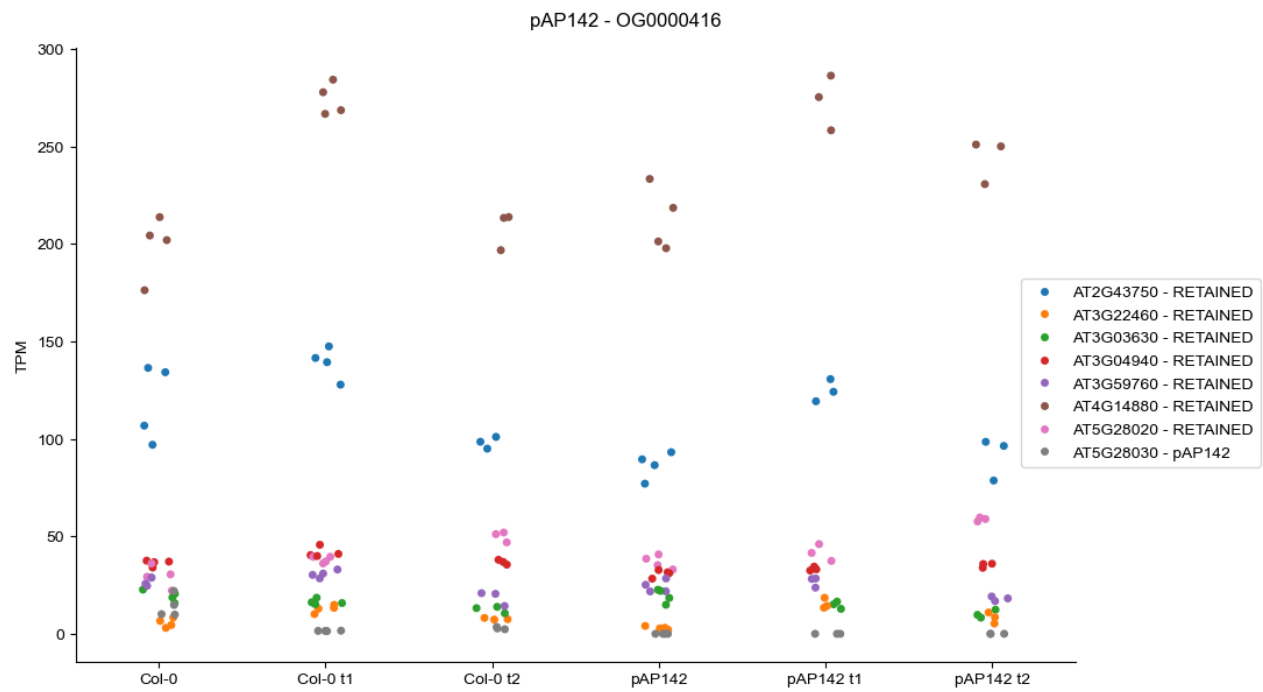**B**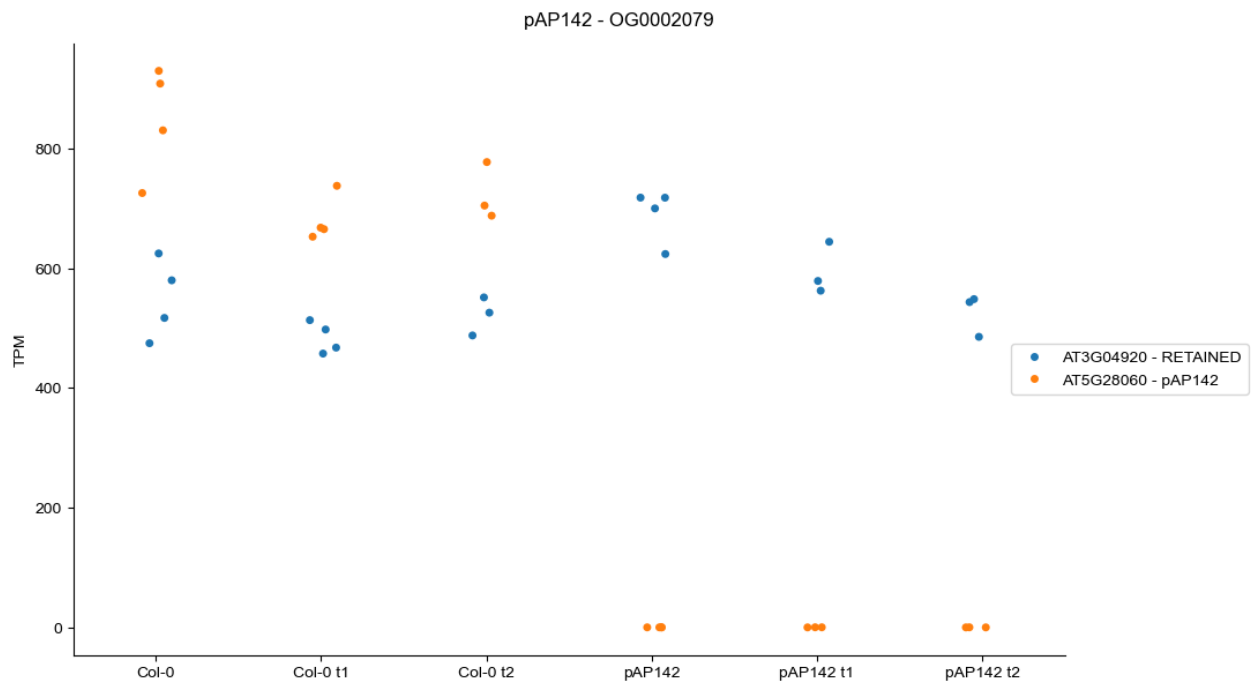

Fig. S20. A-B) Expression of gene members of an orthogroup in pAP142 deletion lines across two timepoints and an additional set of non-TOD pAP142 samples. Expression is indicated as TPM. Jitter has been added to the categorical “sample” axis for visualization purposes. Genes that weren’t deleted are marked as “retained” in the figure. Genes that were deleted are marked with the line name (i.e., pAP142). t1 = time point 1, t2 = time point 2.

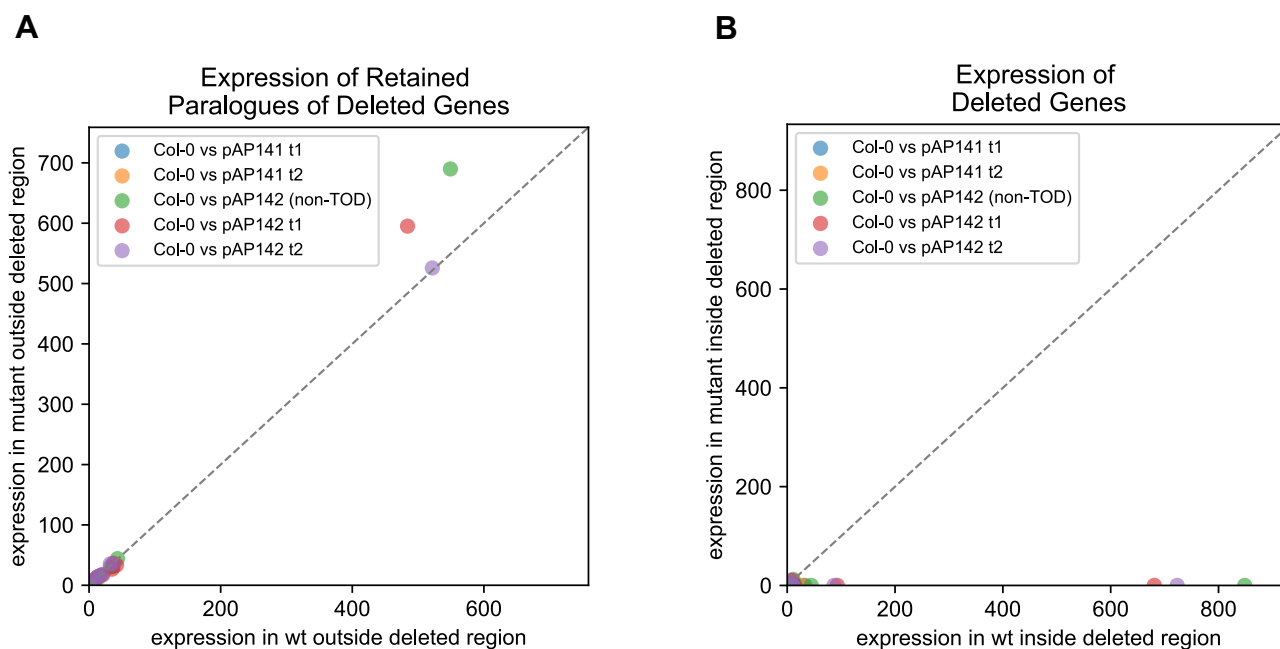

Fig. S21. Investigation of compensation for deleted genes from retained syntenic paralogues in pAP141 and pAP142 lines. All abundance estimates are in transcripts per million. Plots A and B feature a line at $Y=X$ indicating no change in expression in the specified comparison. A) In Col-0 and the pAP141 and pAP142 deletion lines, total expression of the retained syntenic paralogues of deleted genes shows no general upregulation. B) In Col-0 and the pAP141 and pAP142 deletion lines, there is no expression of the deleted genes in deletion lines, as expected. t1 = time point 1, t2 = time point 2. non-TOD refers to the separate set of pAP142 samples used for RNA-seq that were not part of the time of day (TOD) experiment.

A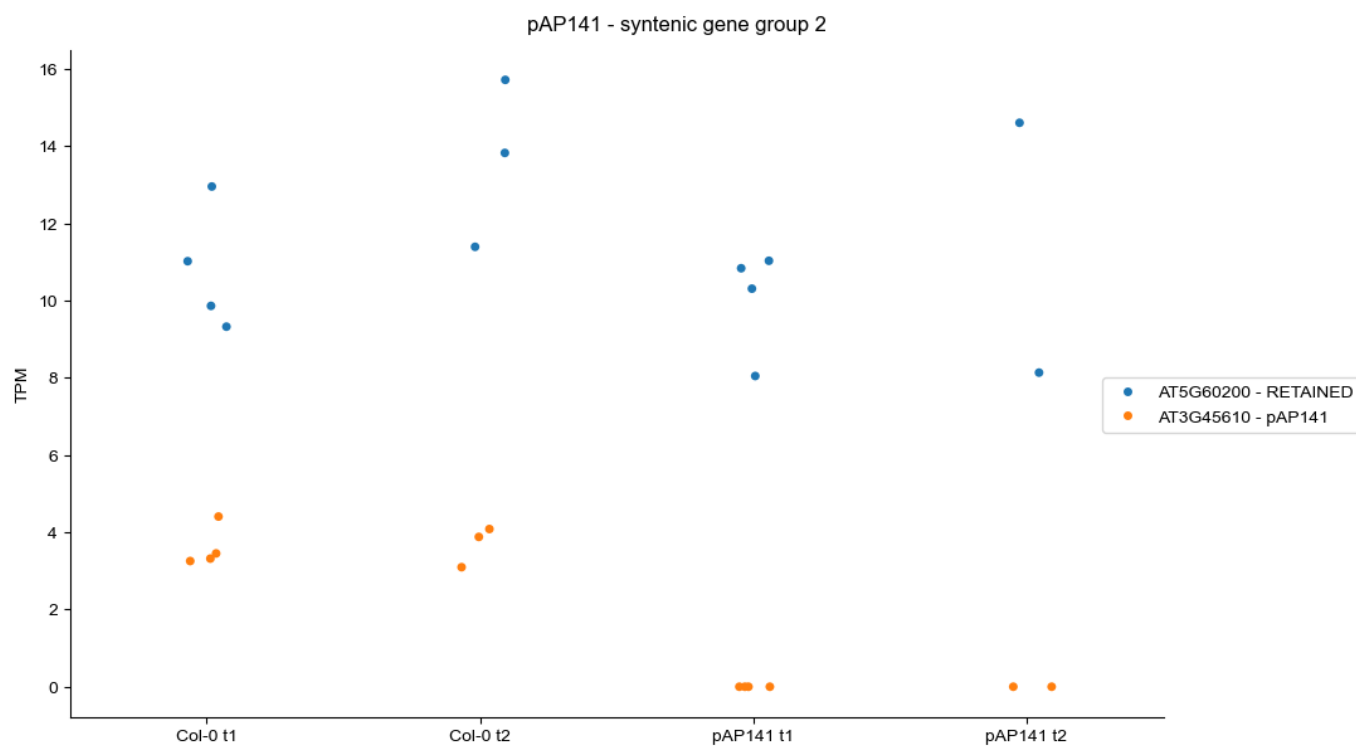**B**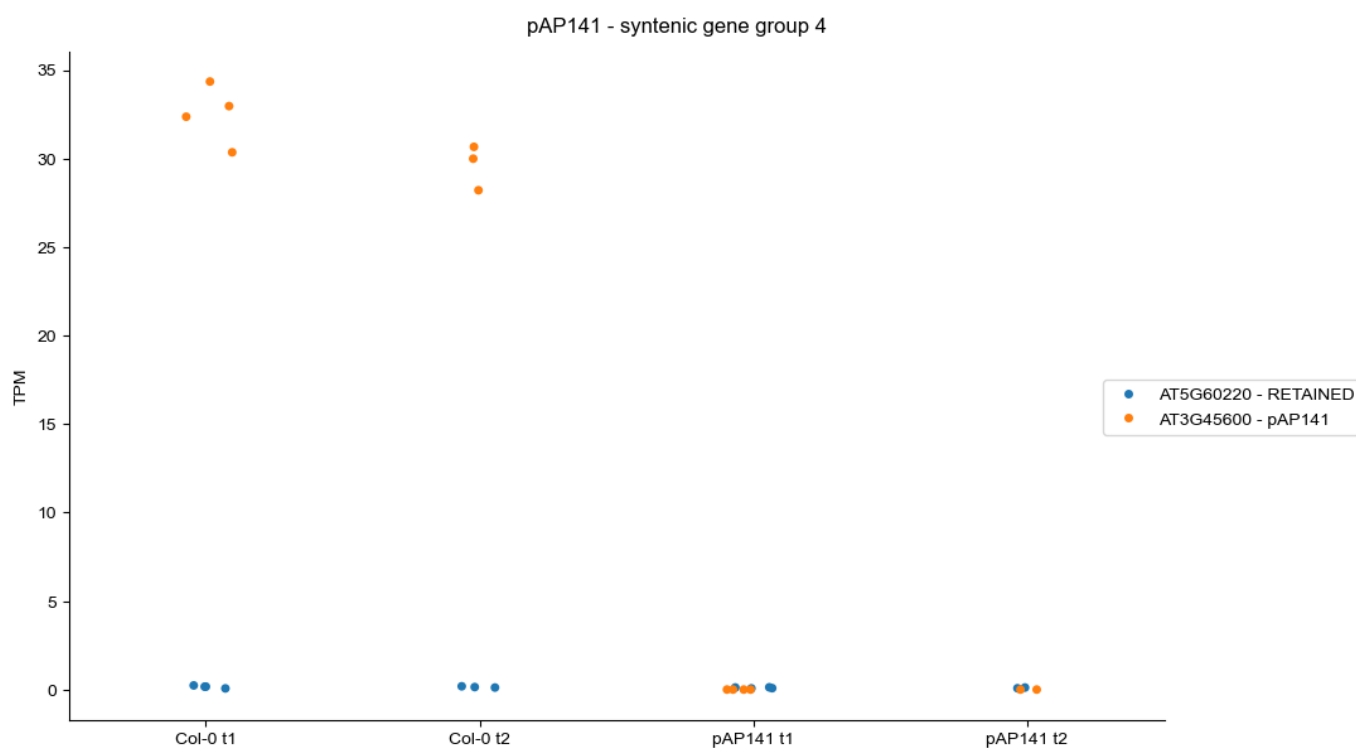

Fig. S22. A-B) Expression of syntenic paralogues in pAP141 deletion lines across two timepoints. Expression is indicated as TPM. Jitter has been added to the categorical “sample” axis for visualization purposes. Genes that weren’t deleted are marked as “retained” in the figure. Genes that were deleted are marked with the line name (i.e., pAP141). t1 = time point 1, t2 = time point 2.

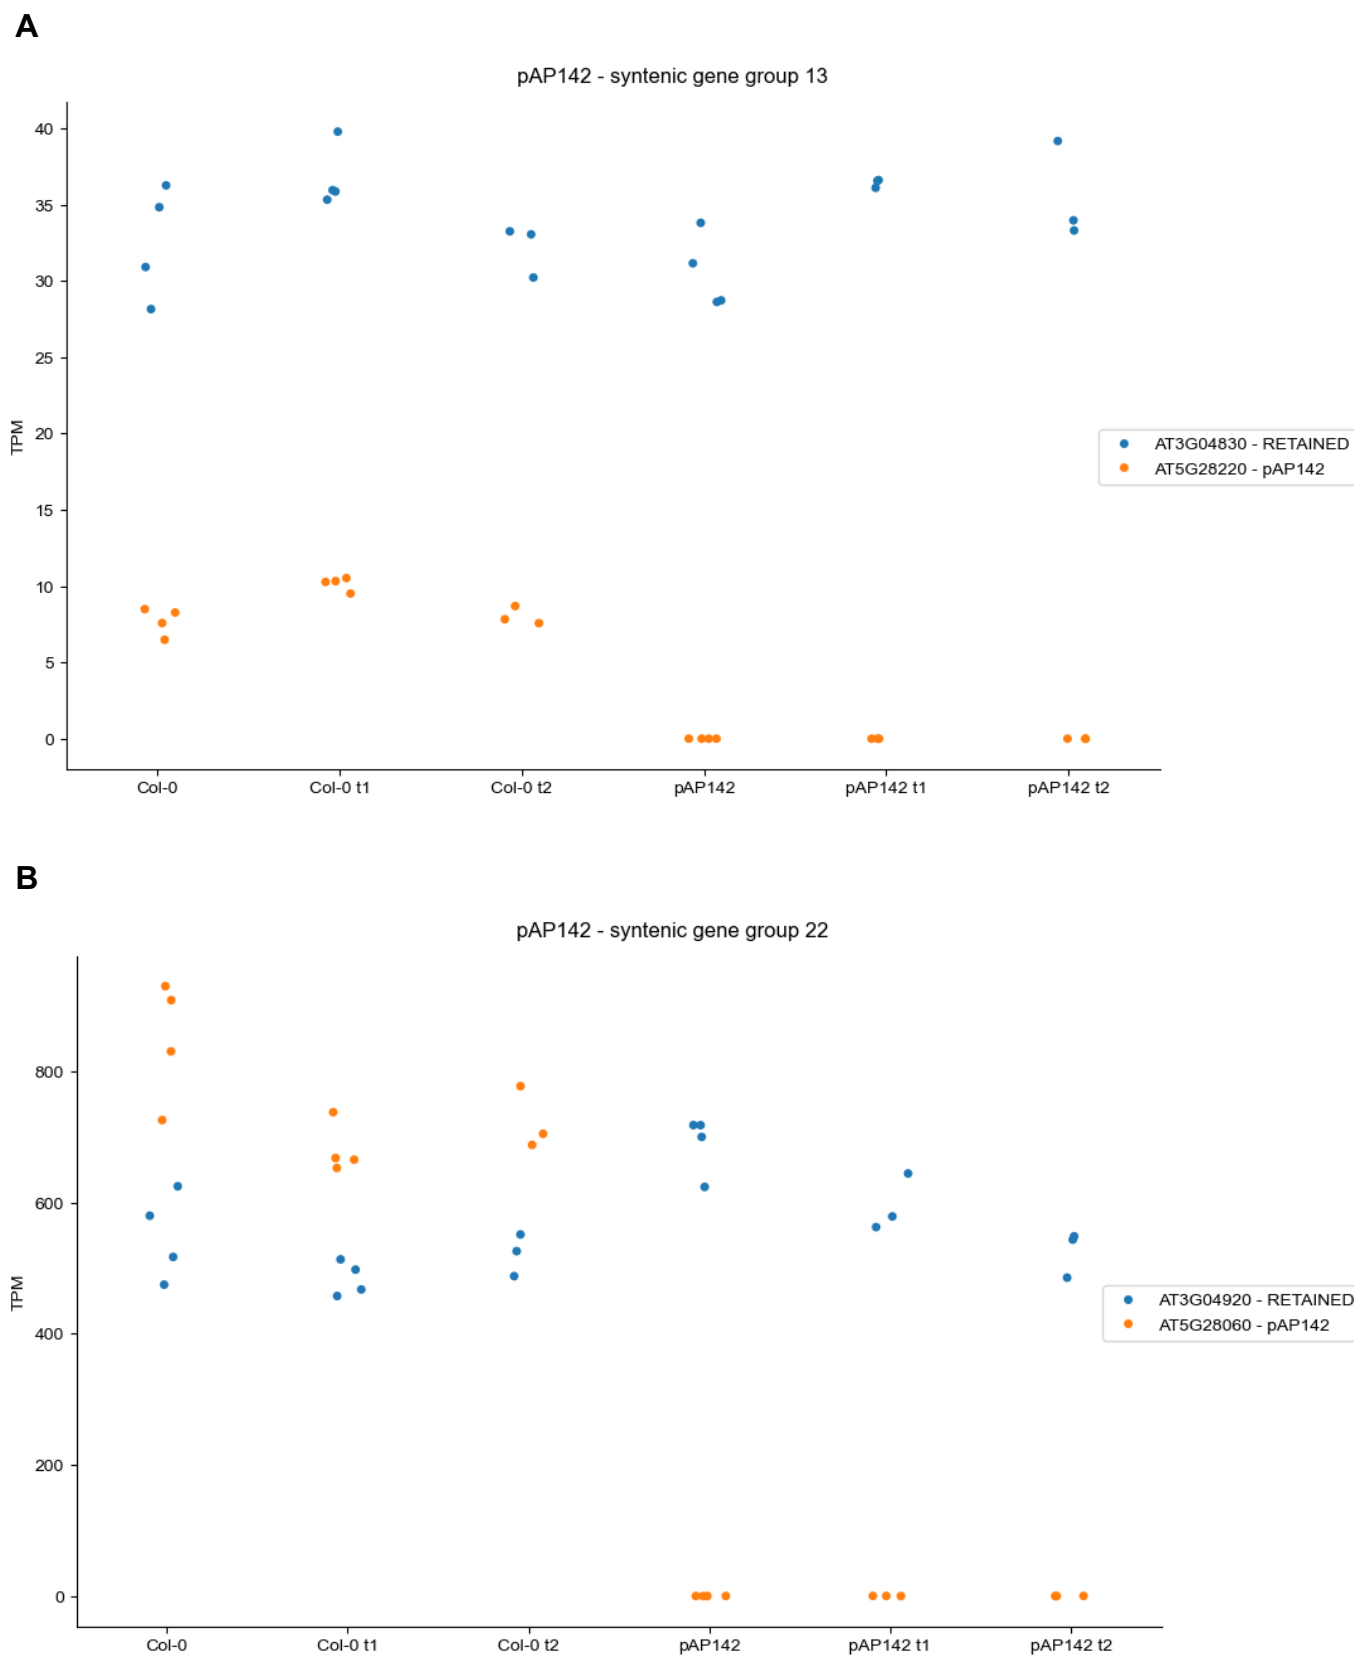

Fig. S23. A-B) Expression of syntenic paralogues in pAP142 deletion lines across two timepoints and an additional set of non-TOD pAP142 samples. Expression is indicated as TPM. Jitter has been added to the categorical “sample” axis for visualization purposes. Genes that weren’t deleted are marked as “retained” in the figure. Genes that were deleted are marked with the line name (i.e., pAP142). t1 = time point 1, t2 = time point 2.

A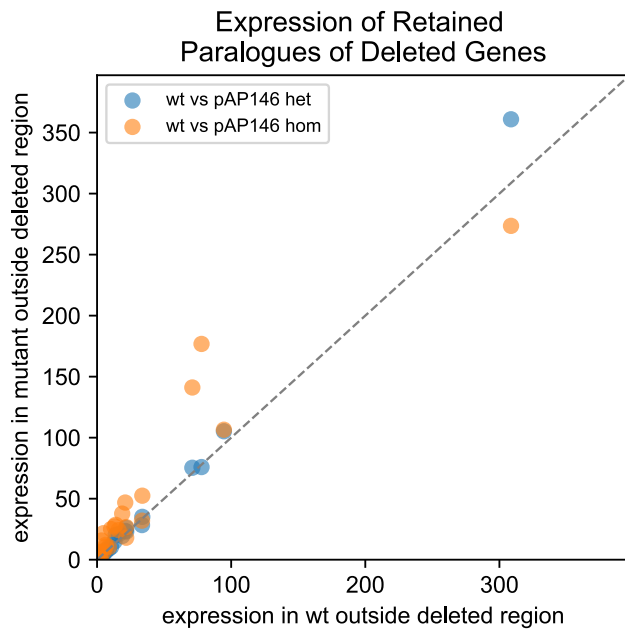**B**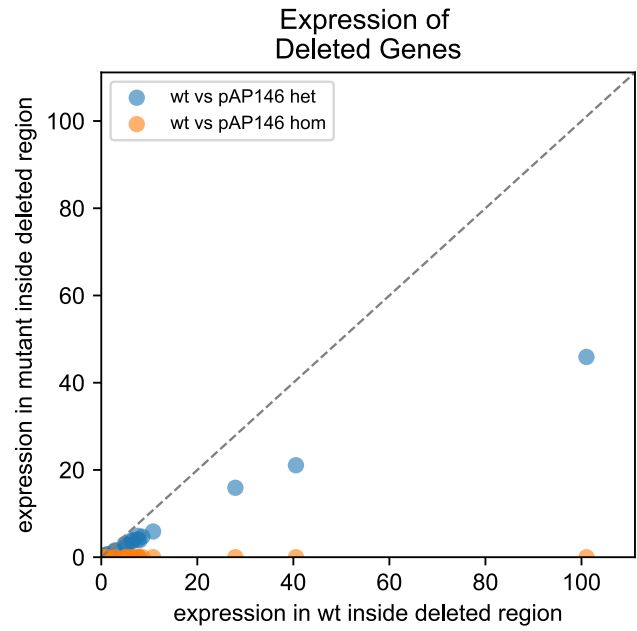

Fig. S24. Investigation of compensation for deleted genes at the transcriptional level. All abundance estimates are in transcripts per million. Plots A and B feature a line at $Y=X$ indicating no change in expression in the specified comparison. A) Total expression of the retained gene members of orthogroups affected by deletions in wt and pAP146 heterozygous and homozygous deletion lines. B) Total expression of the deleted gene members of orthogroups shows no expression in the homozygous deletion lines and approximately 50% of wt expression levels in the heterozygous deletion lines. wt = wild type, which in plots A and B refer to Col-0 and sibling controls. het = heterozygous, hom = homozygous.

A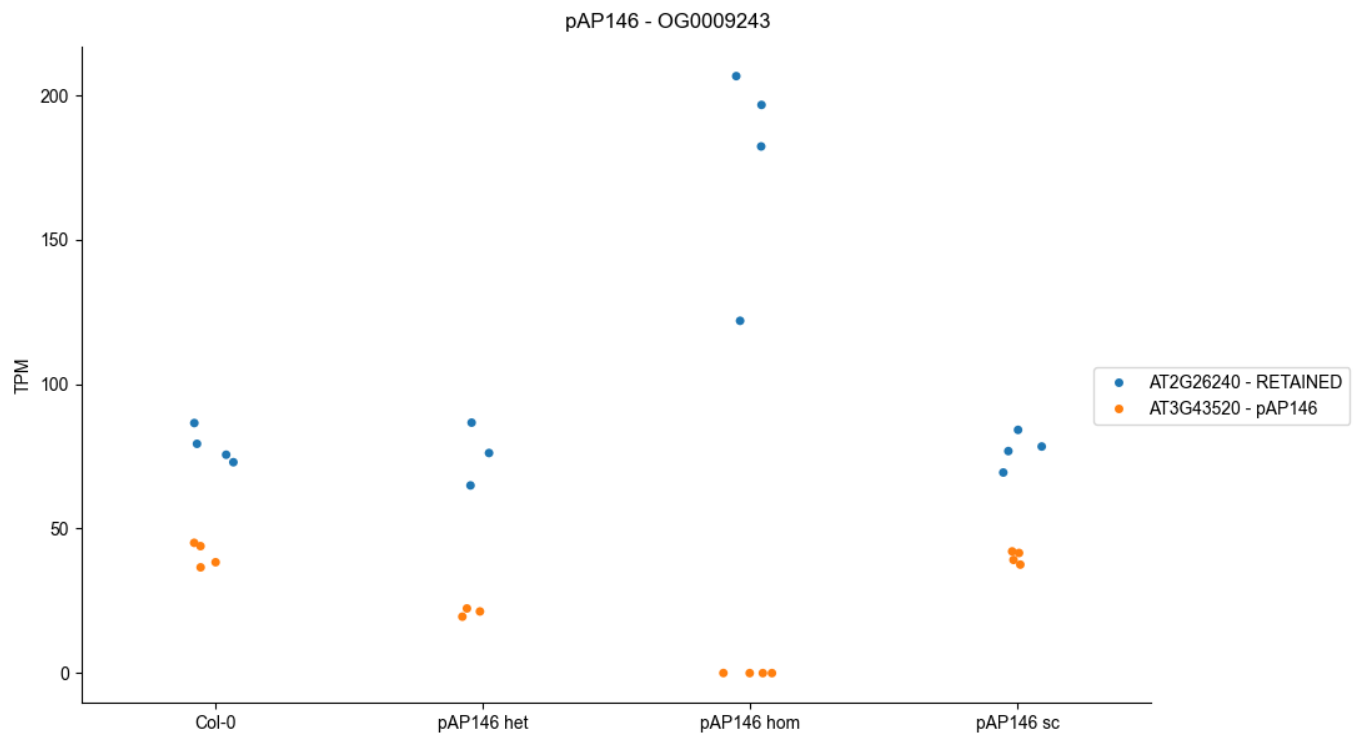**B**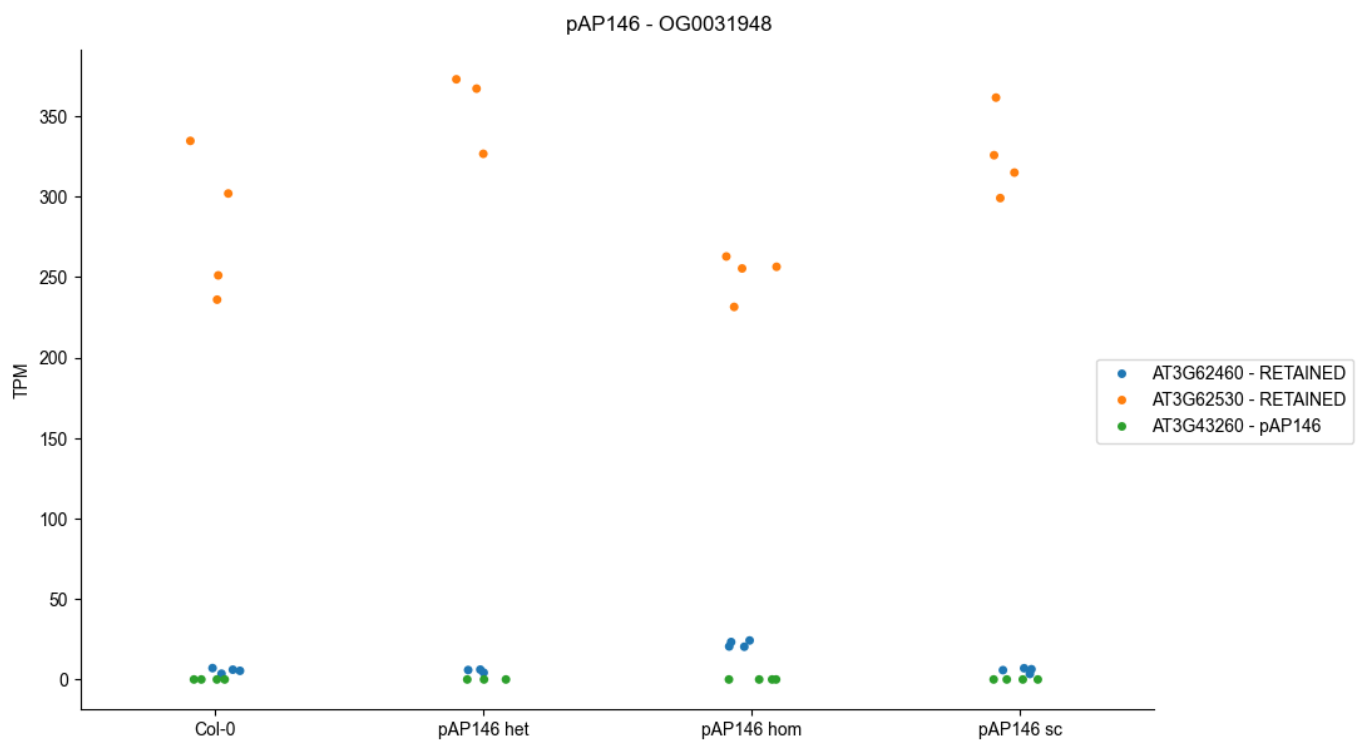

Fig. S25. A-B) Expression of gene members of an orthogroup in pAP146 deletion lines. Expression is indicated as TPM. Jitter has been added to the categorical “sample” axis for visualization purposes. Genes that weren’t deleted are marked as “retained” in the figure. Genes that were deleted are marked with the line name (i.e., pAP146). het = heterozygous, hom = homozygous, sc = sibling wt control.

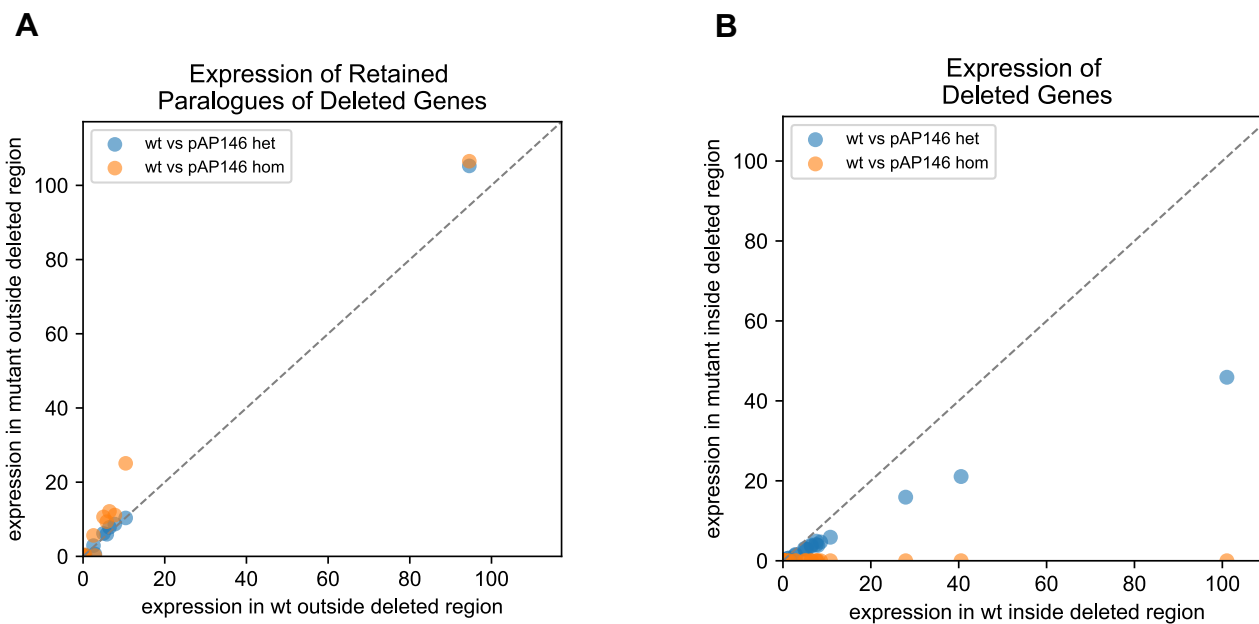

Fig. S26. Investigation of compensation for deleted genes from retained syntenic paralogues in pAP146 lines. All abundance estimates are in transcripts per million. Plots A and B feature a line at $Y=X$ indicating no change in expression in the specified comparison. A) Total expression of the retained syntenic paralogues of deleted genes in wt and pAP146 heterozygous and homozygous deletion lines. B) There is no expression of the deleted genes in the homozygous deletion lines and approximately 50% of wt expression levels in the heterozygous deletion lines. wt = wild type, which in plots A and B refers to Col-0 and sibling controls. het = heterozygous, hom = homozygous.

A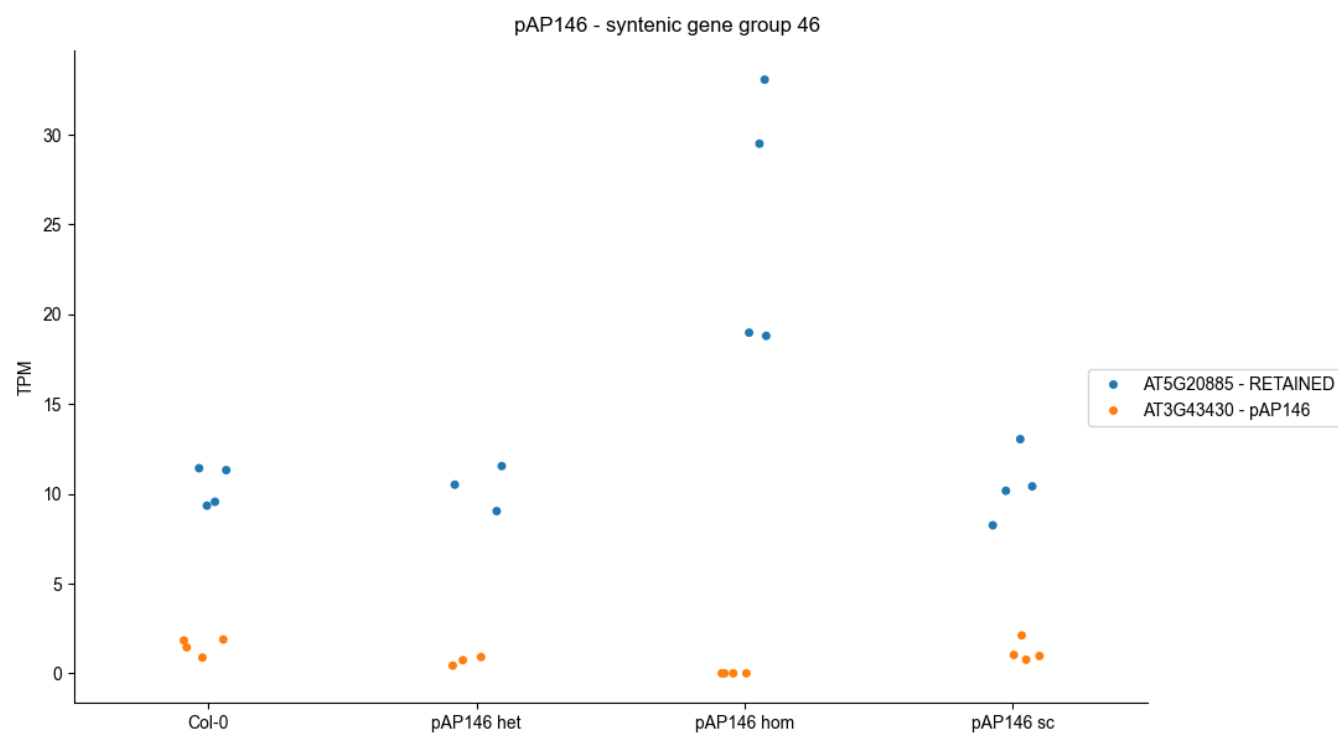**B**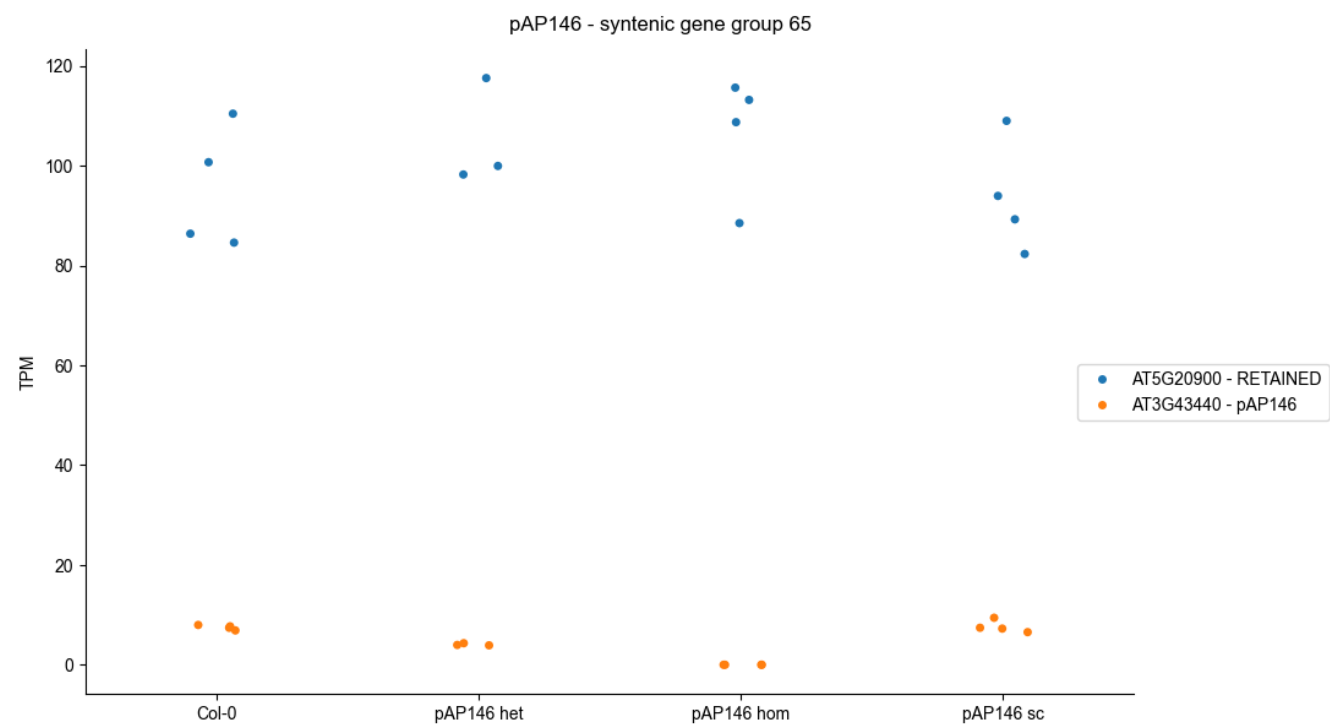

Fig. S27. A-B) Expression of syntenic paralogues in pAP146 deletion lines. Expression is indicated as TPM. Jitter has been added to the categorical “sample” axis for visualization purposes. Genes that weren’t deleted are marked as “retained” in the figure. Genes that were deleted are marked with the line name (i.e., pAP146). het = heterozygous, hom = homozygous, sc = sibling wt control.

Table S2. Centrality of deleted gene lists

	Observed	p-value	logFC
Block 271	9.503178	0.134	-1.201768
Block 438	16.74896	0.6144	-0.392766
Block 268	27.677781	0.4102	0.337088
Block 324	25.421745	0.6385	0.21151

Deleted genes are not significantly more central or peripheral than expected. For each list of deleted genes, we calculated the weighted node connectivity (WNC), a measure of network centrality, and compared it to a bootstrap distribution generated by sampling random gene lists of equal length. The table includes the following columns: Observed, the WNC for that list; p-value, the proportion of bootstrap samples with a WNC showing a greater absolute deviation from the bootstrap mean; and logFC, the log fold change between the observed WNC and the bootstrap mean.

A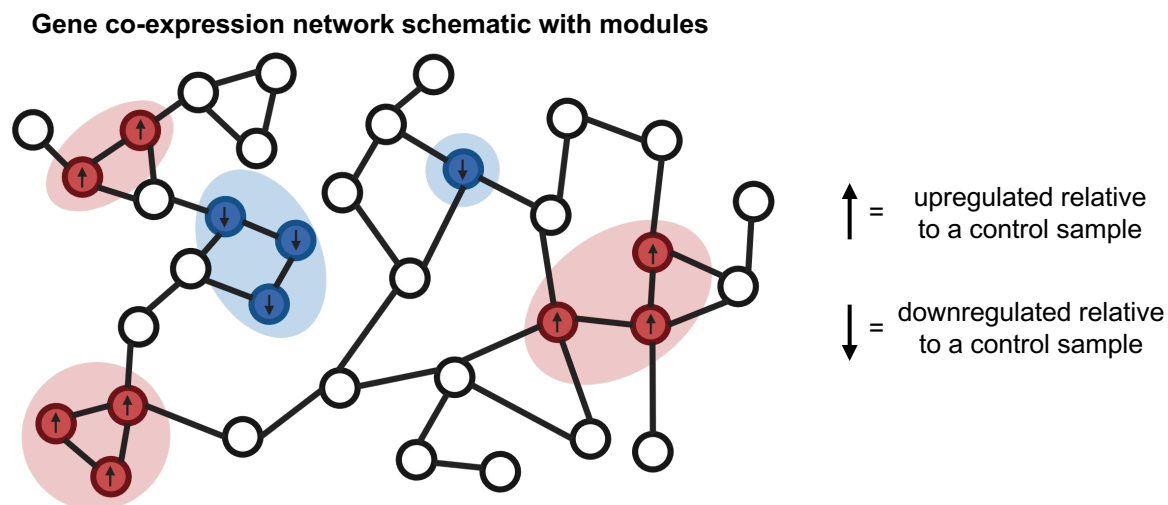**B**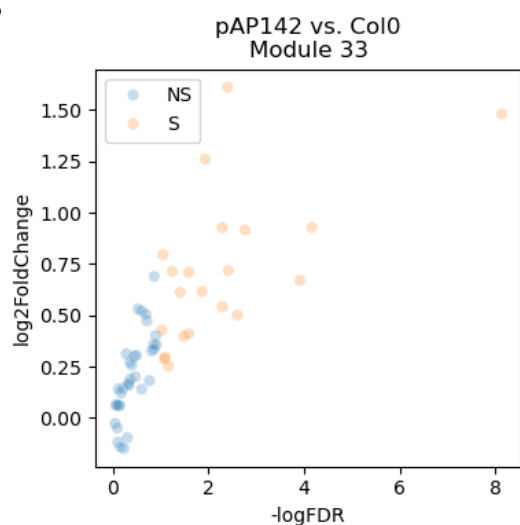**C**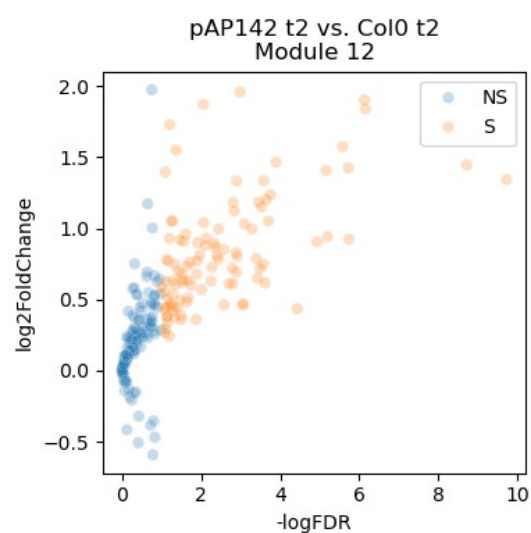**D**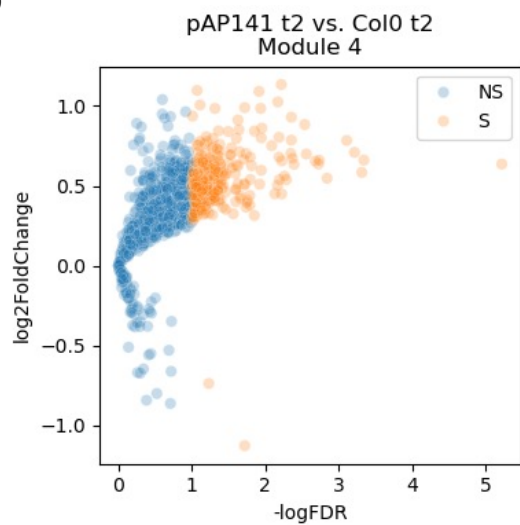**E**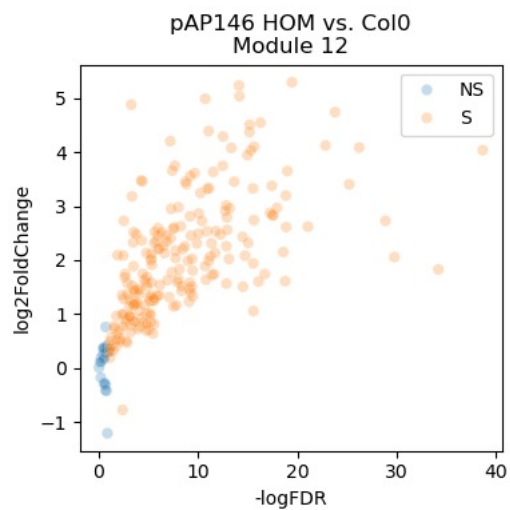

Fig. S28. A) An illustration of a sample co-expression network with annotated modules (light red or blue circles/ovals) containing certain groups of genes (circles). Genes/modules in red indicate upregulated genes relative to controls, while those in blue indicate downregulated genes. Diagram was created with BioRender.com B-E) Volcano plots depicting significance of differential expression vs. change in expression for upregulated DEGs from deletion lines that are enriched in specific network modules. In volcano plots, t2 = time point 2, hom = homozygous, NS = not significant, S = significant.

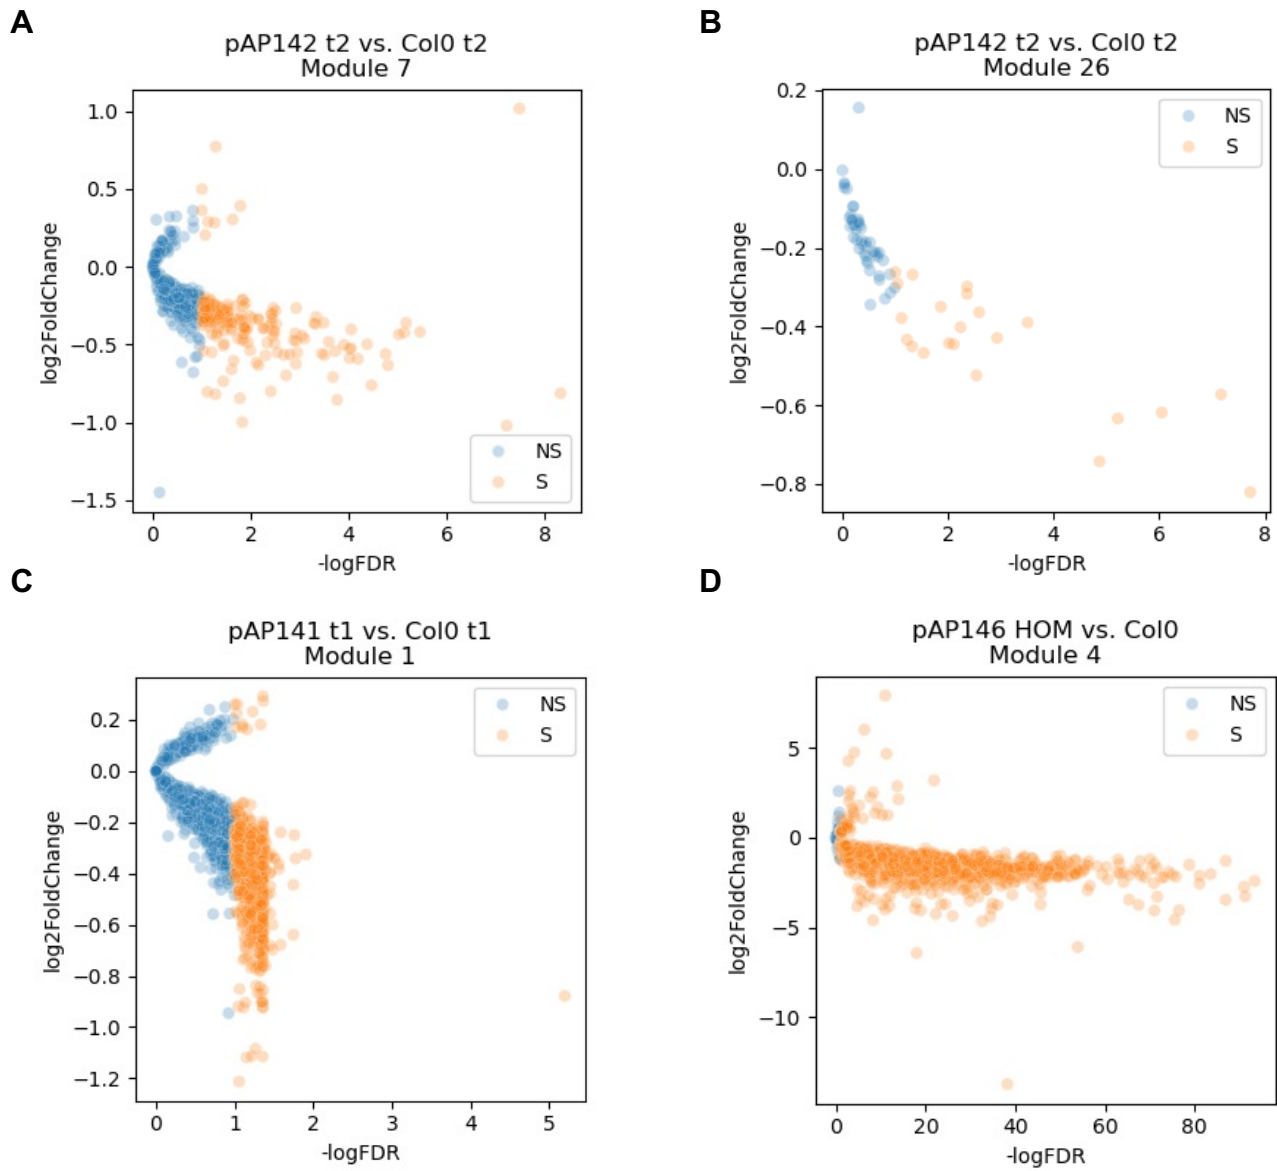

Fig. S29. A-D) Volcano plots depicting significance of differential expression vs. change in expression for downregulated DEGs from deletion lines that are enriched in specific network modules. In volcano plots, t1 – time point 1, t2 = time point 2, hom = homozygous, NS = not significant, S = significant.

Dataset S1 (separate file). Descriptions of syntenic blocks and deleted blocks.

Dataset S2 (separate file). Descriptions of genes and TEs within deleted regions and their paired blocks. Syntenic paralogues and tandem duplicates are also included. Gene expression fold change values and adjusted p-values are also provided for syntenic paralogues of genes within deleted regions.

Dataset S3 (separate file). gRNA spacer and off-target information.

Dataset S4 (separate file). Differential expression analysis table.

Dataset S5 (separate file). Total number of differentially expressed genes that are either upregulated or downregulated in each deletion line. List of deleted or differentially expressed genes and their enrichment in particular gene network modules.

How the deposited data were processed for this re-analysis (not part of the article)

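Gene expression was measured by RNA-seq in 34 samples. The time-of-day experiment holds 19 samples, each a pool of seedlings, of Col-0, pAP141 and pAP142 collected in the evening (t1) or the morning (t2). The pAP146 experiment holds 15 samples, which are leaves of single Col-0, wild-type sibling and heterozygous plants and whole homozygous seedlings. The authors sequenced stranded libraries of poly(A) RNA and quantified them with salmon 1.6.0 against 1 primary transcript per Araport11 gene, and they mapped reads with HISAT2 2.2.1 for inspection and tested expression with DESeq2 1.44.0. The deposited estimated counts are the numbers of reads that the authors' salmon run assigned to each transcript, not normalized and not whole numbers. The deposited TPM values were scaled by the authors' salmon run to the sum of all listed transcripts, with the effective length of each transcript taken into account. Nearly all listed lengths are those of the coding sequence alone, so that reads from untranslated regions do not count. Samples were assigned to conditions from their labels, and no sample was moved or dropped on account of its values.

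Estimated counts summed to 26640541 to 43851997 per sample. They were rounded to whole numbers, and each experiment was fitted by itself with all its groups in 1 model in edgeR 4.0.16 under R 4.3.3. Genes with low counts were removed by its filterByExpr command, which left 21356 genes in the time-of-day experiment and 20833 in the pAP146 experiment. Libraries were scaled by TMM, dispersions were fitted with the robust option, and genes were tested by the quasi-likelihood F test. The common biological coefficient of variation was 0.152 in the time-of-day experiment and 0.257 in the pAP146 experiment. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested), with no limit on its fold change. Standard errors of log2 fold changes were derived from the same fits. The comparisons were each deletion line with Col-0 at the same time point, the interaction of each line with time point, Col-0 t2 with Col-0 t1, pAP146 homozygous with sibling and with Col-0, heterozygous with sibling, and sibling with Col-0, 11 in all. TPM values were used for levels, for the totals over deleted genes and over retained syntenic paralogues of Dataset S2, and for the ratio of heterozygous to sibling expression, which took deleted genes with a mean of at least 1 TPM. Totals were compared by 2-sided exact permutation tests of the difference of means, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Pictures were drawn with matplotlib 3.10.9.

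Gene groups were tested with camera from limma 3.58.1, at a preset correlation between genes of 0.01, on log2 CPM with the same model, with adjustment over the lists within a comparison. Camera with an estimated correlation and the rotation test fry were run beside it. The lists were cytosolic ribosomal proteins, plastid ribosomal proteins, nucleolus and ribosome biogenesis, proteasome subunits, light-harvesting and Rubisco genes, chlorophyll biosynthesis, root markers, shoot meristem and cell cycle, leaf polarity, salicylic acid and defence, endoplasmic reticulum stress, heat shock, cold and abscisic acid response, flavonoid and anthocyanin, glucosinolate biosynthesis, clock genes with a morning peak, clock genes with an evening peak, and seed and embryo genes. Of the 13 seed and embryo genes none passed the filter on counts in the time-of-day experiment, and in the pAP146 experiment FUS3 alone did. This list was therefore not tested. In homozygous seedlings FUS3 had a log2 fold change of -0.93 against siblings (adjusted p = 0.0686 in edgeR). Against Col-0 it had -1.39 and was called in edgeR and DESeq2.

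The comparisons, tests, thresholds, gene lists and most alternatives were chosen before the data were examined, as was the rule for which genes are named. The rule takes the genes that the paper names for a line, the deleted genes and retained syntenic paralogues of Dataset S2, whose fold changes in the paper's tables had been seen, and up to 4 members of each list with the smallest adjusted p in the direction of most calls. It adds the 8 genes with the largest increase and the 8 with the largest decrease outside the deletion among called genes with a mean of at least 5 TPM in the higher group and no overlap between samples, or 4 each way for the interactions and for siblings against Col-0. For Col-0 t2 against t1 it takes the clock genes and the list members.

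The alternatives were RLE size factors in place of TMM, no filter on counts, offsets from the effective lengths, a replicate block, a model of the compared groups alone, DESeq2 1.42.0 at an adjusted p under 0.05, each sample left out in turn, TMM-normalized CPM in place of TPM for totals, other pseudocounts and minimum levels, and Col-0 in place of siblings as the control. Chosen after the data were seen were edgeR and DESeq2 at an adjusted p under 0.1, DESeq2 without an intercept, the removal of a trend of log2 CPM on coding length (lowess with a span of 0.3) from every sample, with or without 1 pAP141 sample, a comparison of pAP142 t1 with pAP141 t1, and gene lists on the TPM scale. For counts of called genes, other splits of the same samples into groups of the same sizes were fitted, all of them or 100 drawn at random. This was not done for pAP141 t2 or for the interaction of pAP141 with time. Genes matched to ribosomal protein genes were the 5 nearest in coding length and mean log2 CPM for each.

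The steps were tested on simulated data drawn from the means and library sizes of the samples, with 200 genes changed by known folds. Counts were drawn with the spread that edgeR fitted to each gene, and the changed genes were taken from those above a minimum count. No trend with coding length and no deviant library was simulated, so the rates below need not hold in the real samples. In edgeR, a change of 2-fold was called for 85.1% of such genes in pAP141 t1, 68.7% in pAP141 t2, 86.6% in pAP142 t1, 79.1% in pAP142 t2, 79.1% in Col-0 t2 against t1, 64.2% in homozygous and 67.2% in heterozygous pAP146 against siblings. Of the calls in edgeR, 2.27% in pAP141 t2 to 5.80% in homozygous pAP146 were of unchanged genes, and of those in DESeq2, 12.2% in pAP141 t1 to 23.3% in homozygous pAP146 against Col-0. Spacers of the gRNA pairs were matched to both strands of the TAIR10.1 assembly, and gene coordinates were read from its annotation. Whole-genome sequencing, phenotypes, orthogroup and coexpression tables, the pAP147 line and the pAP142 samples outside the time-of-day experiment were not analysed here.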

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

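RLE size factors and the omission of single libraries were alternatives set beforehand. Their use here to test explanations was chosen after the results were seen. So were the tests of the spread of ribosomal genes among Col-0 libraries and with a trend on coding length removed. In groups of 4 samples, a sample was singled out where its gap to the nearest other, over the range of the group, exceeded Dixon's 95% critical value. This held in 9 of 109 groups tested, and chance gives about 1 in 20. Deleted genes of pAP141 summed to 0.0205 (the others 0) TPM in pAP141 t1 replicate 3. The genes deleted in pAP142 summed to 884 (the others 790.4 to 804) TPM in Col-0 t1 replicate 2, where the retained paralogues of pAP141 genes summed to 22.3 (the others 18.1 to 18.5) TPM. Among mean centred log2 levels of gene lists, those in homozygous pAP146 were 0.589 (the others 0.151 to 0.209) for the nucleolus in replicate 2, 0.264 (the others -0.457 to -0.383) for morning clock genes in replicate 1 and -0.511 (the others 3.17 to 3.47) for salicylic acid and defence in replicate 4. Evening clock genes stood at 1.34 (the others 1.43 to 1.45) in Col-0 t1 replicate 3. Glucosinolate genes stood at -0.771 (the others 0.171 to 0.358) in pAP141 t1 replicate 2 and at 0.955 (the others 0.322 to 0.340) in replicate 2 of the Col-0 leaves.

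The difference between pAP142 and Col-0 changed between t1 and t2 for 45 genes by the interaction test in edgeR (20 higher at t1 and 25 lower). The count was 14, 23, 9 or 18 without Col-0 t1 replicate 1, 2, 3 or 4, and 4 or 3 without Col-0 t2 replicate 1 or 2, and 4 without pAP142 t1 replicate 3. RPL3B, a gene for ribosomal protein L3, had a difference of log2 fold changes (t1 minus t2) of 1.19 and kept its call with each of the 13 samples left out in turn. GBSS1 at 2.00 (lost without any 1 sample but pAP142 t1 replicate 2 or pAP142 t2 replicate 1, adjusted p = 0.0513 to 0.143), COR27 at 1.65 (lost without any 1 sample but Col-0 t2 replicate 3, adjusted p = 0.0539 to 0.178) and SERAT3;2 at 1.44 (lost without any 1 sample but pAP142 t1 replicate 1 or pAP142 t2 replicate 2, adjusted p = 0.0526 to 0.116) also had larger values at t1. AT2G16660 at -2.27 (lost without Col-0 t2 replicate 2 or pAP142 t1 replicate 3, adjusted p = 0.0621 and 0.0769), AT4G34950 at -2.13 (lost without Col-0 t1 replicate 1, 3 or 4 or Col-0 t2 replicate 1, 2 or 3 or pAP142 t1 replicate 3, adjusted p = 0.0520 to 0.0945), CYP71B22 at -2.07 (lost without Col-0 t1 replicate 1, 3 or 4 or Col-0 t2 replicate 1 or 2 or pAP142 t1 replicate 3 or pAP142 t2 replicate 3, adjusted p = 0.0531 to 0.0857) and AT5G35735 at -1.66 (lost without Col-0 t1 replicate 1 or Col-0 t2 replicate 1 or 2 or pAP142 t1 replicate 3, adjusted p = 0.0513 to 0.0837) had larger values at t2. Among 100 random splits 2 called as many, the real one included, a share under 0.05. These splits mix the genotypes within a time point, so they do not keep the difference between genotypes that both time points share. They cannot exclude chance for the interaction. The other of the 2 splits called 2097, several times the 45. It exchanged Col-0 t1 replicates 2, 3 and 4 with pAP142 t1 replicates 1, 2 and 3 and none at t2. This points to a structure of the samples, the genotypes at t1.

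Siblings and Col-0, both controls of the pAP146 experiment, differed in 3 genes in edgeR, all 3 on chromosome 4, a contrast for which Dataset S5 gives no count. Of 35 splits of these samples only the real one called any gene, the smallest share that 35 splits allow. With a count of 3 genes this argues against chance for the count but does not exclude it, and it says nothing gene by gene. With 1 sample left out the count was 2 or 3. AT4G08190 stood at 9.49 TPM in siblings and 0.0172 TPM in Col-0 (adjusted p = 3.24e-07). AT4G03157 stood at 8.39 TPM in siblings and is listed at 0 TPM in each Col-0 sample (adjusted p = 0.0226, lost without Col-0 replicate 1, 2, 3 or 4 or sibling replicate 1, 2 or 3, adjusted p = 0.0645 to 0.0880). RGF6, named after its values were seen, stood at 0.0396 and 4.89 TPM (adjusted p = 0.00645). Outside the pAP146 deletion, 1 gene with at least 10 counts in every control sample, the beta-amylase gene BAM5 (AT4G15210) on chromosome 4, had 3 counts over the 4 homozygous samples together and at least 65 in each control. NEK3 (AT5G28290), listed as deleted in pAP142, was measured at 10.0 TPM in pAP142 t1 and 8.22 TPM in pAP142 t2.

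In pAP141 t1, edgeR called 16 genes while 4811 had an unadjusted p under 0.05. Whether the scaling between libraries holds back calls stays open, since RLE size factors gave 15 but changed the count of no comparison by over 1.5 times and so test little. Spread from a single library may be one reason, since 2418 genes were called without pAP141 t1 replicate 3 and 13 to 21 without any other sample. But on the third principal component replicate 3 (11.2) lay nearest to the Col-0 t1 samples (15.6 to 32.3). Replicates 1, 2 and 4 of pAP141 t1 lay at -28.7, -38.8 and -7.90. Leaving out replicate 3 removes the pAP141 sample most like Col-0 there, so 2418 need not be a truer count. Fold changes also fell with coding length (rank correlation -0.574 across genes, which are not independent replicates), and with this trend removed 2402 genes had an unadjusted p under 0.05 and 501 were called without replicate 3, so a difference in RNA or library quality could account for part of the changes. A response to the deletion stays open and was not tested apart from these.

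Cytosolic ribosomal protein genes lay higher in pAP142 t1 than in Col-0 t1 (median log2 fold change 0.31, or 0.25 with the trend on coding length removed). Their median over Col-0 t1 was also 0.27 in pAP141 t1 and 0.27 in Col-0 t2, so such a rise was not particular to pAP142. Their short coding sequences and high abundance are argued against as the cause, since genes matched for both had a median of -0.0056. Against pAP141 t1, which keeps AT5G28060, the median was 0.042. This comparison was chosen after the data were seen, and its bound for the loss of AT5G28060 (0.5 times 0.31) was set before its result. The median lay below that bound. But the bound left out the trend in pAP141 t1, since the matched genes had a median of -0.22 in this comparison. Levels of the list ranged over 0.132 among the Col-0 t1 libraries, and growth conditions of the pools are not in the tables. The paper also reports a rise in the paralogue of AT5G28060, and upregulated genes enriched in a translation-related module, in separate pAP142 plants grown in soil. In its network, strong ties to deleted genes went with upregulation, and once AT5G28060 was left out with downregulation. It takes this as evidence for a possible compensation. Those plants and that network were not analysed here. The paper reports too that pAP142 lines, unlike the others, diverged from Col-0 in genome-wide variants. This divergence, the loss of AT5G28060 and a difference in growth state between pools cannot be told apart here.

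Homozygous pAP146 samples were whole seedlings and their controls leaves, so the Col-0 seedlings of the time-of-day experiment were set against the Col-0 leaves, as a ratio of their difference to that of the homozygous line in the median of log2(TPM + 1). The ratio was 1.15 for root markers, 1.78 for light-harvesting and Rubisco genes (difference -3.09 with t1 and -0.91 with t2 seedlings, and -1.21 in the homozygous line) and 0.515 for endoplasmic reticulum stress (1.21, 0.47 and 1.89), so tissue may account for the root markers, and for the other 2 lists in a part that depends on the time of day. For salicylic acid and defence it was 0.0116, which argues against tissue as the cause, and 18 of 18 genes were higher in the homozygous line than in Col-0 seedlings. Homozygous replicate 4, at -0.51, did not share this rise. The experiments differ in more than tissue, so an effect of the deletion or of the delayed development stays open and was not tested apart from them.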

How the results depend on the processing

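The tests at an adjusted p under 0.1, without an intercept, with a trend on coding length removed and on the TPM scale were chosen after the results were seen, and the other alternatives below were set beforehand. Under those set beforehand, the values that answer a comparison kept their direction and side of the threshold, or stayed within 1.5 times a count, in 615 cases, while 10 were weaker, 15 stronger, 83 moved further, in places with a changed sign where the value had not been called, and 0 called values turned direction. Under the added ones 96 were kept and 30 moved. For single genes and lists, 7058 values were kept, 650 were weaker, 15 stronger and 12 moved under those set beforehand, and 2455 were kept, 36 weaker, 30 stronger and 50 moved under the added ones. The called values that turned direction were the light-harvesting list in the interaction of pAP141 with time, at 0.19 without pAP141 t2 replicate 1 (-0.57 without replicate 2), and the cytosolic ribosomal proteins in homozygous pAP146, at 0.36 against siblings and 0.53 against Col-0 on the TPM scale, below the shift of all genes. Replicate numbers paired no samples. With a replicate block the counts of DEGs in edgeR were 15 for the interaction of pAP142 with time and 0 for heterozygous pAP146. With no block, heterozygous pAP146 had 38 in DESeq2. In edgeR 980 of its 20833 genes then had an unadjusted p under 0.05, fewer than chance alone gives. With the block, AT3G04920 in pAP142 t1 stood at 0.28 (adjusted p = 0.0908 in edgeR, 0.00216 to 0.143 over all alternatives). Counts with RLE size factors, without a filter and with length offsets stayed within 1.5 times for each comparison. Depth limits fold changes of genes with few counts, and the TPM of a gene without counts is known only up to the limit of 3 counts. Groups of 2 to 4 samples limit the power of the permutation tests, whose smallest p at t2 is 0.1. Except where fewer samples or another threshold makes the change, the cause was not tested.

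Counts of DEGs under DESeq2 at 0.05 were 1086 in pAP141 t1, 449 in pAP141 t2, 38 in heterozygous pAP146, 13 for the interaction of pAP141 with time and 248 for that of pAP142. At 0.1 in DESeq2 they were 2756, 1065, 55, 21 and 420, with 3211 in pAP142 t2. Without an intercept there were 2756, 1065 and 55 in the first 3 and 3212 in pAP142 t2. In edgeR at 0.1 there were 86 in pAP141 t2, 2718 in pAP142 t2 and 93 for the interaction of pAP142. A model of the compared groups alone gave 9 in pAP141 t2, 1047 in pAP142 t2 and 12 for the interaction of pAP142, and a camera adjusted p of 0.0465 for the ribosomal proteins in pAP142 t2 (median 0.0402). With the trend on coding length removed, edgeR called 53 in pAP141 t2, and 501 in pAP141 t1 without replicate 3 and 2098 in pAP141 t2 without replicate 2 as well. DESeq2 at 0.1 with that trend removed called 174 in pAP141 t1, 1703 in pAP141 t2, 6575 in pAP142 t1, 3883 in pAP142 t2 and 61 in heterozygous pAP146. Genes called in pAP141 and pAP142 in the same direction were 119 at t1 and 42 at t2 in DESeq2 at 0.05, and 408 and 112 at 0.1. With 1 sample left out, counts ran over 13 to 2418 in pAP141 t1, 10 to 2472 in pAP141 t2, 2190 to 3789 in pAP142 t1, 661 to 2544 in pAP142 t2, 0 to 138 for the interaction of pAP141 (highest without pAP141 t2 replicate 2), 3 to 53 for that of pAP142 and 0 to 8 in heterozygous pAP146.

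On TMM-normalized CPM, deleted genes in pAP141 t2 and pAP142 t2 summed to 0.000161 and 0.0478 of Col-0. The heterozygous ratio ran over 0.523 to 0.584 with 1 sample left out. For retained paralogues, log2 ratios of the total on TMM-normalized CPM were 0.028 in pAP142 t1 and -0.15 and -0.19 in homozygous pAP146 against siblings and Col-0. The mean of log2(TPM + 1) differed by -0.17 in pAP141 t1, -0.035 in pAP142 t1 and 0.25 in homozygous pAP146 against Col-0, and with a pseudocount of 0.1 by -0.33 in pAP141 t1 and -0.10 in heterozygous pAP146 against Col-0. Without the most abundant paralogue the log2 ratios were -0.47 in pAP141 t1, -0.19 in pAP142 t1, and 0.88 and 0.83 in homozygous pAP146 against siblings and Col-0. With 1 sample left out they were -0.32 to -0.16 in pAP141 t1, and 0.38 to 0.52 and 0.34 to 0.48 in homozygous pAP146. Of the paralogues tested singly, 1 passed in pAP141 t1 in DESeq2 at 0.1, with or without an intercept (1), 0 to 1 in pAP141 t2 and 1 to 2 in pAP142 t1 with 1 sample left out, where AT3G04920 had 0.29 to 0.38. In homozygous pAP146, 5 genes outside the deletion had at most 3 counts in all when at least 5 were asked of each control.

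Of the 17 lists, those past camera numbered 9 in pAP141 t2 on DESeq2 statistics and 8 in pAP141 t1 with the trend on coding length removed. With an estimated correlation 2 passed in Col-0 t2 against t1 and 0 in each other comparison. With fry, 3 passed in pAP142 t2, 1 in the interaction of pAP142, and 0 in pAP141 t1, pAP141 t2, the interaction of pAP141, heterozygous pAP146 and siblings. With 1 sample left out, 3 to 10 passed in pAP141 t2, 3 to 8 in pAP142 t2 and 5 to 10 in the interaction of pAP141. For ribosomal proteins the medians of 0.31 in pAP142 t1 and 0.27 in pAP141 t1 did not pass with an estimated correlation, nor the latter with fry (adjusted p = 0.253). On the TPM scale they were 0.0902 in pAP141 t1 and -0.19 in pAP141 t2, with the length trend removed -0.028 in pAP141 t2 and -0.013 in pAP142 t2, and with 1 sample left out -0.15 to 0.25 and -0.035 to 0.10.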

Differences from the paper's values

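The tests at an adjusted p under 0.1, without an intercept and with the trend on coding length removed were chosen after the results were seen. For pAP141 t1 the paper's Dataset S5 lists 1194 genes as higher than in Col-0, and 0 were called here in edgeR, with 4811 genes at an unadjusted p under 0.05 in either direction and 382 called higher in DESeq2. None of the alternatives set before the data were examined closes this difference. For genes lower in pAP141 t1 the paper gives 1562 and edgeR called 16. Of the alternatives set before the data were examined, the fit without pAP141 t1 replicate 3 comes within 1.5 times the paper's value at 1811 (607 higher), while DESeq2 at 704 and the others do not. For pAP141 t2 the paper gives 729 higher and 336 lower, against 9 and 12 here, and no alternative set beforehand closes either difference, DESeq2 giving 327 and 122 and the fit without pAP141 t2 replicate 2 1473 and 999. For pAP142 t2 the paper gives 1938 higher and 1273 lower, against 1083 and 571 here. The fit without pAP142 t2 replicate 1 closes both differences (1572 and 972), DESeq2 closes the first at 1455 but not the second at 827, and the other alternatives set beforehand close neither.

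The paper's text states no threshold on the adjusted p, and the counts above were made at 0.05. In DESeq2 at an adjusted p under 0.1, a setting chosen after seeing the values, the counts of higher and lower genes were 1194 and 1562 in pAP141 t1, 729 and 336 in pAP141 t2, 2930 and 2745 in pAP142 t1 and 1938 and 1273 in pAP142 t2, each equal to the paper's. In homozygous pAP146 against Col-0 the paper's counts are 8273 and 6198, and that setting gave 8305 and 6220 with an intercept and 8273 and 6198 without, which was also chosen after seeing the values (1938 and 1274 in pAP142 t2). Also chosen after seeing the values were edgeR at 0.1 (22 genes in both directions in pAP141 t1, 86 in pAP141 t2, and 1623 and 1095 in pAP142 t2), the removal of the trend on coding length in edgeR (1332 higher in pAP142 t2) and the same in DESeq2 at 0.1 (2266 and 1617 in pAP142 t2), and in pAP142 t2 these come within 1.5 times the paper's values. Dataset S5 gives counts without lists of genes, and the part of Dataset S4 in hand covers another comparison, so how many of the genes called in the paper each of these settings drops cannot be given.

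The legends of Fig. S18 and Fig. S21B describe the deleted genes as without expression in pAP142. Of 8 such genes with at least 10 counts in each Col-0 sample, 6 had no more than 3 counts over the samples of pAP142. AT5G28060 had at most 3 counts in any 1 sample. NEK3, at the right end of the deletion, stood at 10.0 TPM in pAP142 t1 and 9.12 TPM in Col-0 t1. The break leaves 70.4% of the coding bases of NEK3 outside the deletion, while its TPM was scaled to the full coding sequence in both genotypes.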

Other observations

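The tests of the medians of ribosomal genes in other splits of the samples and on the TPM scale were chosen after the results were seen. In Col-0 seedlings, 2988 genes were upregulated and 3554 downregulated in the morning (t2) against the evening (t1) in edgeR. All 8 morning clock genes were upregulated (8 and 0 when adjusted over the list alone), with a median log2 fold change of 5.47 (camera adjusted p = 5.99e-17, and 0.00136 with an estimated correlation). CCA1, which encodes a core clock repressor, stood at 96.5 against 0.403 TPM (log2 fold change 8.09, SE 0.197, adjusted p = 6.07e-15), and LHY and PRR9 had values of 6.94 (adjusted p = 6.07e-15) and 6.10 (adjusted p = 4.29e-14). Of 8 evening clock genes, 7 were downregulated and 0 upregulated (7 and 0 when adjusted over the list alone), with a median of -2.56 (camera adjusted p = 5.62e-10, and 0.00136 with an estimated correlation). TOC1 stood at 6.49 against 46.5 TPM (log2 fold change -2.65, adjusted p = 3.32e-11), PRR3 had -6.35 (adjusted p = 1.19e-13), and GI, the gene not called, had 0.25 (adjusted p = 0.301). Of 23 light-harvesting and Rubisco genes 18 were upregulated and 0 downregulated (19 and 0 when adjusted over the list alone), with a median of 2.08 (camera adjusted p = 5.46e-17, but 0.144 with an estimated correlation), and LHCB2.1 stood at 1832 against 15.3 TPM. Chlorophyll biosynthesis had 12 upregulated and 1 downregulated of 14 genes (12 and 1 when adjusted over the list alone) and a median of 1.41 (camera adjusted p = 3.35e-10, but 0.122 with an estimated correlation), among them HEMA1, for the first committed enzyme of the pathway, at 2.92 (adjusted p = 2.35e-12).

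Of 213 cytosolic ribosomal protein genes, 83 were upregulated in Col-0 t2 against t1 and 1 downregulated (101 and 1 when adjusted over the list alone), with a median of 0.27 (0.088 on the TPM scale, on which the median of all genes shifts by -0.19), a camera adjusted p of 2.12e-11, and an adjusted p = 0.942 with an estimated correlation. Of 12 endoplasmic reticulum stress genes 9 were downregulated and 0 upregulated (9 and 0 when adjusted over the list alone), with a median of -0.51 (camera adjusted p = 7.26e-05, but 0.235 with an estimated correlation), and PDIL1-1, a protein disulfide isomerase gene, had -1.15 (adjusted p = 1.11e-06). Those 6 lists passed camera with each sample left out in turn. The heat shock list had 1 of 8 upregulated and 0 downregulated (1 and 0 when adjusted over the list alone), though its median was -0.54. Leaf polarity had 3 and 1 of 9 (3 and 1 when adjusted over the list alone), and the proteasome 0 and 3 of 21 (0 and 1 when adjusted over the list alone). None of these lists passed camera (adjusted p = 0.778, 0.307 and 0.355). In homozygous pAP146 against siblings, 9 of 21 proteasome genes were upregulated and 0 downregulated (8 and 0 when adjusted over the list alone), with a median of 0.16 (0.91 on the TPM scale), and RPT3, an ATPase subunit gene, had 0.60 (adjusted p = 5.34e-05). Camera gave an adjusted p of 0.0491 for that list, 0.719 as the adjusted p with an estimated correlation, and the call was lost without homozygous replicate 2 or sibling replicate 2 or 3, adjusted p = 0.0556 to 0.157. Of 8 morning and 8 evening clock genes, 1 and 1 were upregulated and 3 and 3 downregulated, the same when adjusted over the list alone, with medians of -0.31 and -0.16 (0.43 and 0.58 on the TPM scale, where all genes with at least 1 TPM in both groups had 0.66, camera adjusted p = 0.430 and 0.430). For heat shock 1 was upregulated and 2 downregulated of 6 (1 and 2 when adjusted over the list alone), and for leaf polarity 2 and 2 of 9 (2 and 2 when adjusted over the list alone), with camera adjusted p = 0.801 and 0.965.

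In heterozygous pAP146 against siblings, 18 of 18 genes of salicylic acid and defence had a positive log2 fold change (median 1.09), but 0 passed in edgeR (5 at an unadjusted p under 0.05) and 0 in DESeq2. Camera gave an adjusted p of 1.43e-07, and it was 0.792 with an estimated correlation and 0.821 with fry. The mean centred level was -0.68, 0.01 and 1.44 in the 3 heterozygous plants, -1.89 to -0.74 in siblings and -1.68 to -0.032 in Col-0. Between siblings and Col-0, 207 of 210 ribosomal protein genes had a positive value (median 0.19, camera adjusted p = 1.25e-34, but 0.563 with an estimated correlation), with 0 called in edgeR, 6 at an unadjusted p under 0.05 and 0 in DESeq2. For the interaction of pAP142 with time, 12 of 12 endoplasmic reticulum stress genes had a lower log2 fold change at t1 than at t2 (median difference -0.41), 1 of them called (10 and 0 when adjusted over the list alone), with a camera adjusted p of 2.13e-10, or 0.133 as the adjusted p with an estimated correlation.

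Among the 20 annotated genes on each side of a deletion, those that could be tested showed no more calls than the genome as a whole in pAP142 t1 (4 up and 0 down of 24, 16.7% against 18.3% of all genes tested). The shares were 8.33% and 7.72% in pAP142 t2 and 66.7% and 60.8% in homozygous pAP146 against siblings. In pAP141 edgeR called 0 of 22 at either time point (5 at t1 and 4 at t2 at an unadjusted p under 0.05, and 1 in DESeq2 at each), and in heterozygous pAP146 0 of 18 (0 and 0). Outside the deletions, 0 genes were called higher and 0 lower in both pAP141 t1 and pAP142 t1 in edgeR, and 1 in opposite directions. In DESeq2 83 were higher and 36 lower in both lines at t1 (40.7 and 66.8 if independent), with 42 in opposite directions. At t2, 35 were higher and 7 lower in both lines (22.5 and 4.42 if independent), with 23 in opposite directions. But both lines share the same Col-0 samples. The covariance of the log2 fold changes of the lines across genes, which are not independent replicates, was 0.0144 at t1 and 0.00936 at t2, below the 0.0279 and 0.0382 that shared controls alone gave in simulated data, and averaged -0.0136 with the Col-0 t1 samples split between the lines.

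Other splits of the same samples were fitted for each count of called genes but those of pAP141 t2 and of the interaction of pAP141 with time. Chance can be excluded for pAP142 t1 (3916, against a highest other count of 1336), Col-0 t2 against t1 (6542 and 2563), and homozygous pAP146 against siblings (12666 and 167) and Col-0 (12910 and 464). In pAP141 t1 the count was 16 against 10, but 12 of the 16 are deleted genes, and outside the deletion 4 were called against 10 in another split, so chance is not excluded for those. For heterozygous pAP146 the count alone does not exclude it, at 11 genes against 45 in 1 of the other 34 splits, which exchanged heterozygous replicate 1 with sibling replicate 2. That count, several times the real one and all outside the deletion, points to a structure of the samples. The 11 all lie in the deleted region, where no other split called a gene and all 17 genes expressed lay below 0.75 of siblings, so chance can be excluded for them. In pAP142 t2 the 10 splits are too few for a share under 0.05 (1654 and 1). For the medians of cytosolic ribosomal protein genes, the real split had the largest of 35 in pAP142 t1 (0.31, against a highest other of 0.274). The split with 0.274 exchanged pAP142 t1 replicates 1, 2 and 3 with Col-0 t1 replicates 2, 3 and 4. It nearly turns the real comparison round, so the small margin to it says little either way. The list did not pass camera with an estimated correlation (adjusted p = 0.446). Chance is therefore not excluded by a test chosen after the results were seen. In pAP141 t1 the real split had the largest median by little (0.27 and 0.265), and the median on TPM was 0.0902. There the list passed neither with an estimated correlation (adjusted p = 0.828) nor with fry (adjusted p = 0.253). In pAP142 t2 the splits are again too few (0.034 and 0.148).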
